# Prdm16 regulates the postnatal fate of embryonic radial glia via Vcam1-dependent mechanisms

**DOI:** 10.1038/s41467-025-60895-y

**Published:** 2025-07-19

**Authors:** Jiwen Li, Marlesa I. Godoy, Yi Lu, Alice J. Zhang, Graciel Diamante, Elle Rathbun, Min Tian, In Sook Ahn, Arantxa Cebrian-Silla, Arturo Alvarez-Buylla, Xia Yang, Bennett G. Novitch, S. Thomas Carmichael, Ye Zhang

**Keywords:** Cell fate and cell lineage, Neural progenitors

## Abstract

The mammalian brain undergoes rapid and extensive neurogenesis during the embryonic stage and limited neurogenesis during the adult stage, which results in ineffective repair of neural circuits in adults. Currently, the molecular mechanisms regulating the postnatal termination of neurogenesis and the disappearance of embryonic radial glia, the neural stem cells (NSCs) responsible for neurogenesis, are largely unknown. Here, we show that genetic deletion of *PR domain-containing 16* (*Prdm16)* from NSCs leads to the retention of radial glia in adulthood and prolonged postnatal neuroblast production. Mechanistically, Prdm16 induces a postnatal reduction in Vascular Cell Adhesion Molecule 1 (Vcam1). The extended presence of radial glia and neurogenesis phenotype is rescued in *Prdm16-Vcam1* double knockout mice. These findings demonstrate that the inhibition of Vcam1 by Prdm16 promotes the postnatal cessation of neurogenesis and the disappearance of embryonic radial glia and provide valuable insights for regenerative medicine aimed at treating central nervous system disorders.

## Abstract (web summary)

The molecular mechanisms that regulate postnatal termination of neurogenesis remain poorly described. Here authors report *Prdm16* deletion leads to the retention of radial glia in adulthood and prolonged postnatal neuroblast production.

## Introduction

Why can’t the brains of adult mammals fully regenerate after damage or degeneration? The primary reason lies in their limited capacity for neurogenesis. In adult mice, the production of new neurons is limited, occurring slowly and only in the olfactory bulb and the hippocampal dentate gyrus^1,2^. This is a stark difference from embryonic stages, where rapid neurogenesis occurs throughout all brain regions, resulting in billions of new neurons in a few weeks. The source behind this rapid embryonic neurogenesis is the embryonic neural stem cells (NSCs), also known as radial glia^3–5^. Shortly after birth, however, these cells retract their long radial processes and transform into other cell types^6–10^. Consequently, neurogenesis is terminated throughout the majority of the central nervous system (CNS). For simplicity, we will refer to the postnatal retraction of radial glial processes and transformation of radial glia into adult NSCs and other cell types collectively as the “disappearance” of embryonic radial glia.

How do NSCs “keep time” and stop neurogenesis on schedule? What molecular mechanisms drive the disappearance of radial glia? These questions remain unanswered. While much is known about embryonic and adult neurogenesis, the postnatal transition phase remains underexplored. This gap in understanding postnatal neurogenesis termination hinders the development of stem cell therapies. Current NSC transplantations aimed at treating neuron loss from neurodegeneration, stroke, and brain injury have been unsuccessful in generating enough neurons to significantly improve outcomes. As a result, no FDA-approved NSC therapy exists. Studying how neurogenesis is terminated postnatally could reveal new molecular targets to extend neurogenesis in transplanted NSCs, potentially transforming the treatment landscape of a broad range of neurological disorders.

Radial glia reside in the ventricular-subventricular zone (V-SVZ) on the wall of the lateral ventricle and generate the majority of neurons and glia in the forebrain^1,11–16^. Each NSC/radial glia has a long radial process that frequently extends deep into the adjacent brain parenchyma and guides the migration of new neurons generated in the V-SVZ to their final destination^1,16–25^. From embryonic day 13.5 to 15.5 (E13.5–15.5), a subpopulation of embryonic NSCs/radial glia slows down cell division, become quiescent, and are “set aside” to eventually form adult NSCs (type B cells) responsible for adult neurogenesis in mouse^6–8,26^. Remaining radial glia continue to divide rapidly and contribute to embryonic neurogenesis. In the first postnatal month, rapidly dividing radial glia differentiate into neurons and glia, whereas quiescent radial glia transition into adult NSCs, ependymal cells, and parenchymal astrocytes^6–8,27^. The long radial processes retract during early postnatal development for both populations of radial glia. As radial glia transition into adult NSCs, the types of neurons they generate also change. V-SVZ radial glia produce cortical excitatory neurons and striatal neurons, whereas adult NSCs generate olfactory bulb interneurons^1,13,28^. Neurogenesis in most brain regions, except the V-SVZ-olfactory bulb and dentate gyrus, ends postnatally, as radial glia transition into adult cell types.

Similar to mouse, radial glia in humans, including outer radial glia and ventricular/truncated radial glia, are responsible for rapid embryonic neurogenesis^29,30^. Postnatally, radial glia with long radial processes disappear, and neurogenesis in most brain regions such as the cerebral cortex ends^31,32^. Thus, investigating the mechanisms that regulate postnatal changes of NSCs in mice will provide a foundation for future studies that improve our understanding of human NSC biology.

While studying the role of epigenetic regulators in astrocytes, we investigated the function of the *PR-domain containing 16* (*Prdm16*) gene. Prdm16 is an epigenetic regulator with histone methyltransferase activity^33,34^. In an experiment initially designed to study astrocyte development, we used the hGFAP-Cre transgenic mouse strain to generate *Prdm16* conditional knockout (cKO) mice. hGFAP-Cre mice express Cre recombinase in astrocytes as well as in radial glia starting from E13.5^35^, precisely when quiescent radial glia are set aside to become adult B cells^6,7^. Unexpectedly, we observed the persistence of radial glia in the adult V-SVZ of *Prdm16* cKO mice and prolonged postnatal generation of neuroblasts in the cerebral cortex. To our knowledge, this is the earliest instance where radial glia are retained in adulthood in a mutant mouse. Furthermore, we found that Prdm16 deficiency led to an increase in the level of Vascular Cell Adhesion Molecule 1 (Vcam1) and that the extended presence of radial glia and neurogenesis phenotype is rescued in *Prdm16-Vcam1* double cKO mice. Our study identified Prdm16 and Vcam1 as key regulators that control the cessation of neurogenesis and the postnatal disappearance of radial glia, addressing a crucial knowledge gap in NSC biology.

## Results

### Retention of radial glial processes in adult *Prdm16* cKO mice

To investigate the potential roles of Prdm16 in the postnatal transformation of radial glia, we crossed *human-GFAP-Cre (hGFAP-Cre)* transgenic mice, which express Cre recombinase in radial glia starting from embryonic day 13.5 (E13.5)^35^ with *Prdm16*-floxed knock-in mice^36^ to generate *hGFAP-Cre*^*Tg/+*^*; Prdm16* ^*fl/fl*^ cKO mice. We first assessed the distribution of Prdm16 protein in the postnatal brain and detected it predominantly in the V-SVZ (Supplementary Fig. 1). Prdm16 protein is reduced between E15 and P0 and remains almost undetectable afterwards in the V-SVZ of cKO mice (Supplementary Fig. 1). These *Prdm16* cKO mice are viable and fertile. As controls, we used *Prdm16* ^*fl/fl*^ littermates without *hGFAP-Cre*.

We next assessed the presence of radial glia in postnatal *Prdm16* cKO and control mouse brains using radial glia markers GFAP and Nestin. In control mice, radial processes are abundant in neonates but mostly retract by P14. Strikingly, radial processes are still present in the V-SVZ in juvenile (one-month-old) and adult (seven-month-old) *Prdm16* cKO mice (Fig. 1a–d and Supplementary Fig. 2). We observed similar existence of radial processes in the striatum (Fig. 1a, c) and the cerebral cortex (Fig. 1b, d), where persisting radial processes are mostly present in the anterior cingulate cortex and motor cortex (Fig. 1b, d). This interesting observation suggests that radial glia may be retained in adult V-SVZ in *Prdm16* cKO mice.

**Fig. 1:**
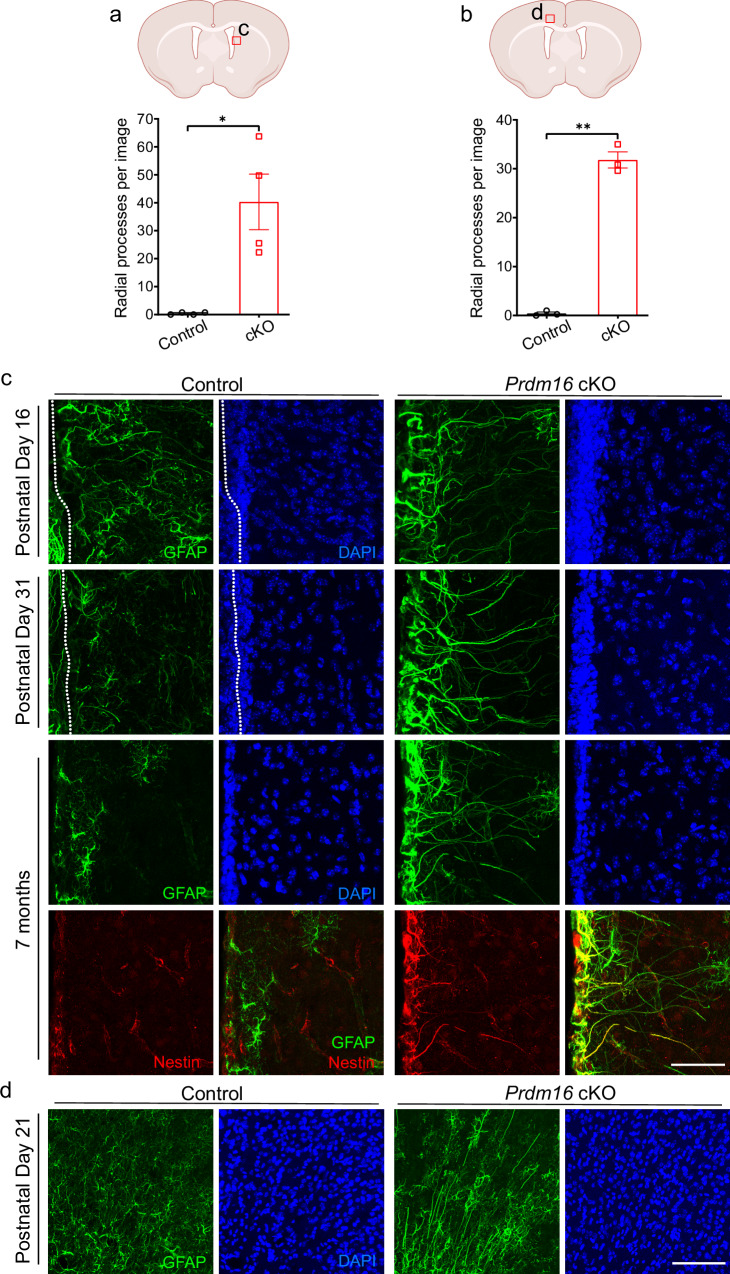
Persistence of cells with radial processes in juvenile and adult *Prdm16* cKO mice. **a** A diagram shows the area of lateral V-SVZ used in the quantification and shown in (**c**). Quantification of the number of radial processes at one month of age in the striatum. Images were taken between −0.1 mm posterior and 0.74 mm anterior to Bregma. Only radial processes that extend beyond 200 μm away from the ventricular walls were counted. *n* = 4 mice per genotype. All statistical tests were performed using data from each mouse (biological replicate) as an individual observation in all figures except for scRNAseq. Two-tailed Welch’s *t*-test. *p* = 0.0276. In all figures: *, *p* < 0.05. **, *p* < 0.01. ***, *p* < 0.001. N.S. not significant. Data are presented as means ± SEM as appropriate. Created in BioRender. Zhang, Y. (2025) https://BioRender.com/y53n311. **b** A diagram shows the area of the cerebral cortex used in the quantification and shown in (**d**). Quantification of the number of radial processes at P21 in the cerebral cortex. Images were taken between 0.1 and 1.18 mm anterior to Bregma. Only radial processes that extend beyond the white matter were counted. *n* = 3 mice per genotype. Two-tailed Welch’s *t*-test. *p* = 0.0021. Data are presented as means ± SEM as appropriate. Created in BioRender. Zhang, Y. (2025) https://BioRender.com/y53n311. **c** Persistence of GFAP^+^/Nestin^+^ radial processes in juvenile and adult *Prdm16* cKO mice. Scale bar: 50 μm. The dashed lines indicate ventricular walls. **d** Persistence of GFAP^+^ radial processes in P21 *Prdm16* cKO cortex. Scale bar: 100 μm.

### NSCs are increased and ependymal cells are decreased in *Prdm16* cKO mice

Postnatally, radial glia give rise to two major cell types, type B cells and ependymal cells, on the surface of the lateral ventricular wall in adult mice^37^. Type B cells are adult NSCs^1^, whereas ependymal cells produce signals that regulate NSC proliferation and have multiple cilia that propel the circulation of cerebrospinal fluid in the ventricles^38,39^. NSCs (embryonic radial glia and adult type B cells) are GFAP^+^ and Vcam1^+^ and contain a primary cilium associated with basal bodies (labeled by γ-tubulin)^40^. Ependymal cells are Vcam1^−^ and contain multiple γ-tubulin^+^ basal bodies connected to an array of motile cilia (Fig. 2b, c)^39^. If embryonic radial glia are retained in juvenile and adult *Prdm16* cKO mice, we would expect an increase in Vcam1^+^ cells containing a single γ-tubulin^+^ basal body and a corresponding decrease in Vcam1^−^ cells containing multiple γ -tubulin^+^ basal bodies on the surface of the lateral ventricular wall.

**Fig. 2:**
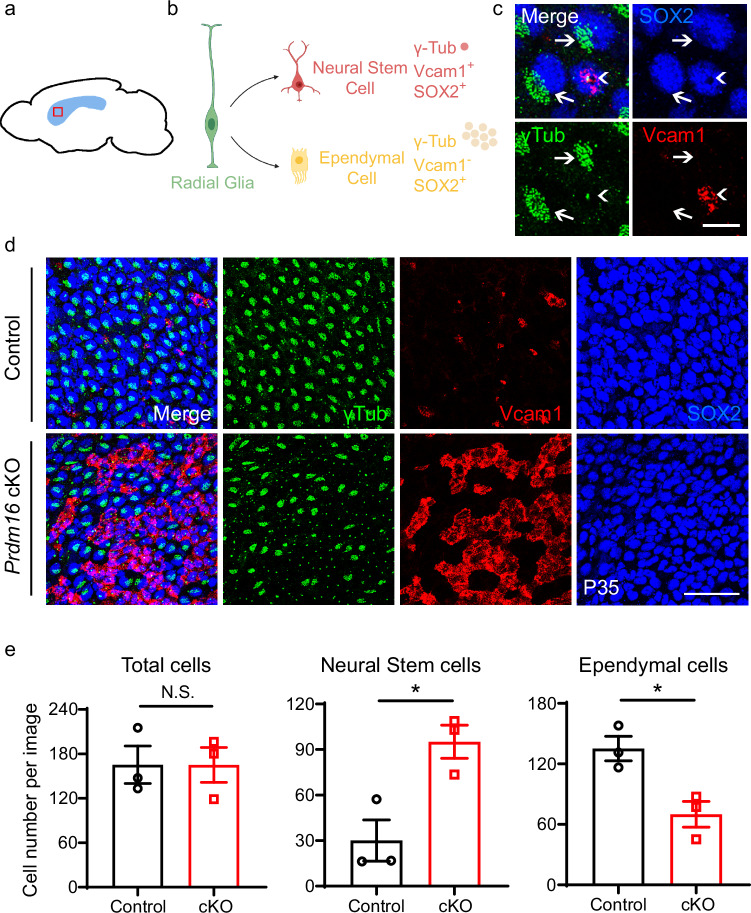
An increase in neural stem cells and a decrease in ependymal cells in *Prdm16* cKO V-SVZ. **a** Whole-mount preparation, in which the entire surface of the lateral walls of the lateral ventricles is cut out for immunohistochemistry experiments. **b** Neural stem cells and ependymal cells were identified by a combination of markers on whole-mount preparations. Neural stem cells are positive for Vcam1 and Sox2 with single dots positive for γ-tubulin immunofluorescence (a single basal body associated with a single primary cilium). Ependymal cells are negative for Vcam1 with clusters of γ-tubulin immunofluorescence (multiple basal bodies associated with multiple cilia). Created in BioRender. Zhang, Y. (2025) https://BioRender.com/p63y337. **c** An example of a Vcam1^+^ neural stem cell with a single γ-tubulin^+^ dot (arrowhead) and examples of Vcam1^−^ ependymal cells with clusters of γ-tubulin^+^ dots (arrows). Scale bar: 10 μm. The experiment was repeated more than three times. **d** Vcam1, γ-tubulin, and Sox2 immunofluorescence on whole-mount preparations of P35 *Prdm16* cKO and control mice. Scale bar: 50 μm. **e** Quantification of neural stem and ependymal cells at P34–35. *n* = 3 mice per genotype. Two-tailed Welch’s *t*-test, total cells *p* = 0.9949, neural stem cells *p* = 0.0219, ependymal cells *p* = 0.0208. Data are presented as means ± SEM as appropriate.

To examine the cell composition of the surface of the lateral ventricular wall, we prepared whole-mount preparations using one-month-old *Prdm16* cKO and control mice to expose the surface of the lateral wall^41^ and stained them with antibodies against Vcam1, γ-tubulin, and Sox2 (nuclear label of both NSCs and ependymal cells for cell counting) (Fig. 2a–c). Interestingly, *Prdm16* cKO mice showed an increase in NSCs and a decrease in ependymal cells (Fig. 2d, e). In addition, we found that *Prdm16* cKO mice often exhibit hydrocephalus, a phenotype commonly observed in mice with ependymal cell defects^42,43^ (Supplementary Fig. 3). The increase in NSCs in *Prdm16* cKO mice is consistent with the hypothesis that radial glia persist postnatally in these mice.

Properties of progenitor populations in the lateral (striatum), dorsal (cortex), and medial (septum) walls of the lateral ventricle are different. Therefore, in addition to examining the cell composition in the lateral wall, we also examined NSC density in the dorsal and medial walls. We found no significant difference in the density of Pax6^+^ NSCs in the dorsal and medial walls between *Prdm16* cKO and control mice (Supplementary Fig. 4), in contrast to the increase in NSCs in the lateral wall in *Prdm16* cKO mice (Fig. 2d, e), demonstrating region-specific effect of Prdm16 in brain development.

### Postnatal retention of quiescent radial glia in *Prdm16* cKO mice

Having observed the presence of cells with the morphological (long radial process) and molecular (GFAP^+^Nestin^+^Vcam1^+^, single γ-tubulin^+^ basal body) features of radial glia in juvenile and adult V-SVZ in *Prdm16* cKO mice, we next utilized BrdU pulse chase to evaluate whether these cells were embryonically born radial glia persisting postnatally, or an aberrant cell type that are born postnatally.

The subpopulation of radial glia set aside to become adult type B cells divide slowly whereas other embryonic radial glia divide rapidly^6,7^. Since BrdU labelling is diluted with each cell cycle in rapidly dividing radial glia and the only cells retaining high levels of BrdU several weeks after injection are slowly dividing/quiescent radial glia. We injected BrdU between E15.5 and E17.5 and sacrificed the mice at P21 (Fig. 3a). The majority of BrdU signal colocalizes with the NSC marker GFAP (Supplementary Fig. 5). We found that the number of BrdU-labeled cells in the V-SVZ was higher in *Prdm16* cKO mice compared with control mice at P21 (Fig. 3b, c), suggesting an increase in the postnatal retention of quiescent radial glia.

**Fig. 3:**
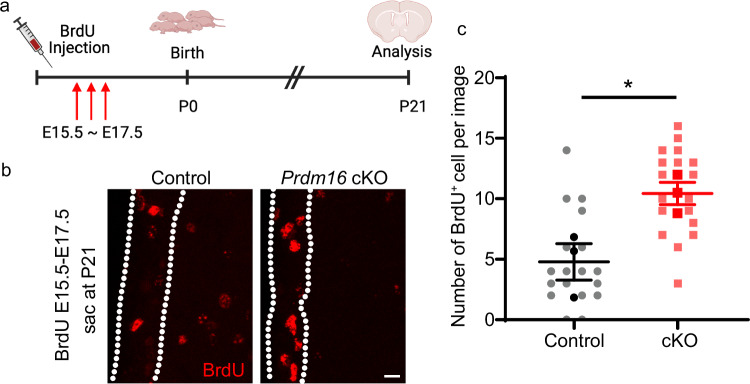
Embryonic radial glia persist postnatally in the V-SVZs of *Prdm16* cKO mice. **a** A diagram shows the design of the BrdU pulse-chase experiment. BrdU was injected 3 times daily between E15.5 and E17.5, and the mice were sacrificed and analyzed at P21. Created in BioRender. Zhang, Y. (2025) https://BioRender.com/z56b814. **b** Increased BrdU-labeled cells in the V-SVZs of *Prdm16* cKO mice compared with control at P21. The dashed lines delineate V-SVZs. Scale bar: 10 μm. **c** The quantification of BrdU-labeled cells in the V-SVZ. *n* = 3 mice per genotype. The black and red dots indicate average results from each mouse and the grey and pink dots indicate the raw counts from each image. Two-tailed Welch’s *t*-test, *p* = 0.0431. Data are presented as means ± SEM as appropriate.

### Single-cell RNA sequencing (scRNA-seq) reveals molecular changes

To characterize the transcriptome profiles of postnatal NSCs in *Prdm16* cKO mice and determine whether they retain gene signature of embryonic radial glia, we performed scRNA-seq from one-month-old V-SVZ. 

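The single-cell data set held 7 libraries: 3 from control mice, 3 from Prdm16 cKO mice, in which hGFAP-Cre deletes the floxed Prdm16 gene in radial glia and their progeny, and 1 from Prdm16-Vcam1 DKO mice, which lose both genes. Each library pooled 2 to 3 mice of 1 genotype, aged 31 to 33 days in the Methods and 34 to 35 days in the legend of Fig. 6k. Single cells were captured in droplets, and the 3′ ends of their mRNAs were sequenced with unique molecular identifiers (UMIs), which count each captured molecule once. The authors deposited, for each library, the number of UMIs counted by Cell Ranger on each annotated gene in each barcode called as a cell, without normalization. The file headers name Cell Ranger version 6.0.1 for control libraries 1 and 2 and cKO libraries 1 and 2, and version 6.1.1 for control library 3, cKO library 3 and the DKO library, while the Methods name 6.1.2. Control libraries 1, 2 and 3 held 71144012, 66556093 and 141353017 UMIs, with a median of 71144012, cKO libraries 1, 2 and 3 held 67083331, 45758003 and 103569187 UMIs, with a median of 67083331, and the DKO library held 89845104. The paper states its depth as reads per cell, and all values here use UMIs. From these counts, cells were filtered, integrated and clustered with the settings of the Methods, clusters were named from markers fixed before the data were examined, and raw UMI counts were summed per library and cell type, with values given as CPM (counts scaled to a common normalized total). Cells of 1 library are not independent replicates, so these sums were compared across libraries with edgeR's quasi-likelihood test, 3 cKO libraries against 3 control libraries. All 7 libraries entered 1 fit per cell type, in which the lone DKO library is assumed to vary like the other groups. The filter on mitochondrial counts, the clustering, the test and single libraries changed the numbers of genes called, and the names given to rebuilt clusters need not match those of the study cell by cell.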

We micro-dissected the lateral walls of the lateral ventricles using the same method described for the preparation of wholemounts^41^, dissociated the tissue, and performed scRNA-seq with the 10× Genomics platform using cells from three cKO and three control mice. After filtering out low-quality cells, we obtained transcriptome data for 36,420 V-SVZ cells. 

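The filter of the Methods removes cells with fewer than 500 features, more than 7000 features or more than 10% mitochondrial counts. With both bounds kept in, it left 21952 of 30095 control barcodes, 14499 of 25669 cKO barcodes and 6895 of 9285 DKO barcodes, so that 36451 control and cKO cells were analysed. Leaving out cells with exactly 500 or 7000 features gave 36420 cells, 21939 control and 14481 cKO, with 6886 in the DKO library, which equal the paper's numbers. The share of barcodes kept was 73.6%, 70.2% and 73.8% in control libraries 1, 2 and 3, and 74.7%, 49.8% and 47.2% in cKO libraries 1, 2 and 3. In cKO library 3, 5279 of 13594 barcodes had fewer than 500 features. The kept cells had a median of 4959.5 to 7998.5 UMIs per control library and 6005 to 8317.5 UMIs per cKO library, with 8286 in the DKO library. The choice that moved these numbers most was a limit of 5% mitochondrial counts, which left 24957 control and cKO cells. Scrublet, which scores cells against simulated doublets, marked 949 of all 43346 kept cells (2.19%), and these were kept except where leaving them out is stated.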

We next performed unbiased cell clustering and used uniform manifold approximation and projection (UMAP) for data visualization. We annotated the identities of cell clusters based on known cell-type-specific markers (Fig. 4a, b). The sequenced V-SVZ cells included all expected cell types identified in published scRNA-seq datasets of the V-SVZ^10,44–46^, such as NSCs, type C cells/transit amplifying precursors, type A cells/neuroblasts, neurons, ependymal cells, astrocytes, oligodendrocyte precursor cells (OPCs), oligodendrocytes, microglia, endothelial cells, and pericytes (Fig. 4a, b and Supplementary Fig. 6a–c). 

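Clustering of all 7 libraries at resolution 0.15 gave 16 clusters, of which 14 could be named from the fixed markers. Neuroblast-like cells (8279, with Tubb3, Dlx2, Stmn2 and Dcx), NSC-like cells (5530), oligodendrocyte-like cells (5247, with Mog, Enpp2, Opalin and Mag) and TAP-like cells (4818, transit amplifying precursors with Top2a, Mki67 and Cdk1) were the most numerous. The NSC-like cluster was defined by Gfap, Thbs4, Hes5, Fabp7 and S100a6, and its cells also expressed the astrocyte markers Cldn10, S1pr1, Aqp4, Slc6a11 and Agt. A separate astrocyte-like cluster held 2210 cells, and there were 2796 ependymal-like, 2759 endothelial-like, 1575 OPC-like, 1090 microglia-like and 82 T cell-like cells. Clusters of 2151 and 444 cells were neuron-like. Clusters of 1126 and 341 cells carried the pericyte markers Rgs5, Pdgfrb, Kcnj8 and Vtn, and the larger one also the smooth muscle markers Acta2, Tagln and Myh11, so they were joined as mural-like cells. The 2 clusters that stayed unnamed held 4898 cells. Cluster 4, with 3234 cells and a median of 1208 UMIs, was led by hemoglobin genes together with astrocyte genes such as Aldoc and Gfap, and cluster 9 had none of the fixed markers. Each of the 11 types compared between groups had cells in all 7 libraries. Resolution 0.3 gave 23 clusters, and clustering without integration gave 16.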

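The targeted genes were examined first in every library. Prdm16 (ENSMUSG00000039410, chromosome 4 of GRCm38, 154316125 to 154636873, minus strand) stood at 67.5, 60.3 and 69.9 CPM in the NSC-like cells of control libraries 1, 2 and 3, at 54.6, 52.0 and 49.9 CPM in cKO libraries 1, 2 and 3, and at 57.6 CPM in the DKO library. The means were 65.9 ± 5.00 CPM (SD, n = 3 libraries) in controls and 52.2 ± 2.32 CPM (SD, n = 3) in cKO, a log2 fold change of -0.34 (standard error 0.14, adjusted p = 0.314 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every cKO library was below every control library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow), and leaving out 1 library at a time kept the log2 fold change between -0.40 and -0.29. In ependymal-like cells the log2 fold change of Prdm16 was -0.78 (standard error 0.20, adjusted p = 0.198 from the same edgeR quasi-likelihood test), and in astrocyte-like cells it was 0.17 (adjusted p = 0.814, likewise). A 3′ count does not show whether a transcript lacks the floxed exons. Vcam1, deleted only in the DKO, stood at 92.5 CPM in the NSC-like cells of that library, below the 111 to 141 CPM of the control libraries. Across genes, 29 of 14522 tested genes were called higher and 0 lower in the NSC-like cells of cKO libraries by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, with 1987 genes at an unadjusted p under 0.05. Astrocyte-like cells had 129 genes called higher and 27 lower of 12082, ependymal-like cells 20 higher and 1 lower, neuron-like cells 8 higher, neuroblast-like cells 4 higher (Prm1, Tgfb2, Gm26771 and Rgs17) and mural-like cells 1 lower (Stmn2). The same test called 0 genes in TAP-, oligodendrocyte-, OPC-, endothelial- and microglia-like cells, where 1030, 266, 563, 247 and 323 genes had an unadjusted p under 0.05, DESeq2 called 115, 4, 1, 3 and 1 genes, and the Wilcoxon test across cells called 98, 25, 80, 34 and 19. With the replicate number as a block, edgeR's quasi-likelihood test called 4 genes in oligodendrocyte-like, 4 in endothelial-like and 12 in mural-like cells. In NSC-like cells DESeq2 called 550 genes, 473 of them higher, and it called all 29 genes of the edgeR test. The study's own test, a Wilcoxon rank sum test across cells, called 184 genes higher and 172 lower in NSC-like cells and 271 genes in astrocyte-like cells. The number of genes called depended on single libraries: without cKO library 1 the NSC-like cells had 1642 genes, without any 1 of the control libraries 0, and without cKO library 2 or 3 there was 1. With 47 cells per library in each type, edgeR called 47 genes in NSC-like and 59 in astrocyte-like cells. All 29 NSC genes had every cKO library above every control library, as had 2635 of all 14522 genes on one side or the other (18.1%), where chance gives 10%. By the rule for named genes, Prm1 (chromosome 16, 10796326 to 10805839) rose from 0.0691 CPM in control, with 0, 0.207 and 0 CPM in control libraries 1, 2 and 3, to 316 ± 157 CPM (SD, n = 3) in cKO (adjusted p = 0.0163 from edgeR's quasi-likelihood test), and it was also seen at 1.09 to 17.7 CPM in endothelial-, mural- and microglia-like cells of the libraries with Cre. Gria1 (log2 fold change 3.25, adjusted p = 0.0343), Ptx3 (2.51, adjusted p = 0.0483), Creg2 (1.58, adjusted p = 0.0420) and Ucp2 (1.37, adjusted p = 0.0420 in the same edgeR test) followed, and each was higher in 3 of 3 cKO libraries. For Prm1, a transcript of the Cre transgene is a candidate source that was not examined here. Its rise need not reflect the loss of Prdm16. Supplementary Data 2 lists 1067 differentially expressed genes over the 10 types other than NSCs, whose sheet was not used here. Of these, 1065 were tested across libraries and 1032 (96.9%) had the study's direction, with neurons lowest at 44 of 71, and 847 (79.4%) were also called by the Wilcoxon test across cells, which is not independent evidence since the study chose them on these libraries.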

When we compared *Prdm16* cKO vs control mice, we detected differentially expressed genes in all cell types, with NSCs exhibiting the most robust transcriptome changes (Fig. 4c and Supplementary Data 1 and 2).

**Fig. 4:**
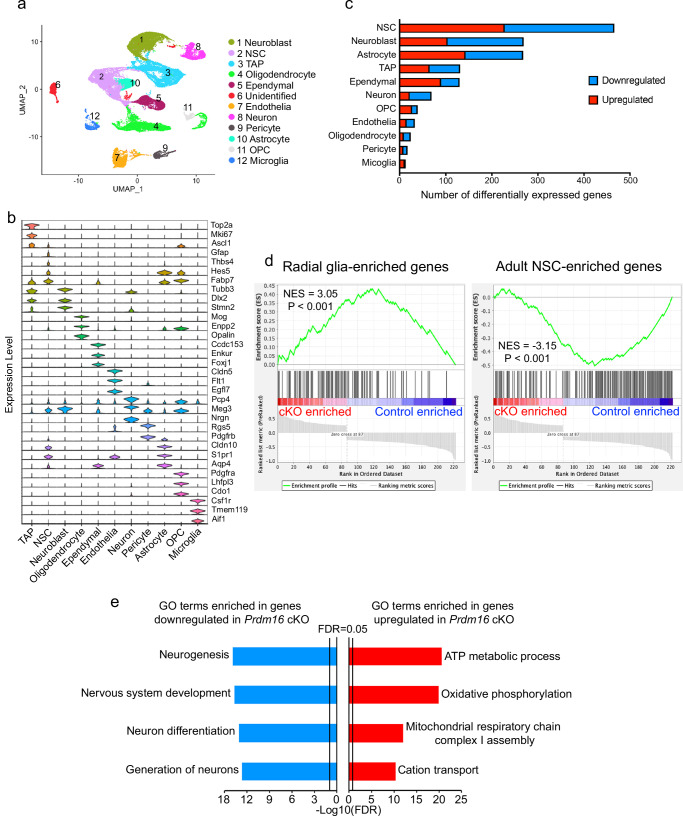
ScRNAseq analysis reveals enrichment of radial glia gene signature in NSCs from juvenile *Prdm16* cKO mice. **a** V-SVZs from one-month-old mice were used for scRNAseq. UMAP of scRNAseq data. Major cell clusters were identified and color-coded. **b** Expression of cell-type markers by the major cell types. **c** The numbers of differentially expressed genes in each cell type. **d** *Prdm16* cKO NSCs upregulated the expression of embryonic radial glia-enriched genes and downregulated the expression of adult NSCs-enriched genes. NES normalized enrichment score. one-sided Kolmogorov–Smirnov (K–S)-like test. In GSEA, the enrichment score is calculated by “walking down” a ranked list of genes, adding a value to a running sum when a gene belongs to the gene set being tested, and subtracting a value when it does not; the final enrichment score is the maximum deviation from zero encountered during this process, essentially reflecting how concentrated the gene from the gene set are at either the top or bottom of the ranked list^74,75^. In the left panel, a positive enrichment score indicates that radial glia genes are enriched in the gene set containing genes upregulated in *Prdm16* cKO mice. In the right panel, a negative enrichment score indicates that adult NSC genes are enriched in the gene set containing genes downregulated in *Prdm16* cKO mice. The black bars in the middle panel represent individual genes. In the left panel, concentration of black bars on the left indicates that radial glia genes are enriched in the gene set containing genes upregulated in *Prdm16* cKO mice. In the right panel, concentration of black bars on the right indicates that adult NSC genes are enriched in the gene set containing genes downregulated in *Prdm16* cKO mice. **e** Selected GO terms enriched in genes up and downregulated in *Prdm16* cKO NSCs compared with controls.

We next assessed whether embryonic radial glia are retained postnatally in *Prdm16* cKO mice. Because embryonic radial glia and adult NSCs share all the known NSC marker genes, the presence or absence of markers cannot distinguish radial glia from adult NSCs. However, genome-wide analyses of the *levels* of gene expression may provide insights. We therefore examined whether NSCs in juvenile *Prdm16* cKO mice retain embryonic radial glia gene signatures. For this purpose, we first mined a published embryonic and adult brain scRNA-seq dataset to identify genes differentially expressed by embryonic radial glia and adult NSCs^10^. We extracted the E14 embryonic radial glia cluster data and generated subclusters (Supplementary Figs. 7 and 8a). Based on proliferation marker genes, we identified a quiescent radial glia subcluster and an activated radial glia subcluster (Supplementary Fig. 8b–d). We then compared the gene expression of quiescent radial glia *vs*. adult type B cells and identified differentially expressed genes (RGvB-DEGs). To assess the expression of RGvB-DEGs in *Prdm16* cKO and control NSCs, we next performed gene set enrichment analysis (GSEA). We used genes with higher expression in radial glia than adult B cells as one gene set and genes with lower expression in radial glia than adult B cells as a second gene set. 

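Nes (ENSMUSG00000004891, chromosome 3 of GRCm38, 87971078 to 87980451, plus strand), one of the genes by which the study identified NSCs in a published data set, stood at 44.3 ± 13.6 CPM (SD, n = 3 libraries) in control and 77.0 ± 21.8 CPM (SD, n = 3) in cKO NSC-like cells, a log2 fold change of 0.79 (standard error 0.27, adjusted p = 0.233 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, with an exact two-sided permutation test at p = 0.2. Without cKO library 1 the adjusted p of Nes was 0.00494 in the same edgeR test, and in NSC-like cells clustered without integration its log2 fold change was -0.06. Gfap, Thbs4, Fabp7, Hes5 and S100a6 define the NSC-like cluster and are not compared. The gene sets that the study derived from a published data set were not used here. In their place, 26 embryonic radial glia genes and 26 adult NSC genes were listed before the data were examined. The radial glia list had a median log2 fold change of -0.21 over the 23 genes tested, 16 of them lower in cKO (adjusted p = 0.0183 from limma's camera with Benjamini-Hochberg adjustment over 165 tests). Over all genes 0 of the 23 were called by edgeR's quasi-likelihood test and 4 were called when p was adjusted over the list alone, with 12 at an unadjusted p under 0.05. The alternative that moved this list most was clustering without integration, which gave a median of 0.07 (adjusted p = 0.208 from camera). It kept few NSC-like cells of cKO libraries 2 and 3 with the control NSCs, 12 of 209 and 11 of 666, which also bears on its value for Nes. The adult NSC list had a median of 0.10 over 26 genes, 17 of them higher (adjusted p = 0.181 from camera), with 0 genes called over all genes, 0 over the list alone and 5 at an unadjusted p under 0.05.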

Interestingly, we found that radial glia marker genes are enriched in *Prdm16* cKO NSCs compared to controls and that adult NSC-enriched genes are depleted in *Prdm16* cKO NSCs compared to controls (Fig. 4d, *p* < 0.001), demonstrating that postnatal NSCs in *Prdm16* cKO mice retain embryonic radial glia gene signatures.

Together, the three lines of evidence described above suggest that embryonic radial glia is retained postnatally in *Prdm16* cKO mice: (1) cells with the radial morphology of embryonic radial glia persist in adult V-SVZ (Fig. 1), (2) quiescent radial glia labeled with BrdU at E15.5–17.5 are increased in the V-SVZs of juvenile *Prdm16* cKO mice (Fig. 3), and (3) the transcriptome profile of juvenile *Prdm16* cKO NSCs resembles that of embryonic radial glia (Fig. 4d).

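Per library, the mean log2 CPM of the listed radial glia genes in NSC-like cells was 6.93, 7.04 and 7.09 in control libraries 1, 2 and 3 and 6.90, 6.65 and 6.68 in cKO libraries 1, 2 and 3, so every cKO library lay below every control library (exact two-sided permutation test, p = 0.1, the smallest possible with 3 against 3). For the listed adult NSC genes it was 10.33 ± 0.19 (SD, n = 3) in control and 10.49 in cKO, and the groups overlapped (exact two-sided permutation test, p = 0.2). Within the libraries of each Cell Ranger version the difference in the radial glia list was -0.21 and -0.41. The fall was not particular to NSC-like cells. In endothelial-, mural- and microglia-like cells, which are outside the lineage, the medians of the radial glia list were -0.16, -0.25 and -0.51 (adjusted p = 3.0e-04, 4.0e-06 and 0.00310 from camera). They were -0.26, -0.18 and -0.10 in neuroblast-, oligodendrocyte- and ependymal-like cells. In TAP-, astrocyte-, OPC- and neuron-like cells they were -0.05, -0.03, 0.09 and 0.27, so not every type shared the fall. The score in NSC-like cells relative to the types outside the lineage was not computed for this list. These lists were written from general knowledge and differ from the study's gene sets. From the enrichment of its own radial glia gene set, together with the morphology and the birth dating shown by imaging, the paper proposes that embryonic radial glia are kept after birth when Prdm16 is lost.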

To gain insight into the function of genes differentially expressed in *Prdm16* cKO mice, we performed gene ontology (GO) and protein-protein interaction network analyses. Among the upregulated genes, 23 out of 228 are within a protein-protein interaction network involved in oxidative phosphorylation (Supplementary Fig. 9), and the GO term oxidative phosphorylation is significantly enriched among the upregulated genes (Fig. 4e and Supplementary Data 3). These genes encode mitochondrial electron transport chain components among others (e.g., *Ndufa9, Uqcr10, and Uqcrb*), suggesting that Prdm16 inhibits the expression of genes involved in oxidative phosphorylation. 

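A list of 79 nuclear genes for subunits of the respiratory chain and ATP synthase was fixed by name before the data were examined. In NSC-like cells all 79 were higher in cKO than in control, with a median log2 fold change of 0.41 (adjusted p = 9.4e-09 from limma's camera with Benjamini-Hochberg adjustment). Their mean log2 CPM per library was 7.38, 7.99 and 8.03 in control libraries 1, 2 and 3 and 7.85, 8.24 and 8.46 in cKO libraries 1, 2 and 3. These ranges overlapped (7.80 ± 0.36 against 8.18 ± 0.31, SD, n = 3 each, exact two-sided permutation test, p = 0.3), and the difference was 0.36 between the libraries of Cell Ranger 6.0.1 and 0.43 between those of 6.1.1. No single gene was called: edgeR's quasi-likelihood test called 0 of 79 over all genes and 0 when adjusted over the list alone, with 7 at an unadjusted p under 0.05. The alternative that moved this list most was clustering without integration, with a median of 0.07. There 12 of 209 and 11 of 666 NSC-like cells of cKO libraries 2 and 3 stayed with the control NSCs, against 695 of 901 in cKO library 1. This value thus rests on few cells of cKO libraries 2 and 3. Without control library 1 the median was 0.20. The 13 mitochondrially encoded genes had a median of 0.35, all 13 higher (adjusted p = 3.2e-04 from camera). In endothelial-, mural- and microglia-like cells, which are outside the lineage, their medians were 0.24, 0.31 and 0.39. Their mean log2 CPM in NSC-like cells relative to these types changed by 0.10, with overlap between groups (exact two-sided permutation test, p = 0.3). The 23 genes that the study counts under oxidative phosphorylation were all higher, with a median of 0.48 (adjusted p = 8.6e-06 from camera), but they were chosen on these libraries and are not independent evidence. Of these 23, edgeR's quasi-likelihood test called 0 over all genes and 0 over the list alone, with 3 at an unadjusted p under 0.05, DESeq2 called 0 and the Wilcoxon test across cells called 11.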

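The 3 genes named are on different chromosomes of GRCm38. Ndufa9 (chromosome 6, 126821721 to 126849136, minus strand), a subunit of complex I, stood at 74.3 ± 6.92 CPM (SD, n = 3 libraries) in control and 96.3 ± 8.06 CPM (SD, n = 3) in cKO NSC-like cells. Its log2 fold change was 0.37 (standard error 0.14, adjusted p = 0.279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every cKO library above every control library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Uqcr10 (chromosome 11, 4701973 to 4704342, minus strand), a subunit of complex III, stood at 268 ± 101 CPM (SD, n = 3) against 362 ± 134 CPM (SD, n = 3), a log2 fold change of 0.43 (standard error 0.37, adjusted p = 0.676 from the same edgeR test). Its groups overlapped (exact two-sided permutation test, p = 0.4), with 151 CPM in control library 1 and 324 and 329 CPM in control libraries 2 and 3. Uqcrb (chromosome 13, 66900617 to 66905378, minus strand), also of complex III, stood at 227 ± 56.2 CPM (SD, n = 3) against 327 ± 108 CPM (SD, n = 3), a log2 fold change of 0.53 (standard error 0.28, adjusted p = 0.448 from the same edgeR test). Without cKO library 1 the change in Uqcrb was 0.78, with an adjusted p of 0.0255 from edgeR's quasi-likelihood test, and over the libraries left out in turn it ranged from 0.33 to 0.78. In the DKO library Ndufa9, Uqcr10 and Uqcrb stood at 76.9, 371 and 305 CPM.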

Our results uncover a potential role of Prdm16 in regulating energy metabolism in NSCs. 

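The study's supplement names the genes behind its terms, and these were followed in the sums per library, although genes chosen on these libraries are not independent evidence. The 62 genes listed there under neurogenesis were all lower in cKO NSC-like cells, with a median log2 fold change of -0.49 (adjusted p = 3.1e-18 from limma's camera with Benjamini-Hochberg adjustment). Over all genes 0 of them were called by edgeR's quasi-likelihood test, 3 were called when adjusted over the list alone, and 24 had an unadjusted p under 0.05. Every cKO library had a lower mean log2 CPM of these genes than every control library, 8.02, 7.38 and 7.38 against 8.27, 8.20 and 8.20 (exact two-sided permutation test, p = 0.1, the smallest for 3 against 3). The list also fell in endothelial-, mural- and microglia-like cells, which are outside the lineage, with medians of -0.28, -0.19 and -0.25. The score in NSC-like cells relative to these types changed by -0.21 with overlap between groups (exact two-sided permutation test, p = 0.5). In the same libraries, 50 genes that the study lists among its higher genes under a developmental term moved the other way, 49 of them higher, with a median of 0.94 (adjusted p = 1.4e-33 from camera), against 0.25, 0.24 and 0.29 in endothelial-, mural- and microglia-like cells. Of these 50, 1 was called over all genes, 35 when adjusted over the list alone, and 38 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. The 20 genes listed under the response to growth factors were all lower, with a median of -0.46 (adjusted p = 7.1e-08 from camera), 0 called over all genes, 1 over the list alone and 7 at an unadjusted p under 0.05.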

GO terms enriched in genes downregulated in *Prdm16* cKO NSCs include “nervous system development” (Fig. 4e and Supplementary Data 3), consistent with a role of Prdm16 in NSC development. We also performed GSEA and obtained similar results as the GO term enrichment analysis (Supplementary Fig. 10).

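The set tests behind these lists were run on 15 lists in each of 11 cell types, 165 tests in all. With a preset correlation of 0.01 between genes, camera gave 108 tests an adjusted p under 0.05. With the correlation estimated from the libraries it gave 0, and fry, which rotates the residuals of the libraries, also gave 0, with a lowest adjusted p of 0.275. So none of the calls made with camera in these cell types held under fry or an estimated correlation. Without cKO library 1, fry gave 10 tests an adjusted p under 0.05. In NSC-like cells, 34 splicing factor genes tended lower, with a median of -0.25 and 30 of them lower (adjusted p = 1.3e-04 from camera), 0 called by edgeR over all genes, 0 over the list alone and 6 at an unadjusted p under 0.05. They were lower in endothelial-, mural- and microglia-like cells too, with medians of -0.07, -0.14 and -0.12. Relative to these types, their score in NSC-like cells changed by -0.10, with every cKO library below every control library. The exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 allow, and 0.28 after Benjamini-Hochberg adjustment. Immediate early genes, which respond within minutes to stimuli such as tissue dissociation, had a median of -0.45 over 25 genes, 17 of them lower (adjusted p = 0.00392 from camera), with 0 called by edgeR over all genes, 3 over the list alone and 13 at an unadjusted p under 0.05. Heat shock genes had a median of 0.24 (adjusted p = 0.217), and ribosomal protein genes one of 0.02 (adjusted p = 0.739, both from camera).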

To determine how Prdm16 deficiency affects cell types other than NSCs, we performed GO analysis of differentially expressed genes in each cell type (Supplementary Data 4). Similar to NSCs, oxidative phosphorylation/cell respiration genes were upregulated in transit amplifying cells, neuroblasts, astrocytes and OPC (Supplementary Fig. 11). In addition, cholesterol synthesis genes were downregulated in astrocytes (Supplementary Fig. 11c) and translation related genes were upregulated in OPCs (Supplementary Fig. 11d). These changes demonstrate that, while Prdm16 regulates oxidative phosphorylation gene expression consistently across multiple cell types, it also exhibits cell type specific effects on gene expression.

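The same 79 nuclear genes had a median log2 fold change of 0.27 in TAP-like cells, with 71 genes higher in cKO (adjusted p = 1.5e-05 from limma's camera with Benjamini-Hochberg adjustment). In neuroblast-like cells the median was 0.28 with 68 higher (adjusted p = 8.4e-06), in astrocyte-like cells 0.26 with 78 higher (adjusted p = 3.3e-07), and in OPC-like cells 0.38 with 78 higher (adjusted p = 5.3e-19, all from camera). By edgeR's quasi-likelihood test 0 genes of the list were called in each of these types, over all genes and adjusted over the list alone, with 1, 0, 4 and 6 genes at an unadjusted p under 0.05. The other types moved as well: the median was 0.15 in ependymal-like, 0.17 in oligodendrocyte-like, 0.18 in endothelial-like, 0.20 in mural-like and 0.27 in microglia-like cells, and -0.08 in neuron-like cells. Endothelial-, mural- and microglia-like cells do not descend from radial glia, and the mean of their medians was 0.216. The medians depended on single libraries: without control library 1 the median was 0.05 in TAP-like (adjusted p = 0.419), 0.06 in neuroblast-like (adjusted p = 0.421), 0.07 in astrocyte-like (adjusted p = 0.150, all from camera) and 0.19 in OPC-like cells. Without cKO library 3 it was 0.13, 0.14, 0.16 and 0.29 in these types.

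**Figure D1:**
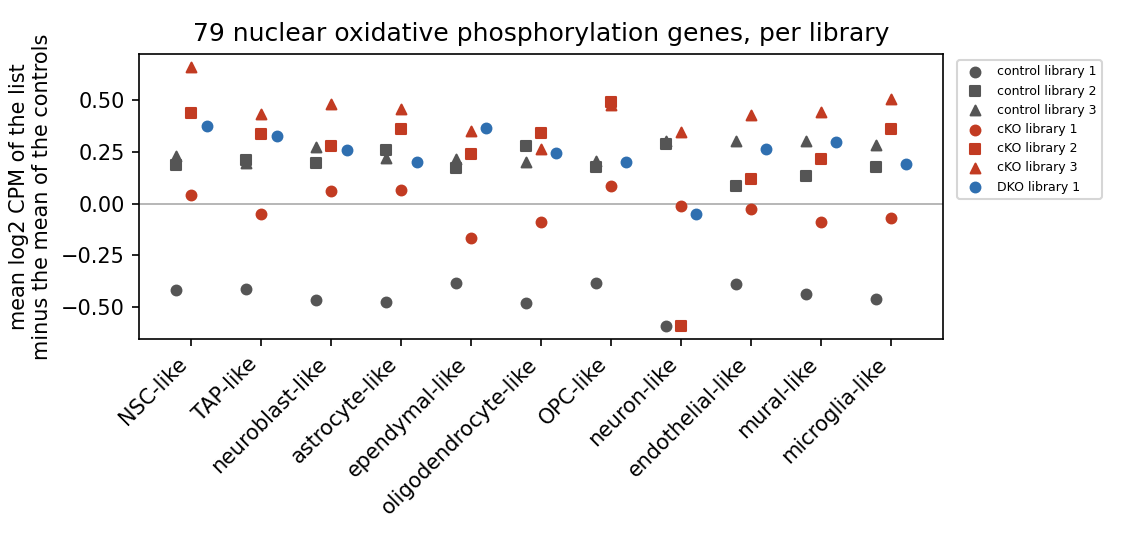
Mean log2 CPM of the 79 nuclear oxidative phosphorylation genes in each of 11 cell types, as the difference from the mean of the control libraries on the vertical axis, with 1 point per library of control, cKO and DKO mice. Control library 1 lies below control libraries 2 and 3 in NSC-like cells, where these stand at 7.38, 7.99 and 8.03.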

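In astrocyte-like cells, 19 of 20 cholesterol synthesis genes listed before the data were examined were lower in cKO, with a median log2 fold change of -0.36 (adjusted p = 1.0e-05 from limma's camera with Benjamini-Hochberg adjustment). Every cKO library had a lower mean log2 CPM of the list than every control library, 6.66, 6.34 and 6.47 against 6.82, 6.80 and 6.83 (exact two-sided permutation test, p = 0.1, the smallest possible with 3 against 3). By edgeR's quasi-likelihood test 0 of the 20 were called over all genes and 0 over the list alone, with 9 at an unadjusted p under 0.05. Without 1 library at a time, the median stayed between -0.49 and -0.29. The study's own 7 genes had a median of -0.48, and 7 of 7 were called when adjusted over the list alone against 0 over all genes, which is not independent evidence. Among the genes of the list, Insig1 changed by -0.92, and Hmgcs1, Sc5d, Idi1, Msmo1 and Fdft1 by -0.53, -0.48, -0.48, -0.46 and -0.46 on the log2 scale. In OPC-like cells all 79 tested cytosolic ribosomal protein genes were higher in cKO, with a median of 0.47 (adjusted p = 8.8e-35 from camera), 0 called by edgeR over all genes, 0 over the list alone and 29 at an unadjusted p under 0.05. Their mean log2 CPM of 9.37 ± 0.35 (SD, n = 3) in control and 9.86 in cKO OPC-like cells overlapped between libraries (exact two-sided permutation test, p = 0.2). The median of the ribosomal list was 0.41 in microglia-like, 0.25 in astrocyte-like, 0.23 in mural-like and 0.21 in endothelial-like cells, and that of the cholesterol list was -0.31 in neuroblast-like and -0.29 in microglia-like cells.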

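Whether a change differs between cell types was tested on the difference itself. In each library, the mean log2 CPM of a list in endothelial-, mural- and microglia-like cells was subtracted from that in the type of interest, and these differences were compared between cKO and control by exact two-sided permutation tests. For oxidative phosphorylation in NSC-like cells, the difference was 0.51 ± 0.06 (SD, n = 3) in cKO and 0.34 ± 0.06 (SD, n = 3) in control, a gain of 0.17 with every cKO library above every control library (exact p = 0.1, the smallest that 3 libraries against 3 allow, and 0.28 after Benjamini-Hochberg adjustment over 14 such comparisons). For TAP-, neuroblast-, astrocyte- and OPC-like cells the gains were 0.03, 0.06, 0.09 and 0.14, and the groups overlapped (exact permutation p = 0.7, 0.3, 0.2 and 0.3). The cholesterol list in astrocyte-like cells fell by 0.16 against the outside types and by 0.24 against NSC-like cells, with each cKO library below each control library (exact permutation p = 0.1 and 0.1, adjusted 0.28 and 0.28). The ribosomal list in OPC-like cells gained 0.17 against the outside types (exact permutation p = 0.2) and 0.43 against NSC-like cells (exact permutation p = 0.1, adjusted 0.28). The larger part of this 0.43 is a fall of 0.26 in NSC-like cells against the outside types (exact permutation p = 0.2).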

### Cortical neuroblast production is prolonged postnatally

Embryonic radial glia rapidly generate millions of cortical neurons within weeks^1^. However, cortical neurogenesis ends as radial glia disappear shortly after birth^47^. This precipitous cessation of neurogenesis is accompanied by a marked reduction in the regenerative capacities of the brain. To increase the duration of neurogenesis by NSCs in stem cell-based therapies for neurological disorders, understanding the mechanisms that regulate the cessation of neurogenesis is a crucial step. However, this fundamental question remains understudied.

Having observed the postnatal persistence of radial glia in *Prdm16* cKO mice, we next examined whether these cells support the continued generation and migration of new cortical neurons by staining for doublecortin (DCX), a marker for newly generated neurons. At P21, few DCX^+^ cells were detected in the cortex of control mice, consistent with prior reports^47^. However, we found that numerous DCX^+^ cells were present in the cerebral cortex of *Prdm16* cKO mice. These cells were concentrated in the secondary motor cortex and anterior cingulate cortex dorsal to the cingulate bundle, the area where persisting radial processes were most abundant (Fig. 5a–d). Some DCX^+^ cells were present along GFAP^+^ radial processes, possibly migrating along them (Fig. 5c). By P30, few DCX^+^ cells were in the cortical grey matter, but an increase in DCX^+^ cells in dorsal corpus callosum (the cingulate bundle area) was still observed in *Prdm16* cKO mice (Supplementary Fig. 12).

**Fig. 5:**
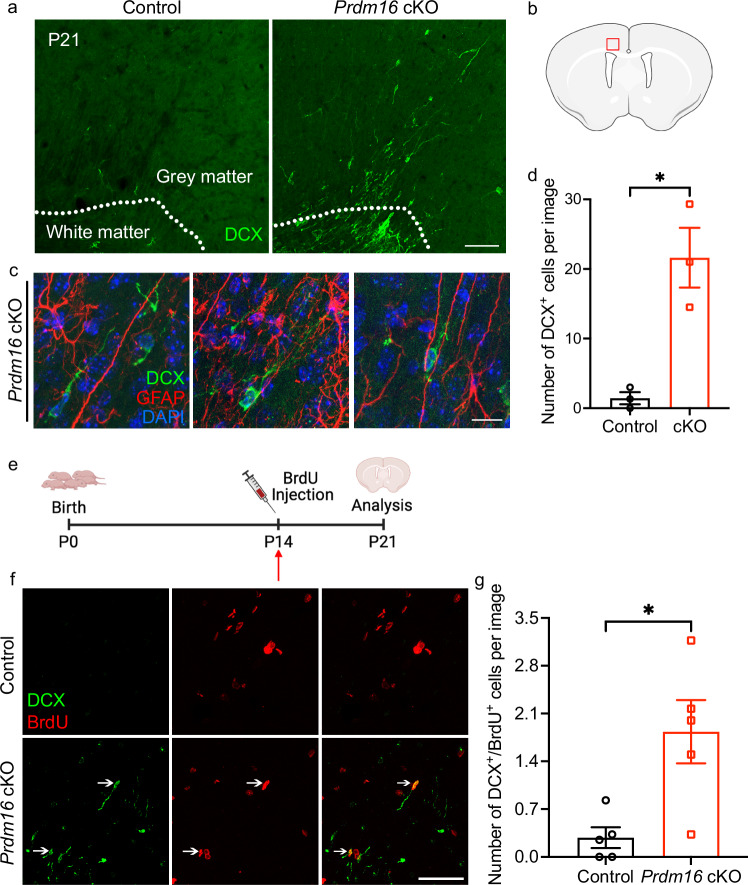
Postnatal persistence of cortical neurogenesis in *Prdm16* cKO mice. **a** Numerous DCX^+^ newly born neurons in *Prdm16* cKO cerebral cortices at P21. Few new neurons are detected in control cerebral cortex at this age. The dashed lines delineate the boundaries between the white matter and the grey matter. Scale bar: 100 μm. The experiment was repeated more than three times. **b** A diagram shows the area shown in (**a**) and (**c**) and quantified in (**d**). Created in BioRender. Zhang, Y. (2025) https://BioRender.com/y53n311. **c** DCX^+^ newborn neurons alongside GFAP^+^ radial processes in the cerebral cortex of *Prdm16* cKO mice at P21. Scale bar: 20 μm. **d** Quantification of the number of DCX^+^ cells at P21 in the cortex. Only DCX^+^ cells in the grey matter were counted. *n* = 3 mice per genotype. Two-tailed Welch’s *t*-test. *p* = 0.0379. Data are presented as means ± SEM as appropriate. **e** A diagram shows the design of the postnatal BrdU pulse-chase experiment. BrdU was injected at P14, and the mice were sacrificed and analyzed at P21. Created in BioRender. Zhang, Y. (2025) https://BioRender.com/r15n645. **f** Increased DCX^+^/BrdU^+^ cells in the *Prdm16* cKO cortex compared with control at P21. The arrows delineate DCX^+^/BrdU^+^ cells in the *Prdm16* cKO cortex. Scale bar: 50 μm. **g** Quantification of DCX^+^/BrdU^+^ cells in the cortex. Only DCX^+^/BrdU^+^ cells in the grey matter were counted. *n* = 5 mice per genotype. Two-tailed Welch’s *t*-test, *p* = 0.0256. Data are presented as means ± SEM as appropriate.

We next assess whether these cortical DCX^+^ cells are generated postnatally. We performed BrdU injections at P14 to label the cells generated at P14 and sacrificed the mice at P21 (Fig. 5e). By examining DCX^+^/BrdU^+^ cells in the cortex, the cells that were produced at P14 and became DCX^+^ newborn neurons one week later can be quantified. Interestingly, the number of DCX^+^/BrdU^+^ cells in the cortex was higher in *Prdm16* cKO mice compared with control mice at P21 (Fig. 5f, g). These results suggest that Prdm16 promotes the termination of cortical neurogenesis.

During embryonic cortical development, newly born cortical neurons mature and integrate into developing neural circuits and acquire mature neuron markers such as NeuN, Satb2, and Foxp1. Whether the cortical environment in juvenile mice can also support the maturation and integration of new neurons is unknown. To examine whether postnatally born DCX+ neuroblasts can survive and become mature neurons in the cortex, we injected 5-ethynyl-20-deoxyuridine (EdU) at P14 and followed the fate of cells born at P14 by co-labeling EdU with mature neuron markers NeuN, Satb2, and Foxp1. Very few EdU+ cells are also positive for these markers at P28 in *Prdm16* cKO or control mice (Supplementary Fig. 13), suggesting that postnatally born neurons in cKO mice do not become mature cortical neurons. They likely died after failing to integrate into neural circuits.

In the postnatal and adult brain, newly generated neurons from NSCs migrate to the olfactory bulb via the rostral migratory stream^13,48^. To examine the development of olfactory bulb interneurons, we performed immunostaining at P21 with antibodies against markers of two subtypes of olfactory bulb interneurons: TH^+^ and PV^+^ interneurons. Interestingly, the densities of both TH^+^ and PV^+^ interneurons were reduced in *Prdm16* cKO mice (Supplementary Fig. 14), demonstrating that the increase in cortical neurogenesis occurs potentially at the expense of olfactory bulb neurogenesis. In addition to producing neurons, radial glia also generate glial cells, including astrocytes and oligodendrocytes. We examined the densities of astrocytes, OPCs, oligodendrocytes, and microglia and did not detect significant differences between *Prdm16* cKO and control mice (Supplementary Fig. 15).

Having observed a prolonged time span of postnatal cortical neuroblast production, we next examined the proliferation of NSCs in the postnatal V-SVZ by double labeling with a proliferative cell marker Ki67 and an NSC marker Sox9. We found that the densities of Ki67^+^Sox9^+^ proliferating NSCs are reduced in *Prdm16* cKO V-SVZs compared to controls, suggesting that most NSCs in the V-SVZs of *Prdm16* cKO mice are slowly dividing or quiescent (Supplementary Fig. 16).

### Downstream molecular mechanisms

To identify the mechanisms through which Prdm16 regulates the postnatal disappearance of embryonic radial glia, we took a candidate-based approach. We initially used Vcam1 as a NSC marker and observed an increase in Vcam1 proteins in the V-SVZ of *Prdm16* cKO mice (Fig. 2d) using whole-mount en-face preparations and further confirmed this finding using coronal brain sections (Fig. 6a, d). Interestingly, we noticed that the increase in the level of Vcam1 protein immunofluorescence (Figs. 6a, d and 2d) is far greater than the increase in the number of NSCs (Fig. 2e), suggesting that the levels of Vcam1 protein in each NSC is elevated in *Prdm16* cKO mice. Therefore, Prdm16 normally acts to repress Vcam1 and its absence thus leads to a de-repression and an increase in Vcam1. Vcam1 levels are high in embryonic radial glia and decrease postnatally (Supplementary Fig. 2 and previous report^49^). Importantly, Vcam1 deficiency results in a premature depletion of NSCs^49,50^, which contrasts with the postnatal radial glia retention phenotype observed in *Prdm16* cKO mice. These results led us to hypothesize that high Vcam1 levels during the embryonic stage maintains radial glia and that Prdm16 induces a postnatal reduction in Vcam1, leading to postnatal disappearance of radial glia and cessation of cortical neurogenesis. If this hypothesis is true, the developmental timer operates as an hourglass, where the gradual loss of Vcam1 in postnatal NSCs (Supplementary Fig. 2a) is similar to the loss of sand from the top of the hourglass and serves as a measure of time.

**Fig. 6:**
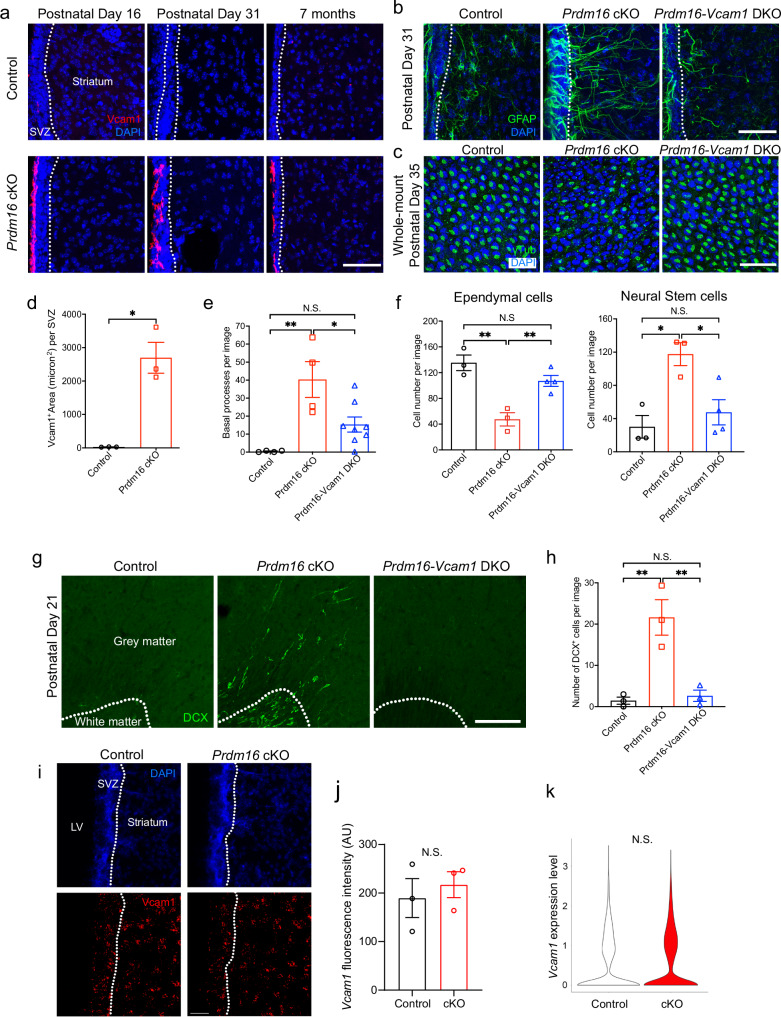
Rescue of the postnatal persistence of radial glia and cortical neurogenesis phenotypes in *Prdm16-Vcam1* DKO mice. **a** Increased Vcam1 immunofluorescence in the V-SVZ of juvenile and adult *Prdm16* cKO mice. The dashed lines delineate the boundaries between the V-SVZ and the striatum and the boundary between the V-SVZ and the ventricle. Scale bar: 50 μm. **b** The persistence of GFAP^+^ radial processes is partially rescued in *Prdm16-Vcam1* DKO mice. Scale bar: 50 μm. **c** Whole-mount en-face preparations showing neural stem cells with single γ-tubulin+ dots and ependymal cells with clusters of γ-tubulin+ dots. Scale bar: 50 μm. The cell composition defect in *Prdm16* cKO mice is rescued in *Prdm16-Vcam1* DKO. **d** Quantification of Vcam1 immunofluorescence positive area in V-SVZ at P31. *n* = 3 mice per genotype. Two-tailed Welch’s *t*-test, *p* = 0.0287. Data are presented as means ± SEM as appropriate. **e** Quantification of the number of radial processes at one month of age. Control, *n* = 4; cKO, *n* = 4; DCK, *n* = 8 mice. One-way ANOVA with Tukey’s multiple comparisons test, control vs. *Prdm16* cKO, *p* = 0.002, *Prdm16* cKO vs. *Prdm16-Vcam1* DKO, *p* = 0.019. Data are presented as means ± SEM as appropriate. **f** Quantification of neural stem and ependymal cells at P34–35. Control, *n* = 3; cKO, *n* = 3; DCK, *n* = 4 mice. One-way ANOVA with Tukey’s multiple comparisons test. Ependymal cells, control vs. *Prdm16* cKO, *p* = 0.0017, *Prdm16* cKO vs. *Prdm16-Vcam1* DKO, *p* = 0.0097. Neural stem cells, control vs. *Prdm16* cKO, *p* = 0.0124. *Prdm16* cKO vs. *Prdm16-Vcam1* DKO, *p* = 0.0262. Data are presented as means ± SEM as appropriate. **g** The postnatal persistence of newly born DCX^+^ neurons in the cerebral cortex seen in *Prdm16* cKO mice is rescued in *Prdm16-Vcam1* DKO mice. The dashed lines delineate the boundaries between the white matter and the grey matter. Scale bar: 100 μm. **h** Quantification of DCX^+^ cells at P21 in the cerebral cortex. Only DCX^+^ cells in the grey matter were counted. *n* = 3 mice per genotype. One-way ANOVA with Tukey’s multiple comparisons test. Control vs. *Prdm16* cKO, *p* = 0.0041. *Prdm16 cKO* vs. *Prdm16-Vcam1* DKO, *p* = 0.0055. Data are presented as means ± SEM as appropriate. **i** *Vcam1* mRNA detected by RNAscope at P30. LV lateral ventricle. Scale bar: 50 μm. **j** Quantification of *Vcam1* mRNA levels detected by RNAscope in V-SVZ at P30. *n* = 3 mice per genotype. Two-tailed Welch’s *t*-test. *p* = 0.6004. Data are presented as means ± SEM as appropriate. **k** *Vcam1* mRNA expression level in the NSCs of P34–35 *Prdm16* cKO and control mice as determined by scRNA-seq. Wilcoxon test with Bonferroni correction, N.S. not significant.

To test this hypothesis, we generated *Prdm16-Vcam1* double cKO (*hGFAP-Cre*^*Tg/+*^*; Prdm16* ^*fl/fl*^*; Vcam1*^*fl/fl*^, DKO) mice. Interestingly, the radial glia retention phenotype is rescued in DKO mice (Fig. 6b, e), suggesting that Prdm16 promotes the retraction of radial glia basal processes by inhibiting Vcam1. We next examined wholemount en-face preparations of the V-SVZ of one-month-old DKO mice to assess the abundance of NSCs. We found that the densities of NSCs and ependymal cells were restored to control levels in *Prdm16-Vcam1* DKO mice (Fig. 6c, f), again supporting the hypothesis that Prdm16 promotes the postnatal transformation of radial glia by repressing Vcam1.

We further examined whether Prdm16’s repression of Vcam1 is involved in the cessation of cortical neurogenesis. We found that the prolonged postnatal neurogenesis phenotype observed in *Prdm16* cKO mice was completely rescued in *Prdm16-Vcam1* DKO mice (Fig. 6g, h), suggesting that the elevation of Vcam1 levels in *Prdm16* cKO mice is essential for the postnatal continuation of cortical neurogenesis.

These results support an hourglass model of the developmental timer: the gradual loss of Vcam1 in postnatal NSCs (Supplementary Fig. 2) resembles sand flowing from the top of the hourglass, serving as a measure of time. When the top of the hourglass runs out of sand (a low Vcam1 level is reached), cortical neurogenesis terminates. Prdm16 starts the running of sand in the hourglass by repressing Vcam1. In *Prdm16* cKO mice, Vcam1 stays high (Fig. 6a, d and Supplementary Fig. 2), the sand does not run down from the top of the hourglass, thus radial glia and cortical neurogenesis persists postnatally. In *Prdm16-Vcam1* DKO mice, the top of the hourglass is empty, Vcam1 level is low, and neurogenesis terminates postnatally.

### Cellular and molecular pathways regulated by Prdm16 and Vcam1

Given the Vcam1 rescue results (Fig. 6b, c, e–h), and the potential role of Prdm16 as an epigenetic regulator that regulates gene expression, we examined whether Prdm16 regulates Vcam1 transcription by scRNA-seq. 

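Vcam1 (ENSMUSG00000027962, chromosome 3 of GRCm38, 116109949 to 116129688, minus strand) was measured in NSC-like cells of 3 control and 3 cKO libraries. It stood at 141, 124 and 111 CPM in control libraries 1, 2 and 3 and at 151, 187 and 187 CPM in cKO libraries 1, 2 and 3. The mean was 125 ± 14.9 CPM (SD, n = 3) in control and 175 ± 21.1 CPM (SD, n = 3) in cKO, a log2 fold change of 0.48 (standard error 0.16, adjusted p = 0.204 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every cKO library was above every control library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change stayed between 0.40 and 0.58 with 1 library left out at a time, and without cKO library 1 it was 0.58 with an adjusted p of 0.0351 from the same edgeR test. The Wilcoxon test across cells, with the study's thresholds, did not call Vcam1. After thinning every cell to 2000 UMIs, 23.4% ± 3.28 (SD, n = 3) of control and 30.3% ± 5.26 (SD, n = 3) of cKO NSC-like cells had a Vcam1 UMI (exact two-sided permutation test, p = 0.2), and 82 control and 17 cKO cells with fewer UMIs were left out. Before thinning, the shares were 57.9% ± 7.56 and 70.8% ± 13.8, at median depths of 7274 and 10426 UMIs per cell. Oligodendrocyte-like cells, which serve as the background, had a Vcam1 UMI in 0.793% of control and 0.834% of cKO cells after thinning, at median depths of 21064 and 18996 UMIs. The thinned shares of NSC-like cells overlapped through cKO library 1, at 25.1%, while control library 1 had 25.9%. They were 35.6% and 30.3% in cKO libraries 2 and 3. Within cKO library 1, Vcam1 stood at 207 CPM (95% Poisson interval 178 to 239) in NSC-like cells with 3 or more Prm1 UMIs. Those without a Prm1 UMI had 136 CPM (124 to 148), intervals that cover counting error only. In cKO library 2 these cells had 173 and 222 CPM, and in cKO library 3 they had 179 and 176 CPM. In astrocyte-like cells the log2 fold change of Vcam1 was 0.16 (standard error 0.18, adjusted p = 0.837 from edgeR's quasi-likelihood test).

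**Figure D2:**
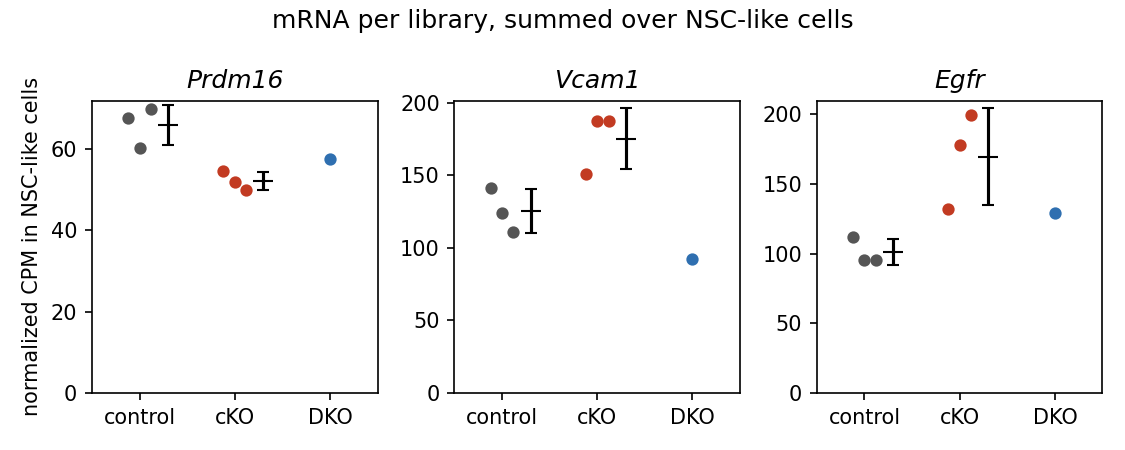
Prdm16, Vcam1 and Egfr in NSC-like cells, in CPM on the vertical axis, with 1 point per library and the mean and SD of the 3 control and the 3 cKO libraries; the DKO has 1 library. Vcam1 lies between 111 and 141 CPM in control, between 151 and 187 CPM in cKO and at 92.5 CPM in the DKO.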

*Vcam1* mRNA levels, however, do not differ between *Prdm16* cKO and control mice (Fig. 6k). We further utilized an orthogonal approach, RNAscope, to assess the levels of *Vcam1* mRNA and again did not detect significant differences between *Prdm16 cKO* and control mice (Fig. 6i, j). The elevation in Vcam1 protein levels without accompanying changes in mRNA levels in *Prdm16* cKO mice suggests that Prdm16 regulates Vcam1 at the post-transcriptional level, either through regulating protein synthesis or degradation. These results reveal a mechanism of Vcam1 regulation in NSCs.

To identify the cellular and molecular pathways directly regulated by Prdm16, we analyzed our scRNA-seq dataset alongside a previously published chromatin immunoprecipitation sequencing (ChIP-seq) dataset of *Prdm16* KO mice^51^. We identified direct targets of Prdm16 as genes that have Prdm16 binding peaks in the ChIP-seq dataset and are differentially expressed between *Prdm16* cKO and control NSCs in our scRNA-seq dataset. We then performed gene ontology analysis on these direct target genes and found that the top enriched term among genes upregulated in *Prdm16* cKO mice is “cell junction”, while the top enriched term among genes downregulated is “differentiation” (Supplementary Fig. 17). This result suggests that Prdm16 regulates NSC behavior by directly enhancing the expression of genes involved in differentiation while repressing the expression of genes encoding cell junction proteins (Supplementary Fig. 18). Notably, no Prdm16 binding peak was found in the regulatory sequence of Vcam1 in the ChIP-seq dataset^51^, confirming our hypothesis that Prdm16 does not directly regulate Vcam1 gene expression.

Our results show that Vcam1 levels are elevated in *Prdm16* cKO mice (Fig. 6a, d and Supplementary Fig. 2) and that the NSC phenotypes in *Prdm16* cKO mice are rescued in *Prdm16-Vcam1* DKO mice (Fig. 6a–h), suggesting that Vcam1 acts downstream of Prdm16. To understand how Vcam1 affects the expression of other genes downstream of Prdm16, we compared our scRNA-seq data from *Prdm16* cKO, *Prdm16-Vcam1* DKO, and control mice to identify Vcam1-dependent and Vcam1-independent genes. For this analysis, we focused on genes indirectly regulated by Prdm16 (those without Prdm16 binding peaks in the ChIP-seq). We identified Vcam1-dependent genes as those whose differential expression in *Prdm16* cKO versus control mice was rescued in *Prdm16-Vcam1* DKO mice (i.e., not significantly different between DKO and control). 

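Because the ChIP-seq peaks were not used here, all genes called in cKO NSC-like cells were followed into the 1 DKO library, whose comparisons assume that it varies like the other groups. Of the 29 genes called by edgeR's quasi-likelihood test in cKO against control, 26 changed in the same direction in DKO against control, 1 was also called there (Prm1), and 18 were called when adjusted over the list alone. Their median log2 fold change was 3.36 in cKO and 1.74 in DKO. Prm1 was found in every library with Cre and may come from the Cre transgene, so it need not show a shared effect of Prdm16 loss. With DESeq2, 25 of 550 genes were called in both, and without cKO library 1, 91 of 1642 were. Over all genes the DKO differed from control in 6 called genes (Gm17167, Tshr, Prm1, S100a10, Gdpd3 and Tchh, named after their values were seen), with 743 at an unadjusted p under 0.05. It differed from cKO in 4. Across the 14522 genes, the log2 fold changes of DKO and cKO against the same control libraries had a correlation of 0.55, where simulated unchanged groups sharing these controls gave a median of 0.33 and a range of 0.29 to 0.37 over 50 simulations. Among genes at an unadjusted p under 0.05 in cKO, 85.4% had the same sign in DKO, against 79.1% in the simulations, whose range was 74.1% to 82.4%. With the Cell Ranger version as a block, the correlation was 0.42 and the share 76.6%. Without integration they were 0.18 and 71.6%. In the other alternatives they were 0.40 to 0.65 and 78.6% to 92.5%. The simulations were made for the main setting only, so the shared direction depends on the processing. The DKO library was not uniform: its 521 NSC-like cells without a Prm1 UMI had 113 CPM of Vcam1 (95% Poisson interval 104 to 123), and its 131 NSC-like cells with 3 or more Prm1 UMIs had 23.9 CPM (17.7 to 31.5), intervals that cover counting error only.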

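The study's supplement lists 17 genes of mRNA processing among the genes lower in cKO NSCs. In the sums per library their median log2 fold change was -0.33 in cKO against control, with all 17 lower (adjusted p = 2.3e-05 from limma's camera with Benjamini-Hochberg adjustment), and 0 were called by edgeR over all genes, 0 over the list alone and 5 had an unadjusted p under 0.05. These genes were chosen on the cKO and control libraries and are not independent evidence for that comparison. In DKO against control their median was -0.05, with 12 of 17 lower (adjusted p = 0.735 from camera). In DKO against cKO it was 0.30, with 14 of 17 higher, which in part follows from choosing genes that are low in these cKO libraries. The 34 splicing factor genes listed before the data were examined had a median of -0.01 and a mean of 0.023 in DKO against control, with 16 higher and 18 lower, and of 0.26 in DKO against cKO, with 29 higher. These rises were not particular to NSC-like cells. In endothelial-, mural- and microglia-like cells, outside the lineage, the medians in DKO against cKO were 0.21, 0.28 and 0.36 for the mRNA processing list and 0.15, 0.24 and 0.28 for the splicing list. In cKO against control, the medians of the mRNA processing list in these types were -0.17, -0.17 and -0.15 (in microglia-like cells with a mean of -0.0027). The study's 20 growth factor response genes differed: in DKO against cKO their median was 0.36 in NSC-like cells, with 18 of 20 higher. In endothelial-, mural- and microglia-like cells it was 0.02, 0.01 (with a mean of -0.056) and -0.11. Against control, the DKO median of this list in NSC-like cells was -0.02. These genes too were chosen as low in these cKO libraries, and the DKO has 1 library. That library was not uniform, as shown above. For 387 genes called lower in cKO without cKO library 1, its NSC-like cells with 3 or more Prm1 UMIs had a median log2 ratio to control of -1.34. Its cells without a Prm1 UMI had -0.28, and the former group had -1.71 and -1.57 in cKO libraries 2 and 3. Cells without recombination may thus account for such rises, which was not measured on the growth factor list itself. Under fry, the lowest adjusted p over all lists was 0.827 in DKO against control and 0.273 in DKO against cKO. Synaptic genes were not tested as a list.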

Gene ontology analysis revealed “mRNA processing” and “trans-synaptic signaling” among the top terms enriched in Vcam1-dependent genes (Supplementary Fig. 19). Additionally, we analyzed Vcam1-independent genes (those differentially expressed between *Prdm16* cKO and control mice and also differentially expressed between *Prdm16-Vcam1* DKO and control mice in the same direction) and found “ATP synthesis” as the top enriched term among these genes (Supplementary Fig. 20).

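In the 1 DKO library, 73 of the 79 nuclear oxidative phosphorylation genes were higher than in the control libraries in NSC-like cells, with a median log2 fold change of 0.36 (adjusted p = 9.4e-08 from limma's camera with Benjamini-Hochberg adjustment, 0.827 from fry). The study's 23 genes had a median of 0.47, all 23 higher (adjusted p = 2.1e-06 from camera). The 79 genes were also higher in the DKO library in types outside the lineage, with medians of 0.28 in endothelial-like, 0.30 in mural-like and 0.15 in microglia-like cells (adjusted p = 2.2e-04, 1.1e-04 and 0.0341 from camera). Against cKO, the medians of these lists were -0.03 and 0.01, the latter with a mean of -0.0034. The mean log2 CPM of the 79 genes was 8.18 in the DKO library, within the range of the cKO libraries. The 13 mitochondrially encoded genes differed, with a median of -0.32 but a mean of 0.020 in DKO against control and 4 of 13 higher (adjusted p = 0.612 from camera).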

In summary, the gene regulatory network analysis indicates that Prdm16 directly enhances the expression of differentiation genes and represses genes encoding cell junction proteins. Beyond regulating these direct target genes, Prdm16 indirectly upregulates growth factor response genes in a Vcam1-dependent manner and downregulates genes involved in ATP synthesis in a Vcam1-independent manner. These analyses defined the cellular and molecular pathways regulated by Prdm16 and Vcam1 in NSCs and reveal numerous candidate genes for future studies, expanding our understanding of the termination of neurogenesis.

Based on the results described above, we propose the following working model (Fig. 7a, b): Vcam1 protein levels are high in embryonic NSCs/radial glia. Prdm16 indirectly induces a reduction in Vcam1 level postnatally, triggering the retraction of radial processes, the transformation of embryonic radial glia into postnatal cell types such as adult NSCs and ependymal cells, and the cessation of cortical neurogenesis. In *Prdm16* cKO mice, elevated Vcam1 levels drive the postnatal retention of embryonic quiescent radial glia, which slowly divide and continue to produce cortical neurons for a longer period postnatally. The postnatal retention of embryonic radial glia impairs the production of ependymal cells and olfactory bulb interneurons. In *Prdm16-Vcam1* DKO mice, Vcam1 is absent, and the transition can occur. Vcam1 levels, post-transcriptionally regulated by Prdm16, thus determine whether radial glia stay in the embryonic radial glia stage or progress to the adult NSC stage and whether cortical neurogenesis continues or ends. These results fill a crucial knowledge gap in NSC biology and may inform future studies directed toward improving NSC-based therapies by extending the time span of neurogenesis.

**Fig. 7:**
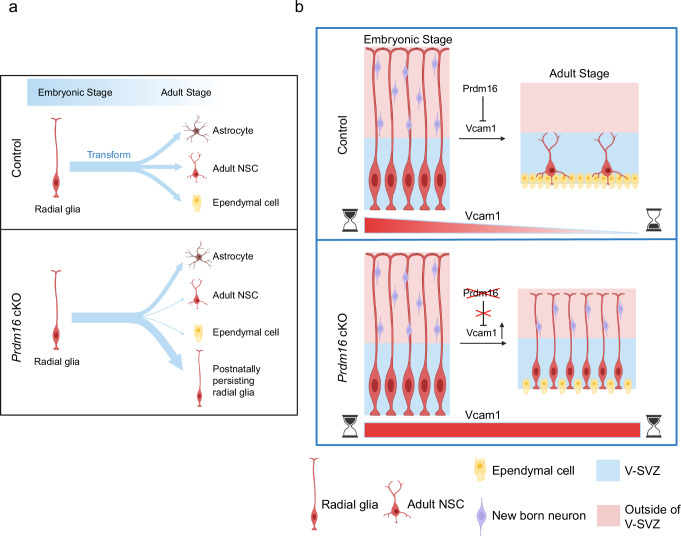
A working model of the roles of Prdm16 and Vcam1 cessation of neurogenesis and postnatal disappearance of embryonic radial glia. **a** Differentiation of radial glial cells in control and *Prdm16* cKO mice. **b** A diagram shows embryonic slowly dividing radial glia become the adult type B cells postnatally. Vcam1 is highly expressed in the embryonic V-SVZ. In control mice, Prdm16 induces a reduction in Vcam1 levels postnatally, triggering the transition from embryonic radial glia to adult NSCs. In *Prdm16* cKO mice, the expression of Vcam1 stays high postnatally, leading to the persistence of radial glia and the continuation of cortical neurogenesis. Created in BioRender. Zhang, Y. (2025) https://BioRender.com/r64e200.

## Discussion

In this study, we identified roles for Prdm16 and Vcam1 in promoting the postnatal transformation of radial glia and the termination of cortical neurogenesis. These results may offer possible explanations for the differences in neurogenesis among vertebrate species. For example, fish display more prominent and widespread adult neurogenesis than mammals^52^, and the changes in evolution that led to this difference have not been identified. Intriguingly, *Prdm16*, while expressed in mice after birth, is not expressed post egg hatching in zebrafish^53^. The postnatal expression of Prdm16 in mice contributes to the disappearance of radial glia and the cessation of cortical neurogenesis. On the contrary, zebrafish, which lack post-hatch Prdm16 expression, retain their radial glia and continue to generate new neurons during their adulthood^54^. These observations are consistent with an evolutionarily conserved role of Prdm16 in the postnatal disappearance of radial glia. It is likely that the postnatal expression of Prdm16 first occurred in a species that appeared later than fish and earlier than mammals, leading to the retraction of the radial processes of embryonic NSC/radial glia, precluding postnatal cortical neurogenesis and the radial migration of new cortical neurons. Thus, adult neurogenesis is more limited in mammals than in fish.

Virtually nothing is known about the mechanisms regulating the postnatal disappearance of radial glia and the termination of neurogenesis. To our knowledge, *Prdm16* cKO mice represent a mutant mouse model in which V-SVZ radial glia persist into adulthood. Building on this finding, our study uncovered Prdm16 as a window to understand the molecular logic underlying the termination of neurogenesis, with implications extending beyond a better understanding of Prdm16’s specific function. Previous studies have investigated Prdm16’s role in NSCs^51,55–59^, particularly in upper-layer neuron development, but none have examined its specific role in the postnatal transitions of NSCs. One study reported a decrease in neurosphere-forming neural stem/progenitor cells in *Nestin-Cre; Prdm16* ^*fl/fl*^ cKO mice^56^. In contrast, we found that quiescent NSCs are increased, and neurogenesis is extended in *hGFAP-Cre; Prdm16* ^*fl/fl*^ cKO mice (Figs. 2 and 5). The difference in these observations could be attributed to the stage-specific activation of Nestin-Cre and hGFAP-Cre at E10.5 and E13.5, respectively^35,60^, or distinct effects of Prdm16 on quiescent vs. activated NSCs. Given that Prdm16 is a histone methyltransferase, it could regulate different target genes in a developmental stage and cell type-specific manner. Future studies using CreER strains to examine the temporal requirement of Prdm16 function could shed more light on the intricacies of Prdm16’s function.

Our BrdU/EdU pulse-chase experiments demonstrate that while Dcx+ neuroblasts are continuously produced in the postnatal cortex, these newly formed cells fail to become mature neurons in *Prdm16* cKO mice. Previous studies have shown that successful synapse formation and circuit integration are essential for the survival of newborn neurons^61^. However, postnatal cortical circuits are largely established and offer a less supportive environment for new synapse formation compared to the embryonic period. Consequently, it is likely that these postnatally generated neurons do not survive due to their inability to integrate into the existing circuitry.

Our study reveals that increased Vcam1 levels in *Prdm16* cKO mice play a crucial role in preserving quiescent embryonic NSCs into adulthood (Fig. 6). In the aging brain, quiescent NSCs gradually deplete, resulting in decreased neurogenesis and diminished regenerative potential. By manipulating Vcam1 levels, we could potentially improve the retention of quiescent NSCs and enhance regenerative capacities in conditions of aging and neurological disorders.

While Prdm16 is essential for the postnatal disappearance of radial glia and the termination of cortical neurogenesis, our analysis of scRNA-seq datasets^10^ shows no significant differences in its mRNA levels between the embryonic and postnatal stages. Hence, the exact reason why Prdm16 instigates the postnatal transitions specifically at the early postnatal stage, rather than the embryonic stage, remains elusive. The identification of other factors that interact with the Prdm16-Vcam1 pathway in the postnatal transition process in future investigations will provide clarity on this issue. As previously noted, Prdm16 appears to impact the levels of the Vcam1 protein rather than directly regulating its transcript levels. 

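Egfr (ENSMUSG00000020122, chromosome 11 of GRCm38, 16752203 to 16918158, plus strand) stood at 112, 95.1 and 95.7 CPM in the NSC-like cells of control libraries 1, 2 and 3, at 132, 178 and 199 CPM in cKO libraries 1, 2 and 3, and at 129 CPM in the DKO library. The mean was 101 ± 9.31 CPM (SD, n = 3) in control and 169.5 ± 34.6 CPM (SD, n = 3) in cKO, a log2 fold change of 0.75 (standard error 0.18, adjusted p = 0.0911 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 cKO libraries were above all 3 control libraries (exact two-sided permutation test, p = 0.1, the smallest that this design allows). The log2 fold change ranged from 0.61 to 0.91 over the libraries left out in turn, and the adjusted p was 0.00742 with DESeq2 and 0.00143 in edgeR's quasi-likelihood test without cKO library 1. The Wilcoxon test across cells called Egfr with a log2 fold change of 0.46. The ChIP-seq peaks were not used here.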

Based on scRNAseq and ChIP-seq analyses, the regulatory region of the epidermal growth factor receptor (EGFR) gene exhibits a Prdm16 binding peak, and its expression is upregulated in NSCs from *Prdm16* cKO mice. Moreover, activation of EGFR signaling has been shown to elevate Vcam1 levels in cancer cells^62^. These findings suggest that Prdm16 may indirectly regulate Vcam1 levels through the direct transcriptional regulation of EGFR. Future research aimed at deciphering how Prdm16 indirectly influences Vcam1 protein levels will enhance our understanding of the postnatal transition process. Vcam1 is a cell adhesion molecule that can bind Integrin α4β1. Whether the adhesion function of Vcam1 is required and what downstream molecules are involved in Vcam1 function for maintaining radial glia are aspects yet to be explored in future studies.

Our scRNA-seq analyses reveal that genes associated with oxidative phosphorylation are upregulated in Prdm16-deficient NSCs, transit amplifying cells, neuroblasts, astrocytes, and OPCs, indicating a role for Prdm16 in the regulation of metabolic pathways. Interestingly, a study in acute myeloid leukemia cells demonstrated that Prdm16 overexpression activates oxidative phosphorylation^63^. These findings suggest that Prdm16 may regulate energy metabolism in a tissue-specific manner, potentially by modulating the expression of distinct target genes across different cellular contexts.

The downregulation of cholesterol synthesis genes in astrocytes from Prdm16-deficient mice highlights a potentially significant role for Prdm16 in regulating lipid metabolism within the CNS. Cholesterol is an essential component of cellular membranes and a critical substrate for myelination and synapse formation in the brain. Astrocytes are a primary source of cholesterol in the CNS^64,65^. The disruption of cholesterol biosynthesis pathways in astrocytes could have profound implications for neuronal function and CNS homeostasis, as neurons rely on astrocyte-derived cholesterol for optimal synaptic activity and plasticity^66^. Moreover, impaired cholesterol metabolism in the CNS has been associated with neurodegenerative diseases, such as Alzheimer’s disease, underscoring the importance of astrocyte-specific cholesterol production in maintaining brain health^67^.

In summary, we identified Prdm16 and Vcam1 as molecules that promote the postnatal disappearance of radial glia and the cessation of cortical neurogenesis. Our study sheds new light on a poorly understood stage of NSC development and may contribute to the improvement of NSC-based therapies for neurological disorders.

## Methods

All animal experimental procedures were approved by the Chancellor’s Animal Research Committee at the University of California, Los Angeles, and conducted in accordance with applicable national and state laws and policies.

### Experimental animals

All experimental animal procedures (protocols: #B-16–079 and #R-16–080) were approved by the Chancellor’s Animal Research Committee at the University of California, Los Angeles and conducted in compliance with national and state laws and policies. We used mice group-housed in standard cages (2–3 adult mice, or 1–2 adults with a litter of pups per cage). Rooms were maintained on a 12-h light/dark cycle. Euthanasia was performed using gradual filling with carbon dioxide at a 60% fill rate during the light cycle. We used the following mouse strains; *hGFAP-Cre* (JAX004600), *Prdm16*-floxed (Spiegelman lab), and *Vcam1*-floxed (JAX007665). We crossed the strains to obtain control (*Prdm16* ^*fl/fl*^), *Prdm16* single knockout (*hGFAP-Cre*^*+/−*^*; Prdm16* ^*fl/fl*^), and *Prdm16-Vcam1* double knockout mice (*hGFAP-Cre*^*+/−*^*; Prdm16* ^*fl/fl*^*; Vcam1* ^*fl/fl*^). We also examined *Prdm16* heterozygous mice (*hGFAP-Cre*^*+/−*^*; Prdm16* ^*fl/+*^) and did not observe any defect. We used both male and female mice in approximately equal proportions in the experiments and recorded data from male and female mice separately. Approximately equal numbers of males and females were used. We did not observe any sex-dependent effect in any assays and therefore combined data from both sexes.

### Immunohistochemistry on coronal brain sections

Mice were anesthetized with isoflurane and transcardially perfused with saline followed by 4% PFA. Brains were removed and further fixed in 4% PFA at 4 °C overnight. The brains were washed with PBS and cryoprotected in 30% sucrose at 4 °C for two days before being immersed in OCT (Fisher, cat#23-730-571) and stored at −80 °C. Brains were sectioned on a cryostat (Leica) and 30 μm floating coronal sections were blocked and permeabilized in 10% donkey serum with 0.2% Triton X-100 in PBS and then stained with primary antibodies against PRDM16 (Patrick Seale lab, dilution 1:100), PRDM16 (R&D system, AF6295-SP, 1:200), GFAP (Biolegend, 829401, 1:1500 and Dako, Z0334, 1:1500), Nestin (Aveslabs, NES-0020, 1:500), Vcam1 (BD Biosciences, 550547,1:100), DCX (Abcam, ab18723, 1:500), BrdU (Abcam, ab6326, 1:500), Parvalbumin (Novus Biologicals, NB120-11427SS, 1:500), TH (Sigma, MAB318, 1:400), Calretinin (Sigma, ZMS1073-25UL, 1:400), NeuN (AbCam, ab177487, 1:1000), Satb2 (AbCam, ab34735, 1:1000), and Foxp1 (Bennett Novitch, MI 585, 1:16000) at 4 °C overnight. Sections were washed three times with PBS and incubated for 2 h at room temperature with secondary antibodies followed by three additional PBS washes. Secondary antibodies: Donkey anti-rabbit 594 (Life Technologies, A21207, 1:1000), Donkey anti- guinea pig 594 (Jackson ImmunoResearch, 706-585-148, 1:1000), Donkey anti-rabbit 647 (Life Technologies, A31573, 1:1000). The sections were then mounted on Superfrost Plus micro slides (Fisher, cat#12-550-15) and covered with mounting medium (Fisher, cat#H1400NB) and glass coverslips. The coronal brain sections were imaged with a Zeiss widefield fluorescence microscope or a Zeiss LSM800 confocal microscope with 20, 40, and 63× lenses.

### Immunohistochemistry on the SVZ whole-mount preparations

We prepared the V-SVZ whole-mount preparations and performed immunostaining according to published protocols^41^. Briefly, we euthanized the mice and dissected out the brains. We then carefully expose the lateral walls of the lateral ventricles and cut away other brain structures. We then fixed the whole-mounts, ventricle side up, with 4% PFA with 0.1% Triton-X100 overnight at 4 °C. We then washed the whole-mounts 3 times with PBS with 0.1% Triton-X100, blocked in 10% normal donkey serum in PBS with 2% Triton-X100 at room temperature for 1 h, and stained with primary antibodies against Vcam1 (BD Biosciences, 550547, 1:100), γ-Tubulin (Sigma, T5192-25UL, 1:1000), and SOX2 (R&D Systems, AF2018, 1:1000) for 48 h at 4 °C. We then quickly rinsed the whole-mounts with PBS three times, stained them with fluorescent secondary antibodies for 48 h at 4 °C, and quickly rinsed them with PBS three times. After staining, we sub-dissected the whole-mounts to preserve only the lateral wall of the lateral ventricle as a sliver of tissue 200–300 μm thick and mounted the tissue in FluorSave^TM^ Reagent mounting medium on glass slides with glass coverslips. We imaged the whole-mounts with a Zeiss LSM800 confocal microscope with a 40× lens.

### BrdU pulse chase

We intraperitoneally injected 50 mg/kg BrdU into pregnant female mice daily for three consecutive days at E15.5–17.5. The progeny was sacrificed by transcardial perfusion at P21. For postnatal BrdU pulse chase, we intraperitoneally injected 50 mg/kg BrdU into P14 mice, and sacrificed mice and analyzed brains at P21. The brains were processed for immunohistochemistry as described above with the following modifications: the brain sections were first treated with 2 M HCl for 30 min at 37 °C followed by treatment with 0.1 M boric acid for 10 min before adding the primary antibodies.

### Sample and library preparation for scRNA-seq

The V-SVZ of the lateral walls of the lateral ventricles from one-month-old (P31–33) mice were dissected according to published protocols^41^. The V-SVZs from 2 to 3 mice, including both males and females were combined as a biological replicate. Single-cell suspensions were prepared as described in ref. ^68^. Briefly, a 2 mg/ml papain solution was pre-activated at 37 °C for 20 min. The V-SVZ samples were then digested in the papain solution at 30 °C for 30 min with a shaking speed of 60 rpm in a shaker. The tissue sample is then mechanically dissociated by trituration with a Pasteur pipette 10 ~ 15 times per round for three rounds, washed, and centrifuged with an OptiPrep density gradient to remove myelin and cellular debris. After centrifugation, the dense white layer and all layers above were carefully aspirated. The lower layers were pelleted at 200 × *g* for 3 min, resuspended in 1 ml PBS with 0.04% bovine serum albumin (0.04% BSA-PBS), filtered through 40 μm strainers, and resuspended in 0.04% BSA-PBS at 700–1200 cells/μl for single-cell capture. Cell viability was assessed by Trypan Blue staining and a final cell count was performed before single cell capture. The single-cell suspensions with > 60% viable cells were used for single-cell capture. The 10× Genomics Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 were used for GEM generation, barcoding, and library preparation according to the manufacturer’s instructions. Reagents were prepared to aim to capture 7000–10,000 cells per sample. The TapeStation was used for cDNA and library quality control. The libraries were sequenced with an Illumina NovaSeq sequencer with S2 ×100 cycles at the UCLA Technology Center for Genomics and Bioinformatics to obtain 90,871 reads per cell on average.

### scRNA-seq data analysis

Reads were mapped to the mouse genome (GRCm38) with Cellranger Count (version 6.1.2). Feature-count matrices generated by Cell Ranger were next processed with Seurat version 4.1.0^69^ for filtering, clustering, and differential gene expression analysis. Low-quality cells with fewer than 500 features or higher than 10% mitochondrial genes were filtered out. Potential doublets with more than 7000 features were also removed. In total, we obtained transcriptome data for 36,420 V-SVZ cells that passed quality control, including 21,939, 14,481, and 6886 cells from control, *Prdm16* cKO, and *Prdm16-Vcam1* DKO mice, respectively. The data were then normalized and scaled using the “LogNormlize” method in the Seurat package. We then found the top 2000 highly variable features and used the top 30 principal components for dimensional reduction. We used the FindIntegrationAnchors function in Seurat to anchor and integrate individual samples together and removed batch effects. We next clustered the cells using 0.15 resolution and used UMAP for dimension reduction. We assigned cell type identity to clusters based on known cell-type specific marker genes^10,45,70–72^ and identified differentially expressed genes using the FindMarkers function in Seurat. To calculate pseudobulk gene expression for each cell type, we used the AverageExpression function in Seurat. For the analysis of the E14.5 dataset^10^, we first integrated data from all E14.5 samples using the IntegrateData function in Seurat. We then removed low-quality cells with fewer than 500 features or higher than 6% mitochondrial genes, and potential doublets with more than 6000 features. Next, we identified the NSC cluster based on the expression of *Nestin, Fabp7*, and *Vcam1*. For GO and protein-protein interaction network analysis, we used string-db.org with default settings^73^.

### Gene set enrichment analysis (GSEA)

To confirm the GO analysis results, we also performed Gene Set Enrichment Analysis. We downloaded GSEA (version 4.2.3) software from www.gsea-msigdb.org. We used the default settings with the following exceptions: we first ranked the *Prdm16* cKO NSC *vs*. control NSC differentially expressed genes by fold change, then ran GSEAPreranked with this ranked gene list. We used c5.go.bp.v7.5.1.symbols.gmt as “Gene sets database”. We obtained similar results by GSEA as the GO term enrichment analysis.

To compare *Prdm16* cKO NSC *vs*. control NSC differentially expressed genes and slowly dividing radial glia *vs*. adult NSC differentially expressed genes by GSEA, we built our own gene sets of slowly dividing radial glia *vs*. adult NSC differentially expressed genes. We generated these gene sets by comparing the Borrett et al. E14.5 *vs*. P20-61 NSC cluster data. We first merged the differentially expressed genes from *Prdm16* cKO NSC *vs*. control NSC and radial glia *vs*. adult NSCs. Next, we made a radial glia-enriched gene set and an adult NSC-enriched gene set from the merged radial glia vs. adult NSC differentially expressed genes. We ran GSEAPreranked with the ranked *Prdm16* cKO NSC *vs*. control NSC differentially expressed genes to assess enrichment of genes from the radial glia-enriched gene set and adult NSC-enriched gene set.

### EdU staining

We used the Click-iT® EdU Imaging Kit (Invitrogen, C10337) for Edu staining. Mice received intraperitoneal injections of 50 mg/kg EdU at P14 and were sacrificed at P28. The brain sections underwent immunohistochemistry as previously described and were then incubated for 30 min with the Click-iT® reaction cocktail, prepared according to the manufacturer’s protocol. After three washes with PBS, the brain sections were mounted and imaged using a Zeiss Apotome fluorescence microscope. Image analysis was performed using ImageJ.

### RNAscope in situ hybridization

P30 mice were transcardially perfused, ensuring RNAse-free conditions throughout the process. The brains were sectioned into 20 μm thickness after fixation with 4% PFA overnight, dehydration in 30% sucrose, and embedding in Tissue-Tek® O.C.T. compound. *Vcam1* signals were visualized following the RNAscope™ Multiplex Fluorescent Reagent Kit v2 according to the user manual (ACDBio, 323100). The Vcam1 probe (Cat No. 438641) was from ACDBio. The sections were imaged using a Zeiss Apotome fluorescence microscope and image analysis was performed using ImageJ.

### Quantification and statistical analysis

Image analyses were performed with the experimenter blinded to the genotype of the mice with the following exception: due to the enlarged ventricle phenotype of the *Prdm16* cKO mice, blinding of images including the ventricles was not possible. The numbers of mice and replicates are described in the figure legends. scRNA-seq data were analyzed as described above. All non-RNA-seq data analyses were conducted using R and the Prism 8 software (Graphpad). The normality of data was tested by the Shapiro–Wilk test. For data with normal distribution, Welch’s *t*-test was used for two-group comparisons and one-way ANOVA with Tukey’s multiple comparison test was used for multi-group comparisons. For data that deviate from a normal distribution, the Wilcoxon signed-rank test (for paired data) was used. Data from technical replicates from the same mouse were averaged and used as a single biological replicate in statistical tests. An estimate of variation in each group is indicated by the standard error of the mean (S.E.M.). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Illustrations were generated with BioRender.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

We deposited all RNA-seq data to the Gene Expression Omnibus under accession number GSE218159. Source data are provided with this paper.

# Supplementary material for: Prdm16 regulates the postnatal fate of embryonic radial glia via Vcam1-dependent mechanisms
**Source:** Nat Commun. 2025 Jul 19;16:6659. doi: 10.1038/s41467-025-60895-y
**Supplement:** Supplementary file 1 — Supplementary Information

Prdm16 regulates the postnatal fate of embryonic radial glia via Vcam1-dependent mechanisms

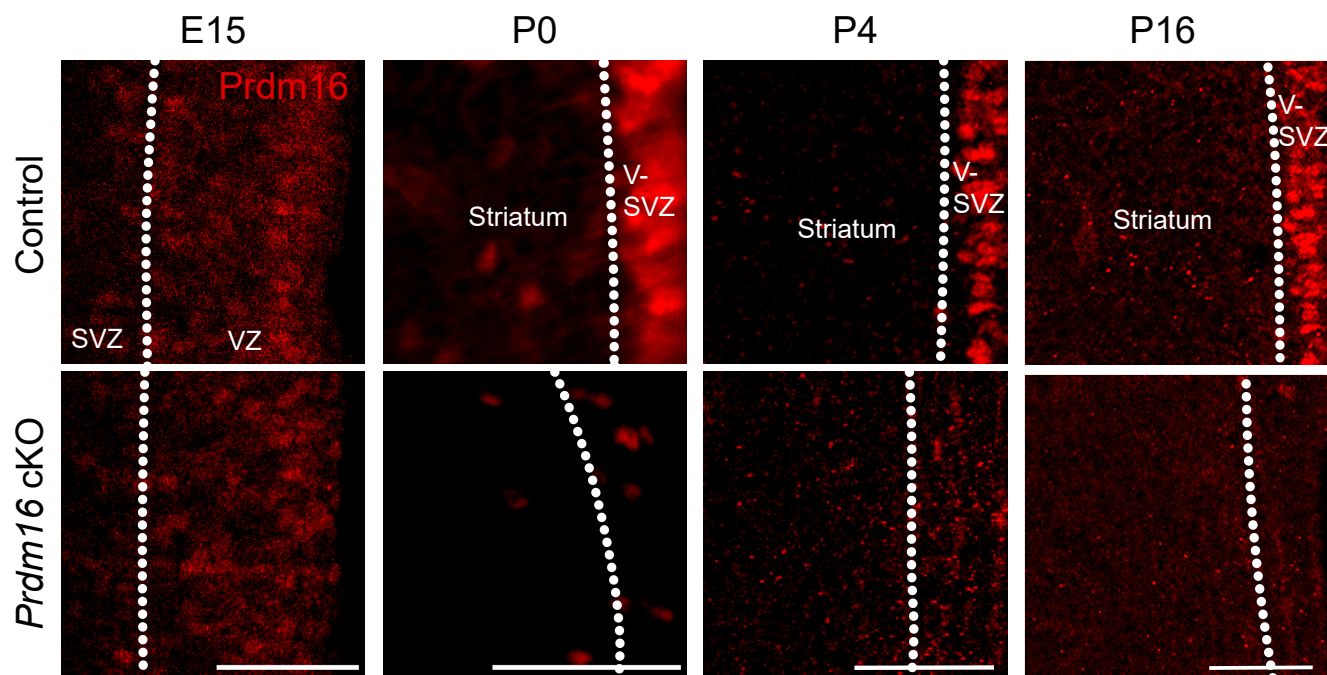

**Supplementary Figure 1. Prdm16 immunofluorescence in the V-SVZ and striatum of *Prdm16* cKO and control mice from E15 to P16.** The dashed lines delineate the boundaries between the SVZ and VZ (E15) or between the V-SVZ and striatum (P0-P16). All Scale bars are 50  $\mu$ m. All experiments were repeated more than three times.

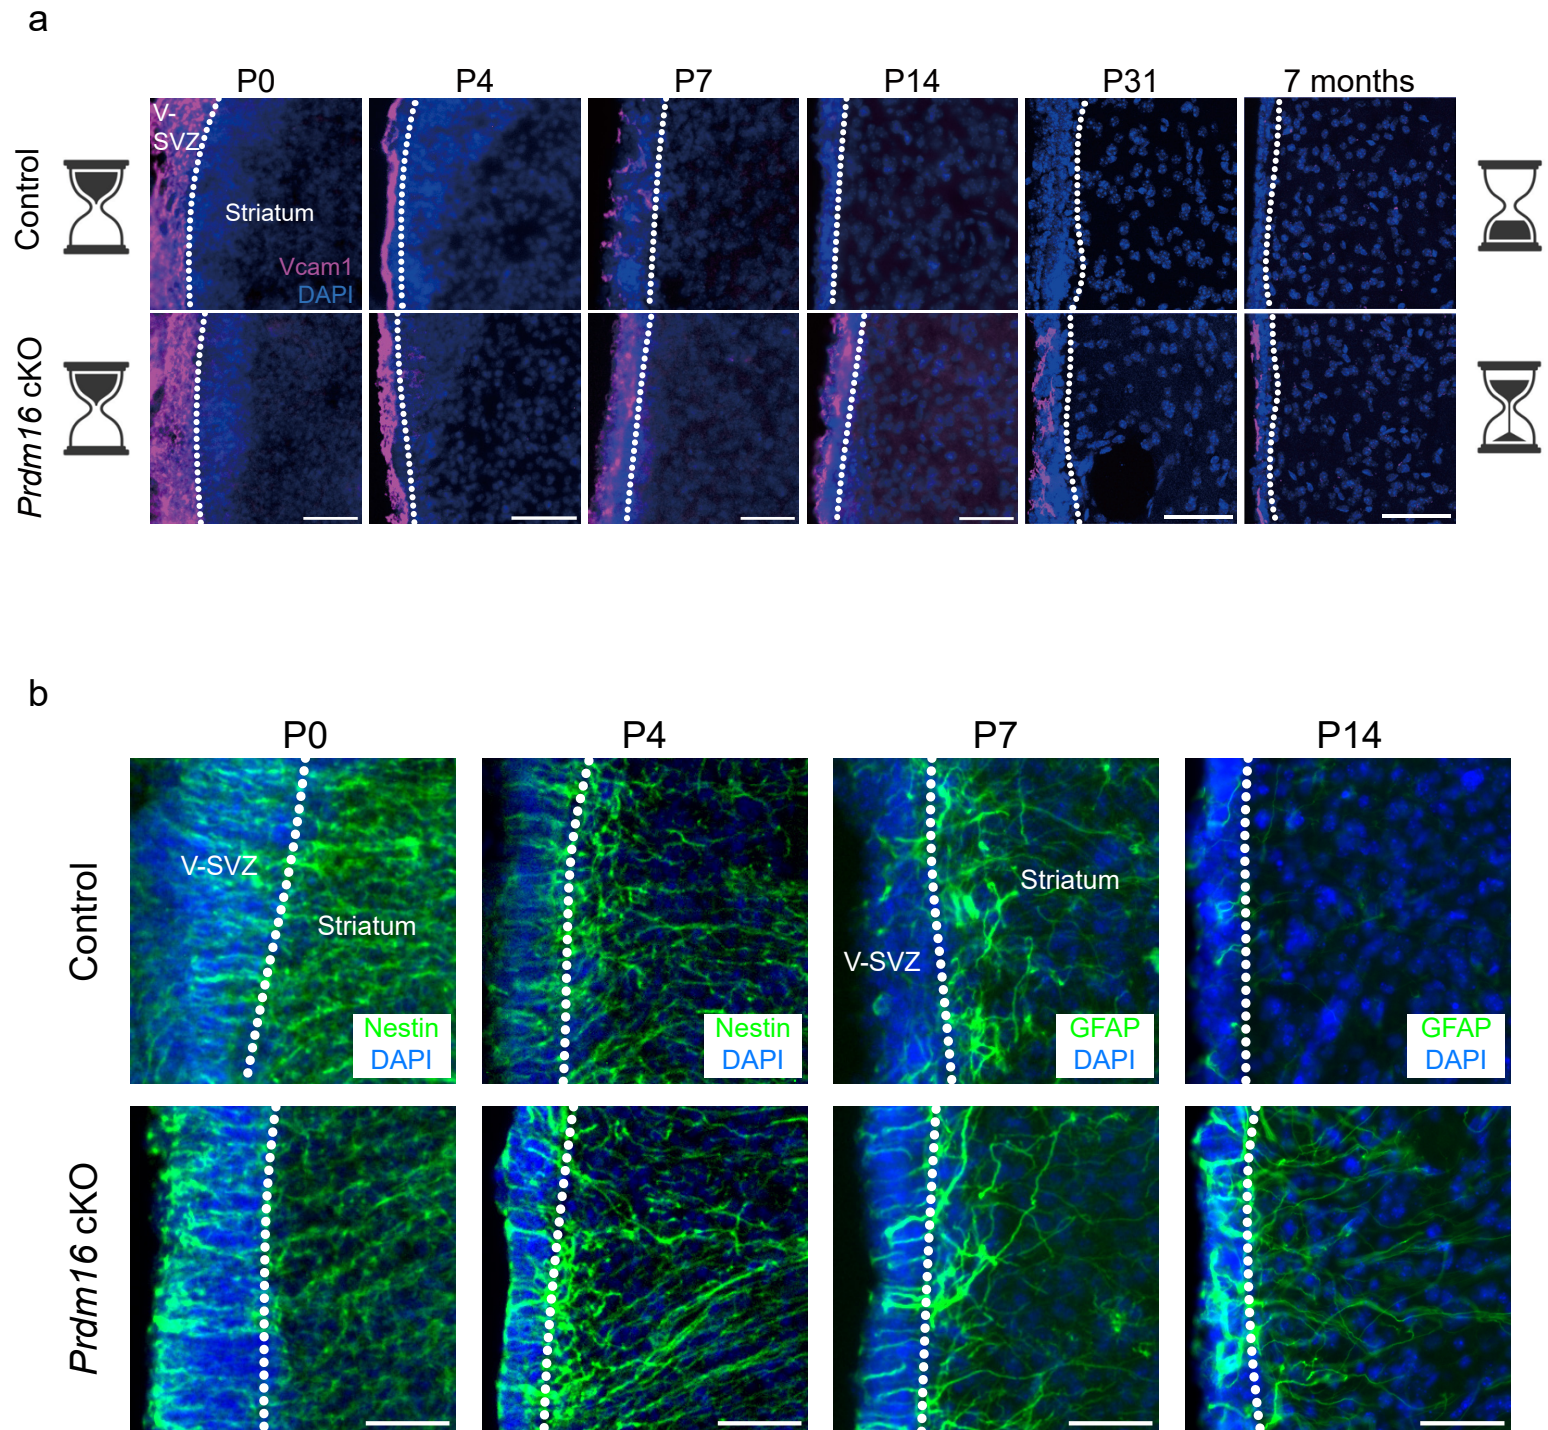

**Supplementary Figure 2. Phenotype onset in *Prdm16* cKO mice.**

**a** Vcam1 immunofluorescence decreases with age in the V-SVZ in control mice but remains high in *Prdm16* cKO mice. Immunofluorescence of Vcam1 in the V-SVZ at a series of postnatal ages. Dotted lines delineate the boundaries between V-SVZ and striatum. Scale bars: 50  $\mu$ m.

**b** Radial glial processes marked by Nestin and GFAP immunofluorescence decrease postnatally and mostly disappear by P15 in control mice. In contrast, radial glial processes persist in *Prdm16* cKO mice. The difference becomes detectable by P14. Scale bars: 50  $\mu$ m.

All experiments were repeated more than three times.

Control

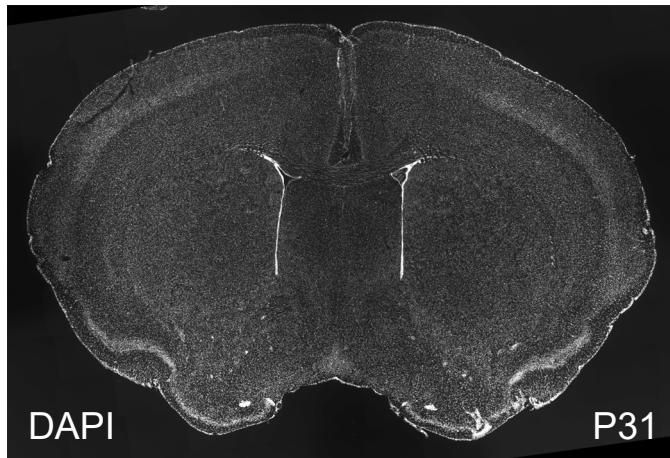

*Prdm16* cKO

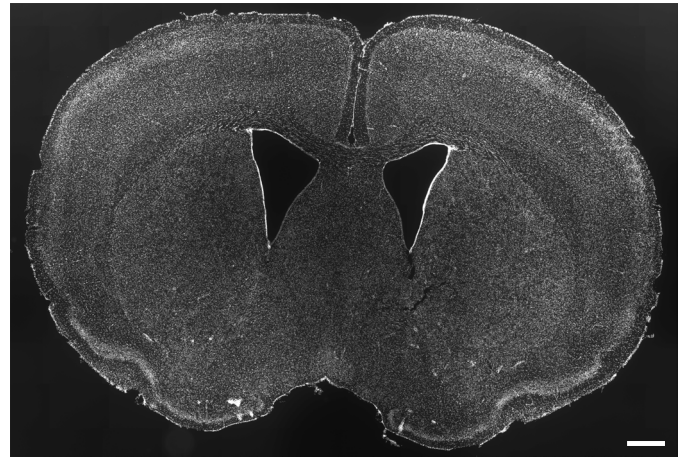

**Supplementary Figure 3. *Prdm16* cKO mice exhibit hydrocephaly.**

Scale bar: 500  $\mu$ m. Brain sections from P31 mice are shown. The experiment was repeated more than three times.

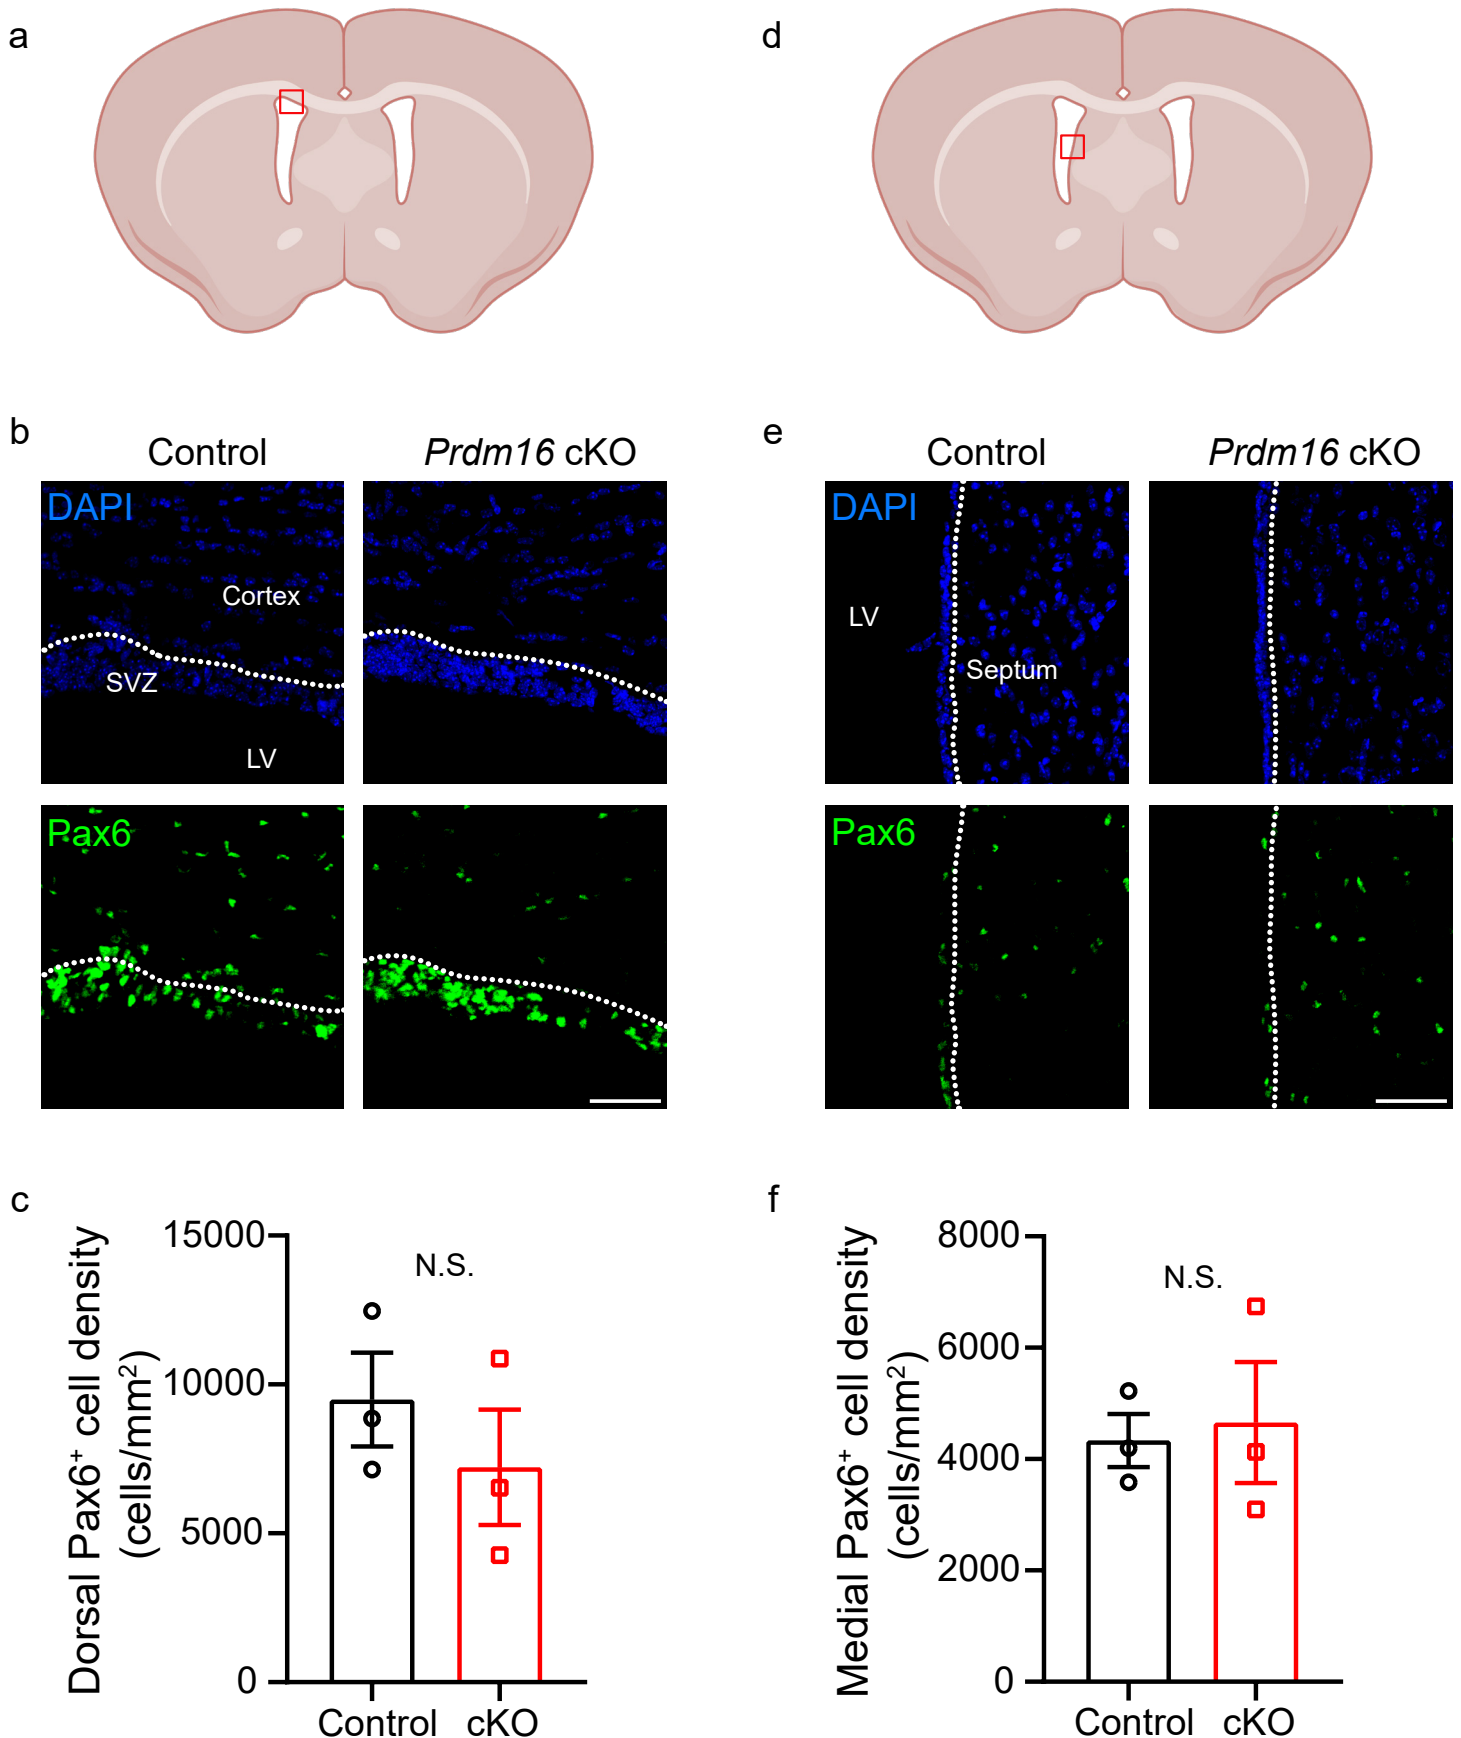

**Supplementary Figure 4. No change in the density of Pax6<sup>+</sup> NSCs in the dorsal and medial walls of the lateral ventricle in *Prdm16* cKO mice.** **a, d** Regions imaged and quantified are indicated with red squares. **b, e** Pax6 immunofluorescence in the dorsal (b) and medial (e) sides of the lateral ventricle at P30. Dotted lines delineate the boundaries between V-SVZ and lateral ventricle (LV). Scale bars: 50  $\mu$ m. **c, f** Quantification of Pax6<sup>+</sup> cell density. Dorsal: n=3 mice per genotype, p=0.4162, two tailed Welch's t-test. Medial: n=3 mice per genotype, p=0.8051, two tailed Welch's t-test.

**a** and **d** were Created in BioRender. Zhang, Y. (2025) <https://BioRender.com/y53n311>

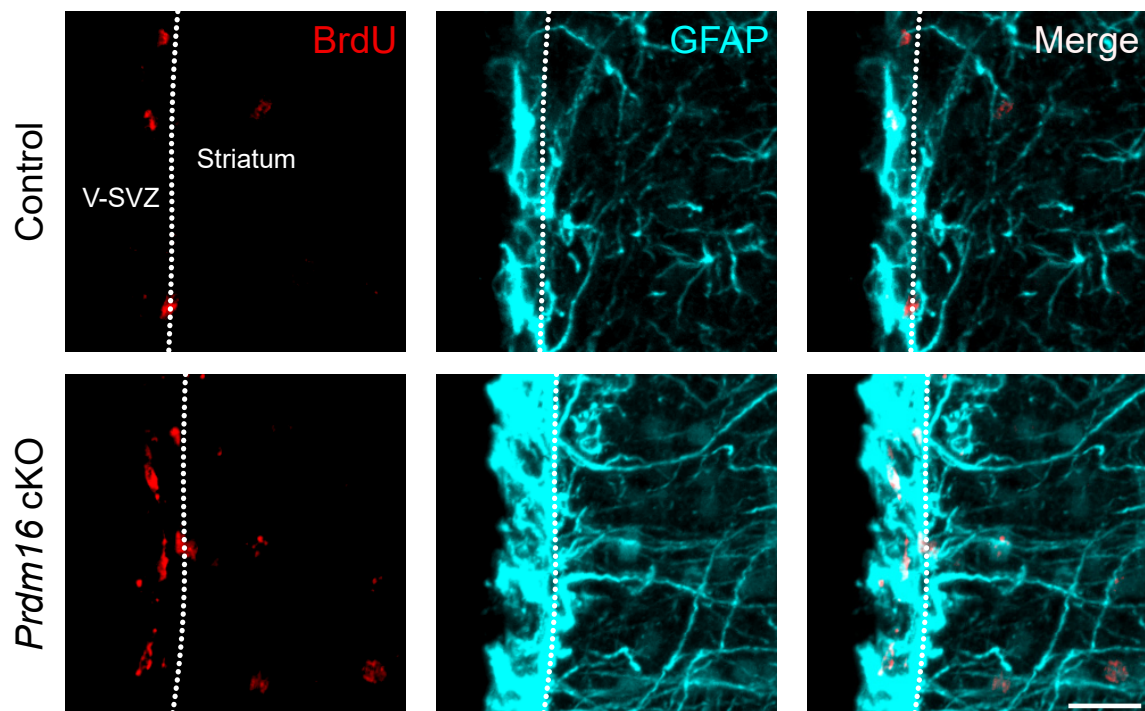

### Supplementary Figure 5. Colocalization of BrdU with NSC marker GFAP

BrdU was injected daily between E15.5 and E17.5. Mice were sacrificed at P21. Red: BrdU. Light blue: GFAP. Scale bar: 20  $\mu$ m. The experiment was repeated more than three times.

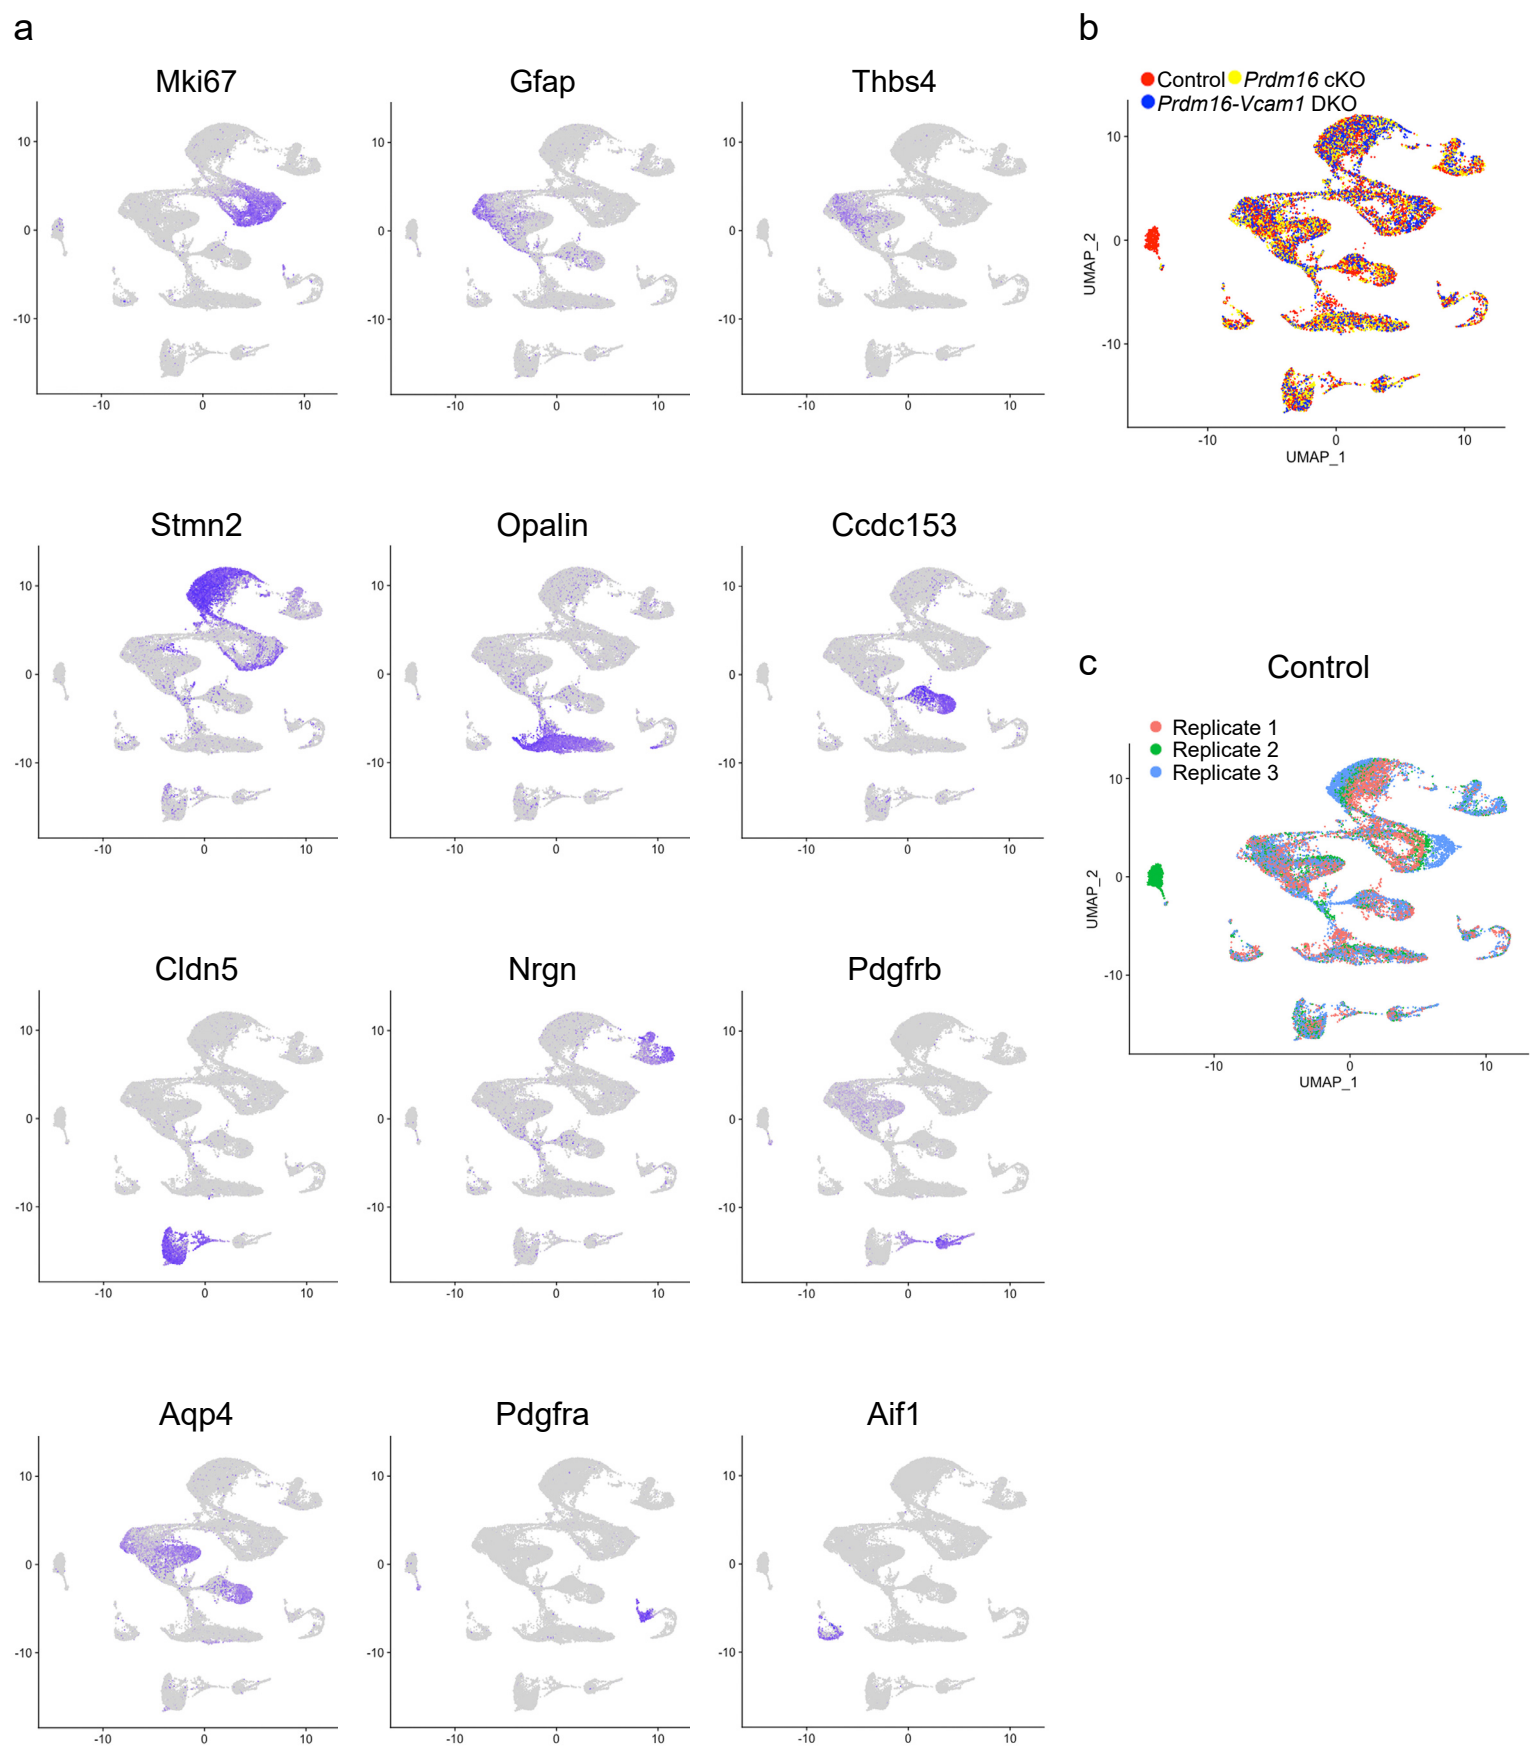

### Supplementary Figure 6. Expression of cell-type markers by major cell clusters in the scRNA-seq dataset

**a** We used the expression of the following cell-type markers to identify cell clusters in our one-month-old V-SVZ scRNA-seq dataset: transient amplifying precursors (TAP, *Mki67*), neural stem cells (*Gfap*, *Thbs4*), neuroblasts (*Stmn2*), oligodendrocytes (*Opalin*), ependymal cells (*Ccdc153*), epithelial cells (*Cldn5*), neurons (*Nrgn*), pericytes (*Pdgfrb*), astrocytes (*Aqp4*), oligodendrocyte precursor cells (*Pdgfra*), microglia (*Aif1*). The expression of the marker genes on UMAP is shown.

**b, c** Control, *Prdm16* cKO, and *Prdm16-Vcam1* DKO samples contain cells from all clusters except for cluster 6 (red in b), which is only detected in one of the three control samples. 

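In the rebuilt clustering, cluster 9 was the one in which 1 control library prevailed. It held 1664 cells, 1234 of them (74.2%) from control library 2, 117 and 98 from control libraries 1 and 3, 45, 23 and 66 from cKO libraries 1, 2 and 3, and 81 from the DKO library. Its leading genes were Spp1, Lgals1, Lgals7 and Hmga2. In control library 2, its cells had a median of 1357 UMIs and 737 features, against 9892 UMIs and 3550 features in the other cells of that library. Lgals1 stood at 8834 CPM in these cells and at 43.0 CPM in the other cells, while Xist, which female cells express, stood at 16.7 CPM against 794 CPM. Resolution 0.3 gave a cluster with 1234 cells of control library 2 as well, and clustering without integration gave a cluster of 1248 cells, 1247 of them (99.9%) from control library 2. This cluster carried no name and entered no comparison between groups.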

We excluded cluster 6 from further analyses.

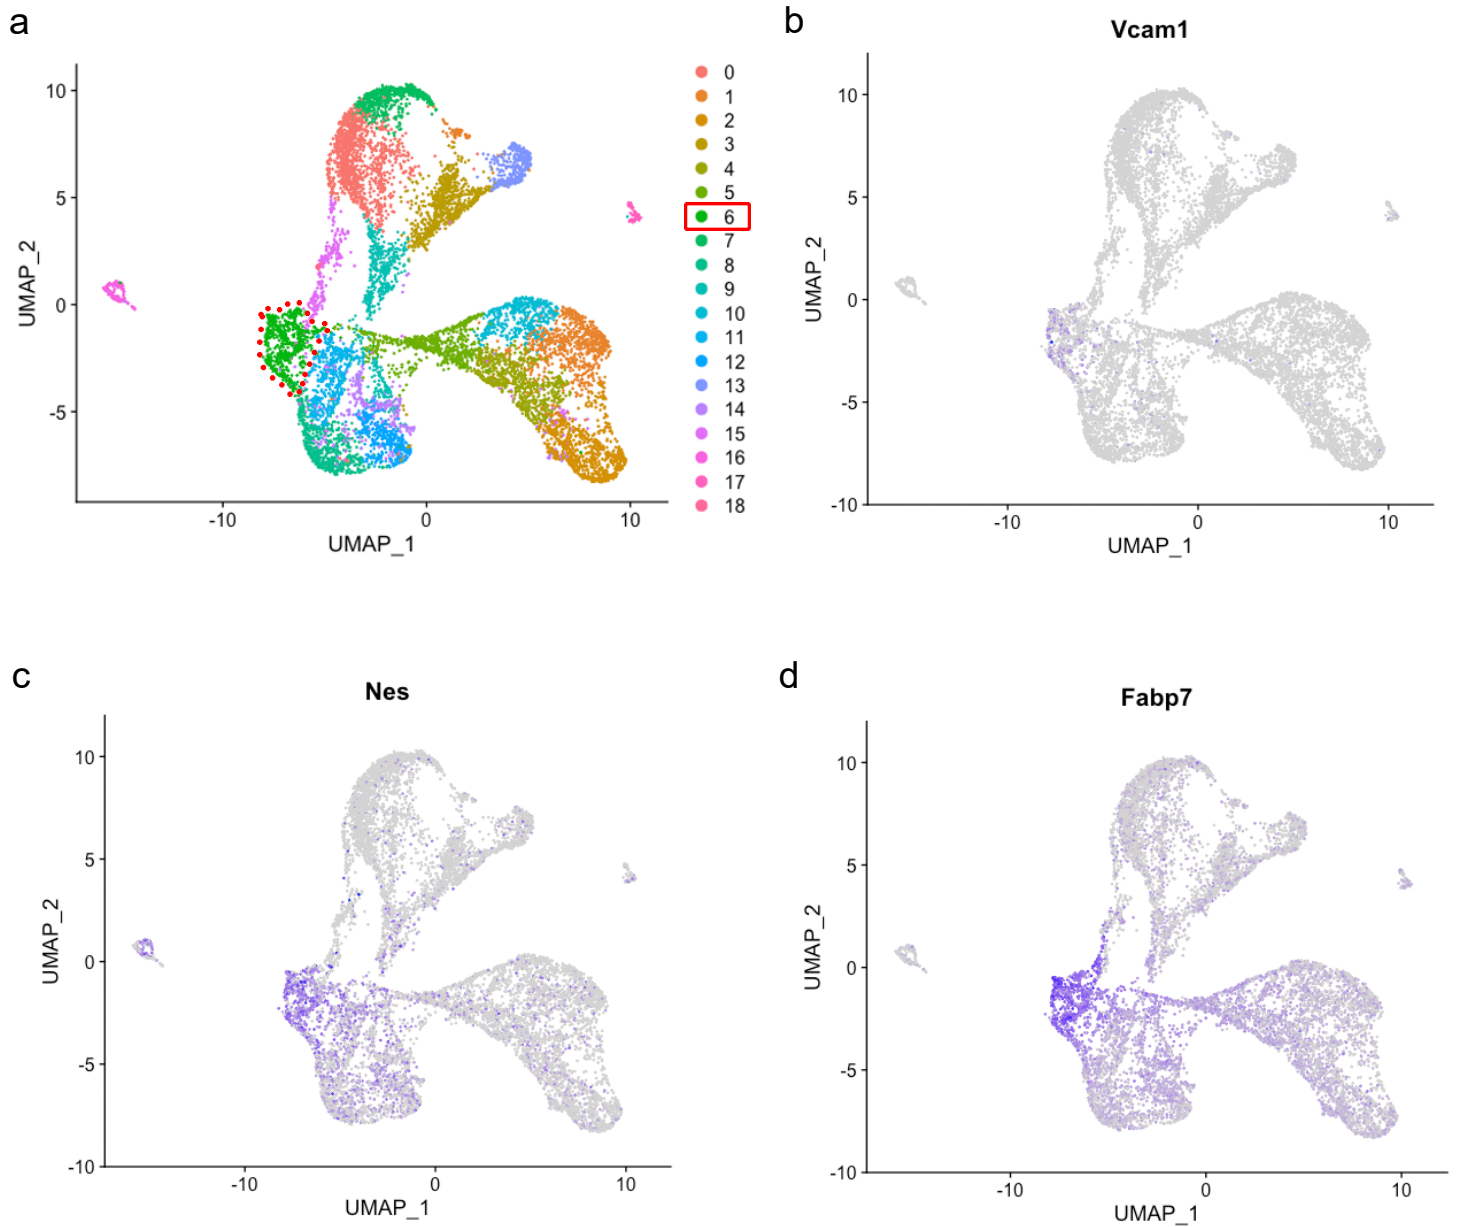

**Supplementary Figure 7. Identification of the radial glia cluster in the E14.5 scRNA-seq dataset**  
Cluster 6 (outlined in red) in (a) expresses *Vcam1* (b), *Nestin* (c), and *Fabp7* (d) and was identified as the radial glia cluster.

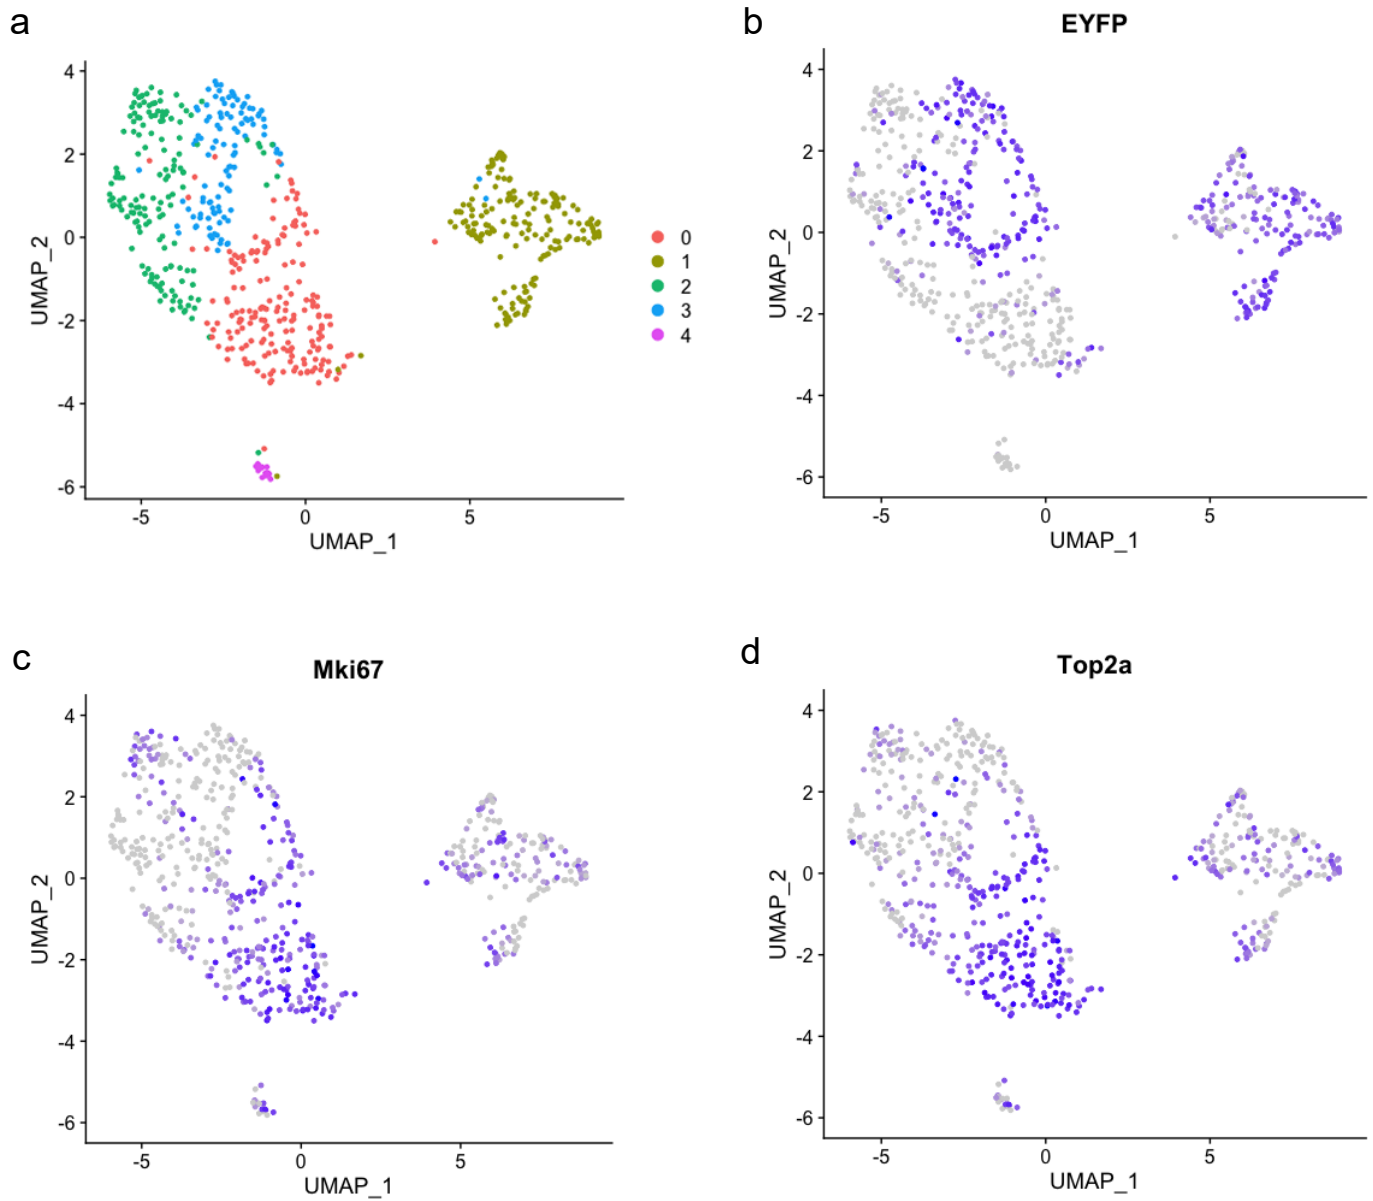

**Supplementary Figure 8. Subclusters of radial glia in the E14.5 scRNA-seq dataset**

**a** UMAP showing 5 subclusters of radial glia in the E14.5 scRNA-seq dataset.

**b** Expression of Emx1-EYFP suggests that subclusters 1 and 3 are dorsal radial glia and subclusters 0 and 2 are lateral radial glia

**c, d** Expression of the proliferative cell markers Mki67 and Top2a suggests that subcluster 2 are quiescent radial glia and subcluster 0 are activated radial glia.

● Oxidative phosphorylation

● Mitochondrial respiratory chain complex I assembly

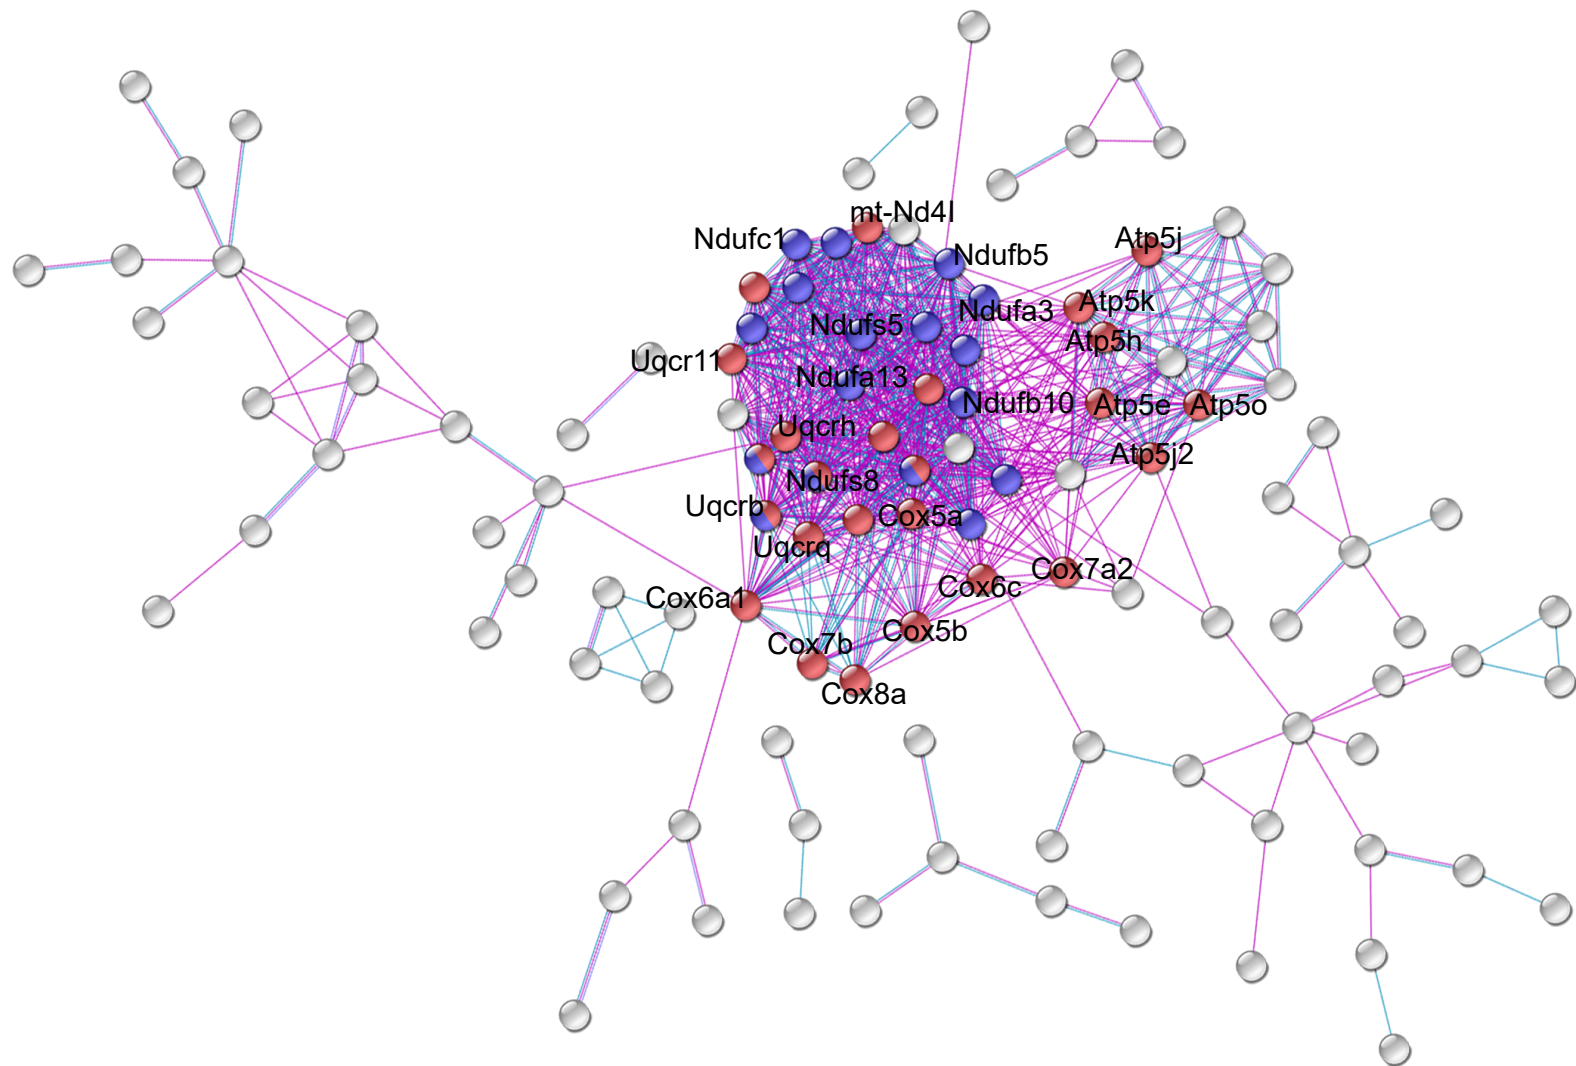

### Supplementary Figure 9. Protein-protein interaction network analysis

Protein-Protein interaction networks in the genes upregulated in V-SVZ NSCs from one-month-old *Prdm16* cKO mice. The highlighted GO terms are oxidative phosphorylation (red) and mitochondrial respiratory chain complex I assembly (purple).

## Enriched pathways in the upregulated genes

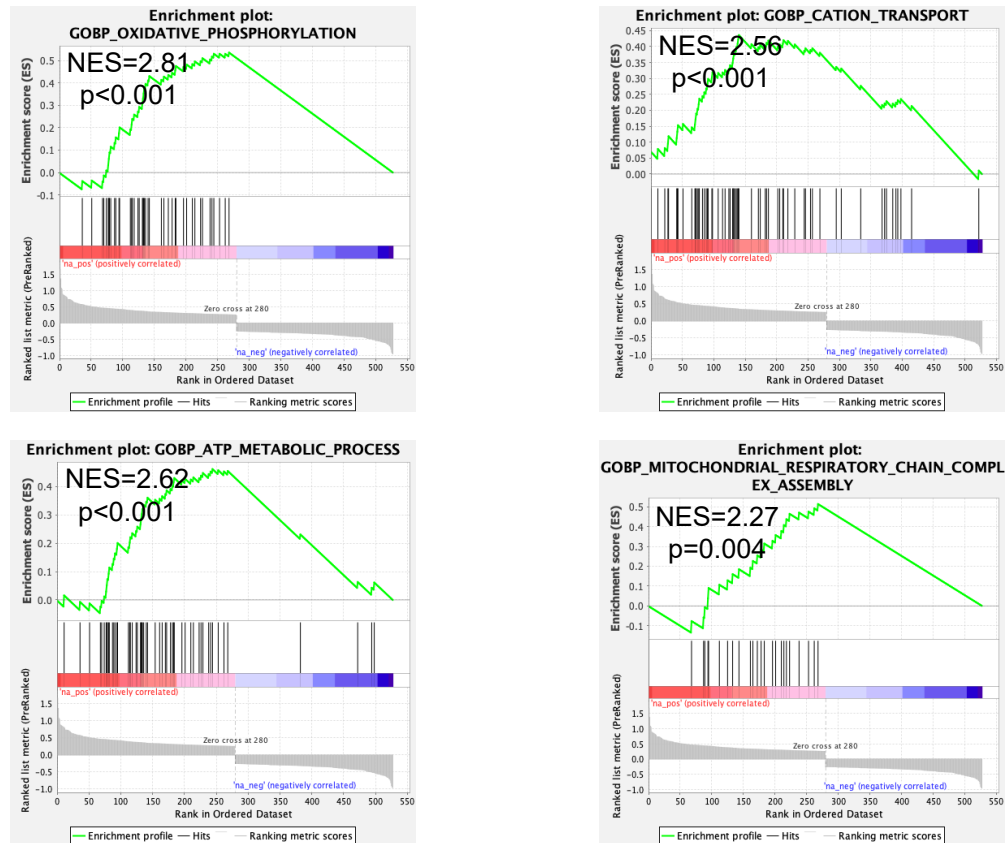

## Enriched pathways in the downregulated genes

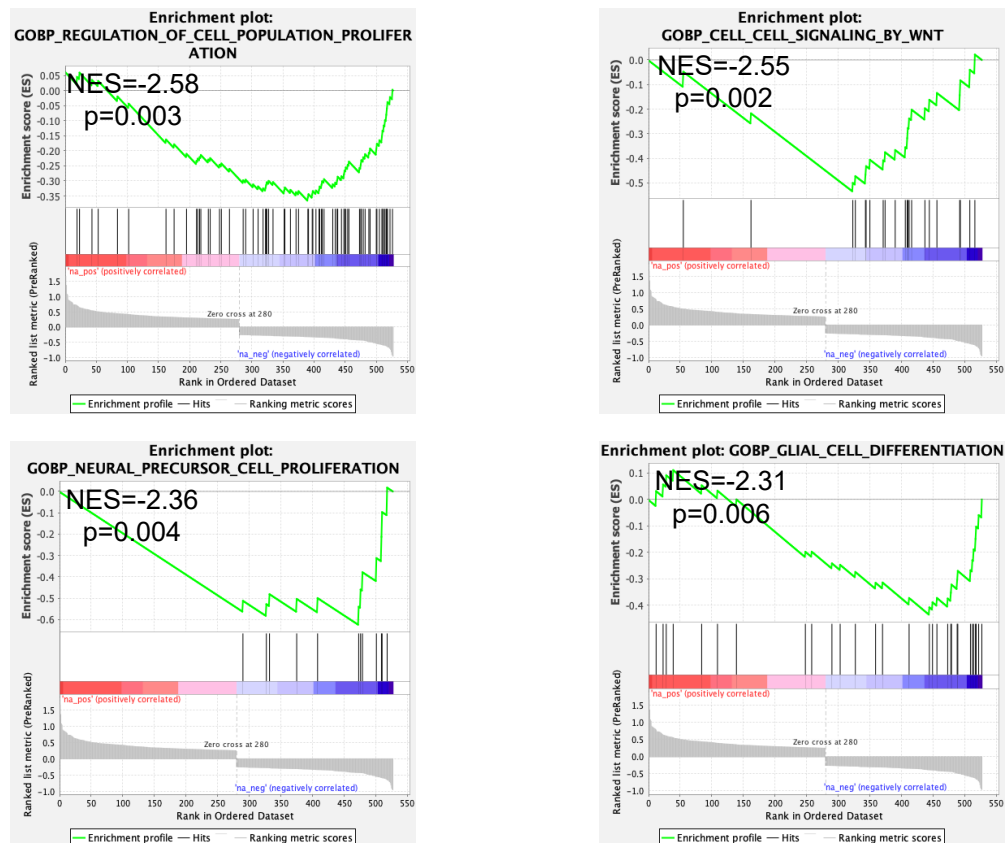

**Supplementary Figure 10. Gene set enrichment analysis of differentially expressed genes between one-month-old *Prdm16* cKO and control V-SVZ NSCs**

a

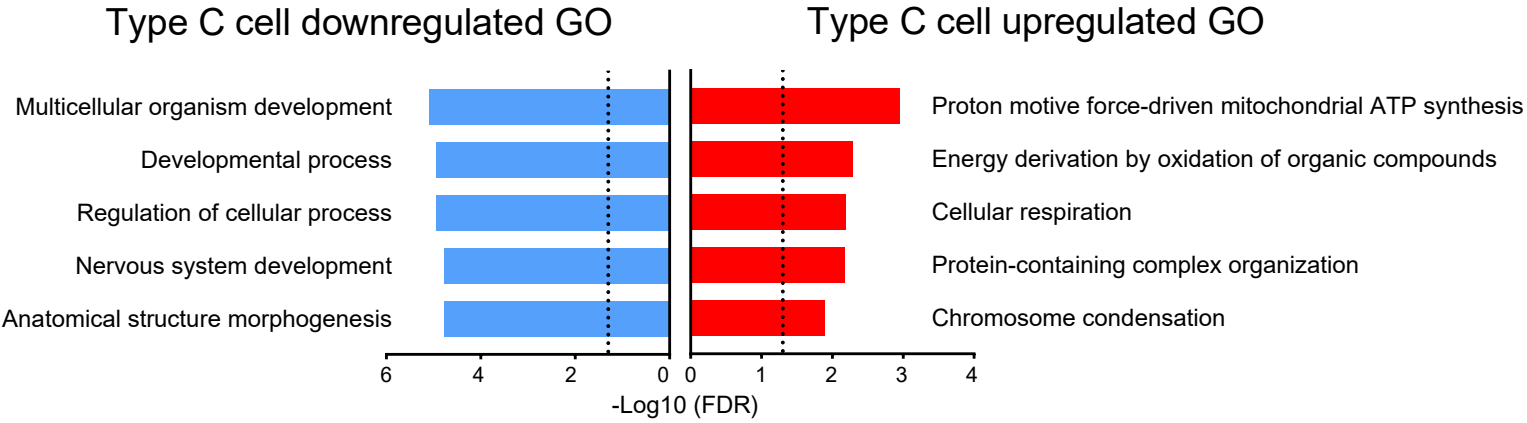

b

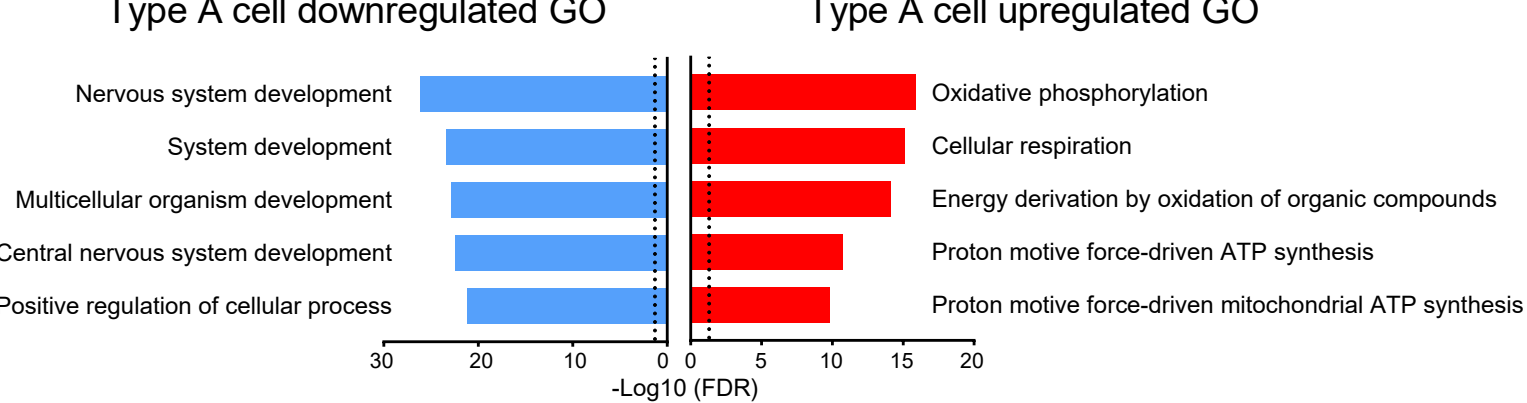

c

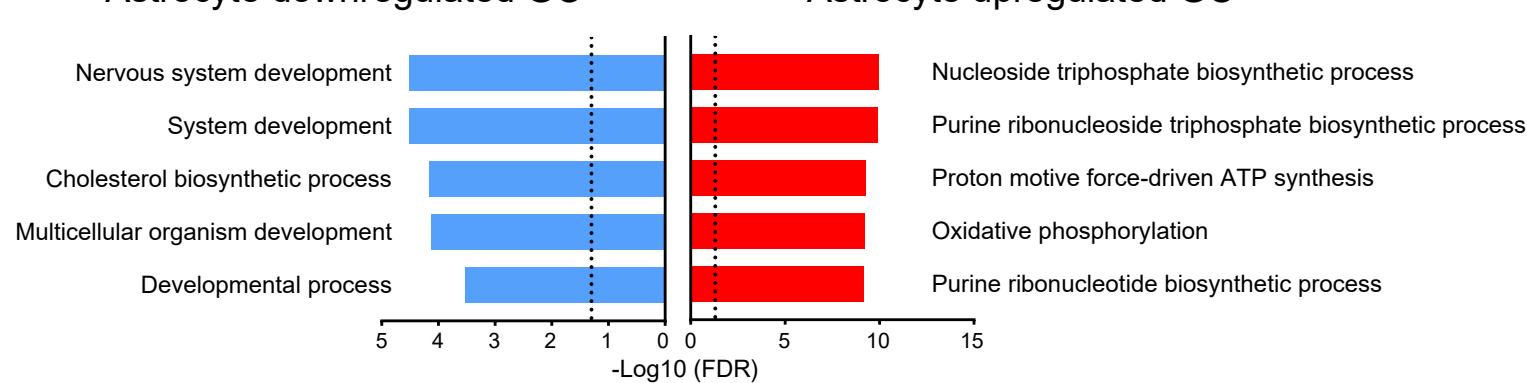

d

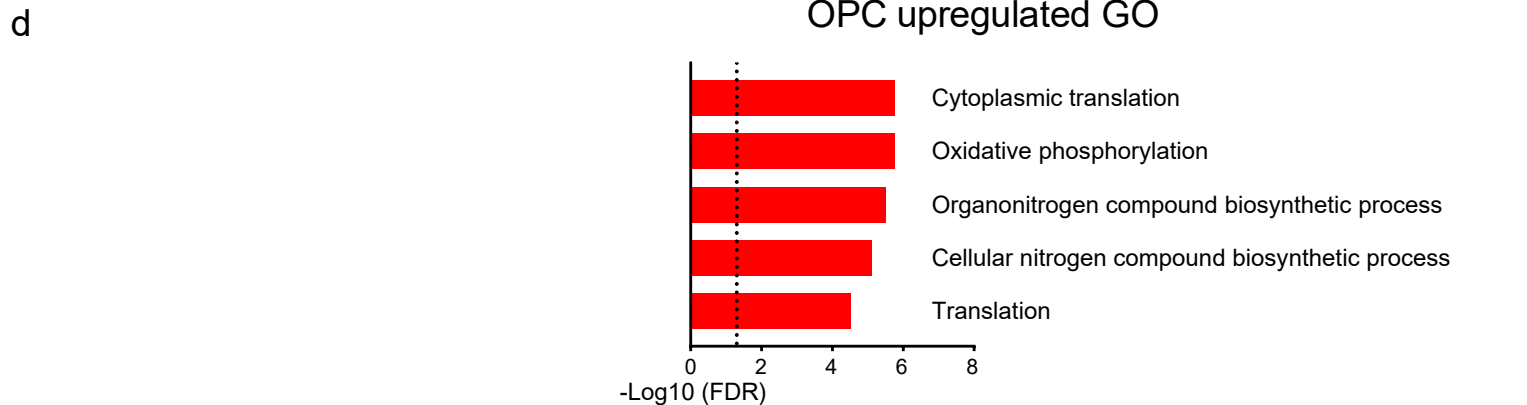

**Supplementary Figure 11. GO terms enriched in genes up- and down-regulated in non-NSC cell types in one-month-old *Prdm16* cKO compared to controls.**

**a** type C cells/transiently amplifying precursors (TAPs), **b** type A cells/neuroblasts, **c** astrocytes, **d** oligodendrocyte precursor cells.

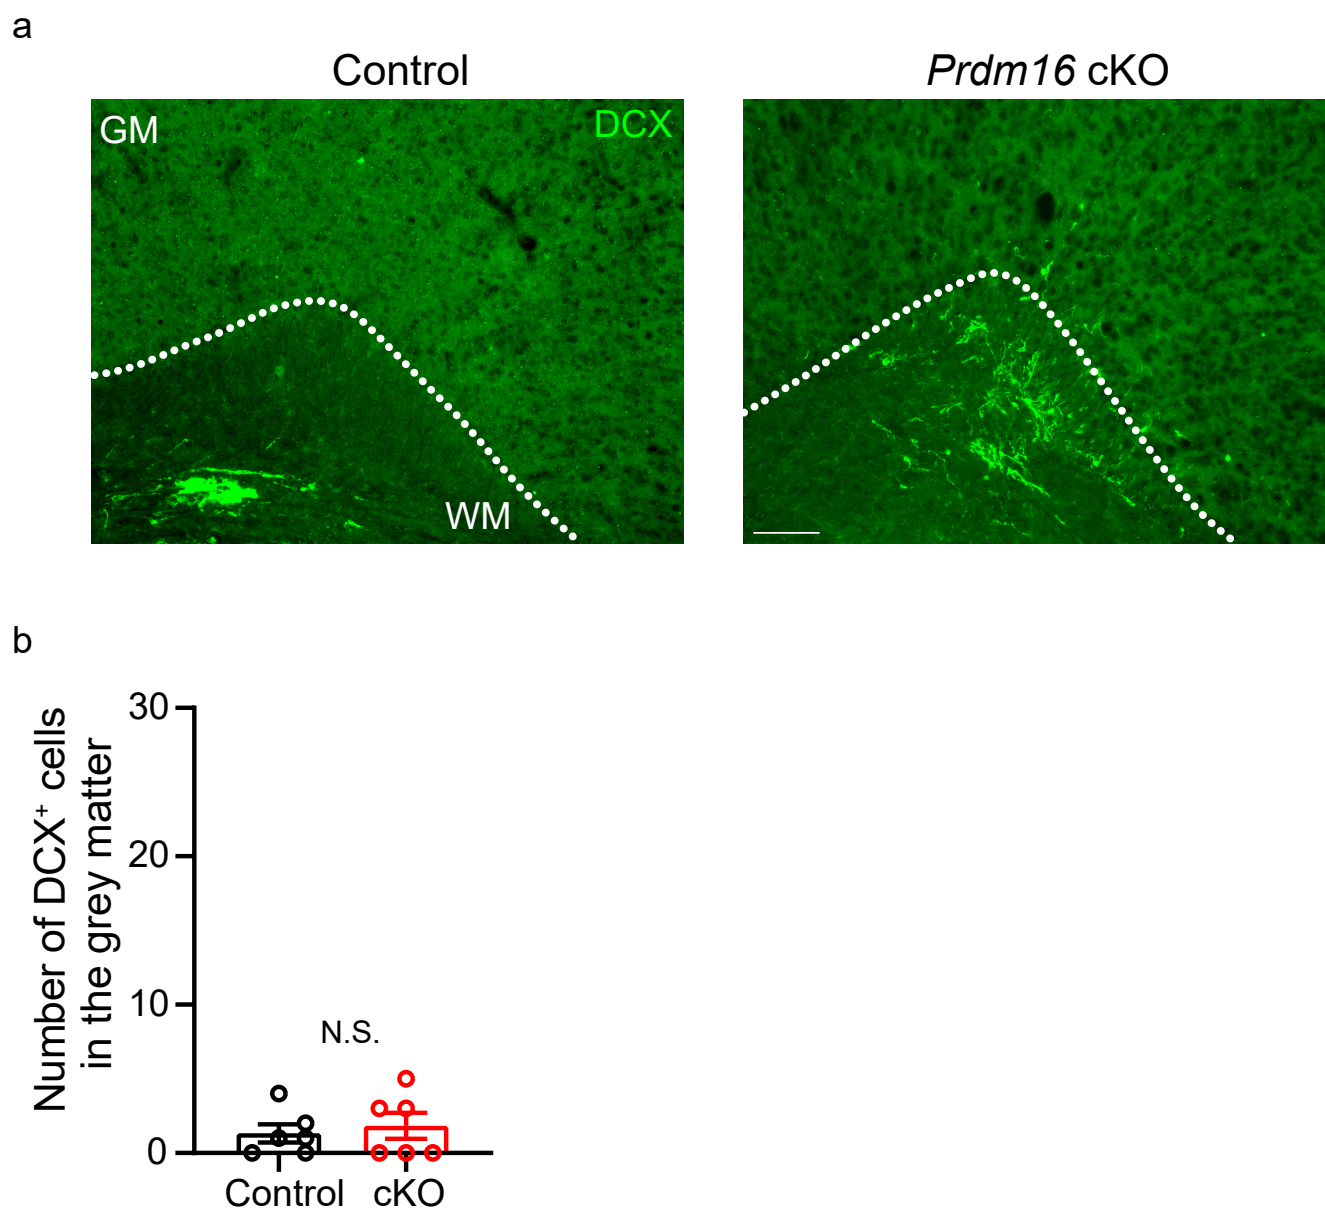

**Supplementary Figure 12. DCX<sup>+</sup> cells in *Prdm16* cKO and control mice at P30.**

**a** Representative images of DCX staining of *Prdm16* cKO and control mice at P30. Dotted lines delineate the boundary between cortical grey matter and white matter (corpus callosum). GM: grey matter. WM: white matter. Scale bar: 100  $\mu$ m. **b** Quantification of the numbers of DCX<sup>+</sup> cells in the grey matter at P30. n=6 mice per genotype, p=0.6506, two tailed Welch's t-test

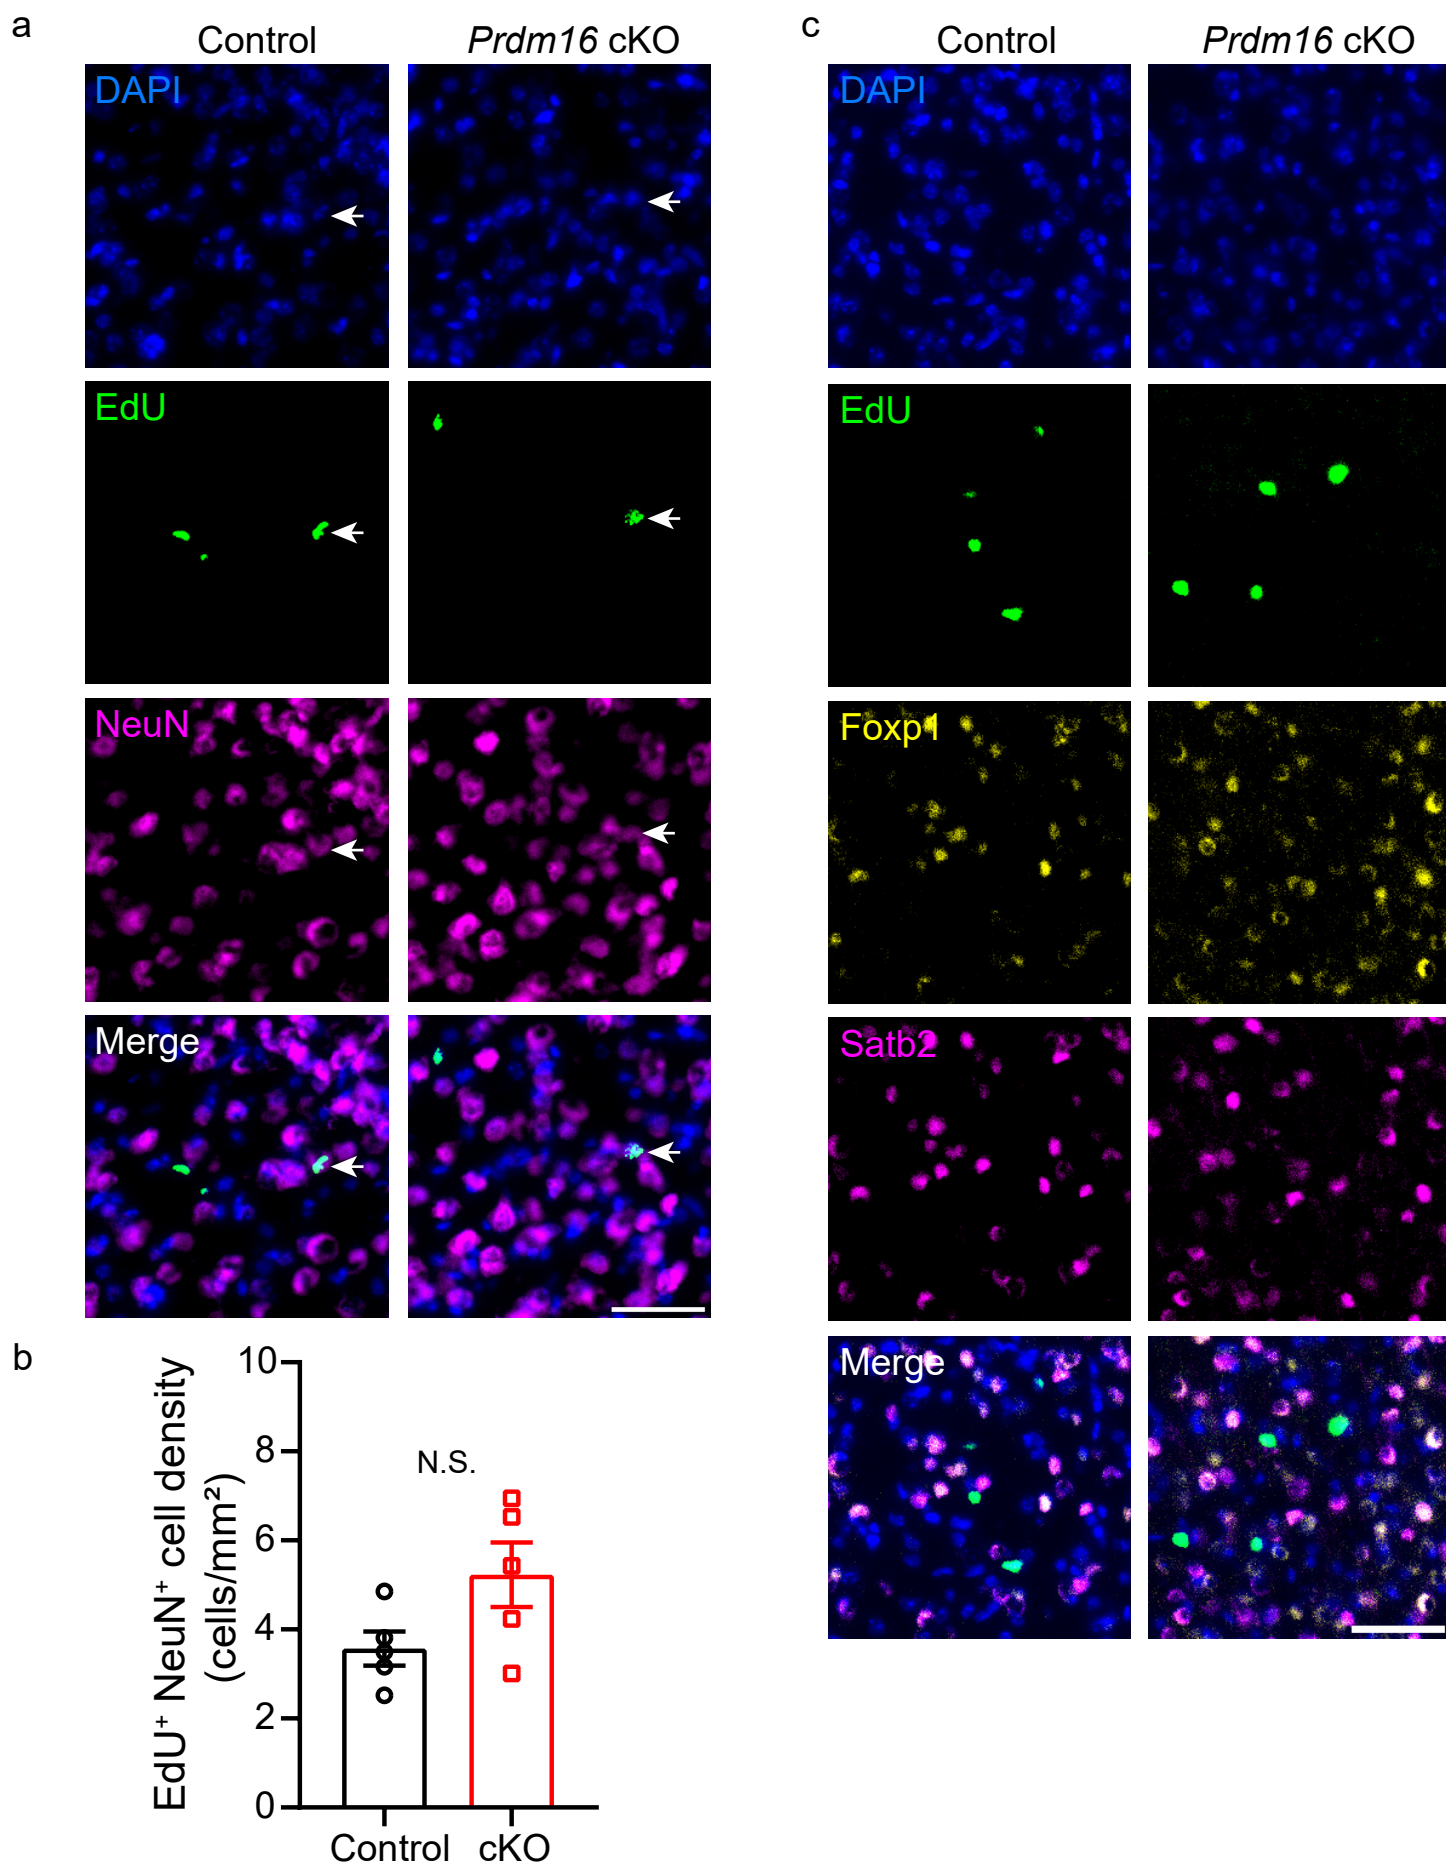

**Supplementary Figure 13. Few postnatally born neuroblasts become mature neurons in *Prdm16* cKO mice.** EdU was injected at P14 and mice were sacrificed at P28. Mature neuron markers NeuN, Foxp1, and Satb2 were co-labeled with EdU and EdU<sup>+</sup>NeuN<sup>+</sup> cell densities in the cortex were quantified. **a** EdU<sup>+</sup>NeuN<sup>+</sup> cells were detected at low density in the cortex in *Prdm16* cKO and control mice. Arrows point to examples of EdU<sup>+</sup>NeuN<sup>+</sup> cells. Scale bar: 50  $\mu$ m. **b** Quantification of EdU<sup>+</sup>NeuN<sup>+</sup> cell density in the cortex.  $n=5$  mice per genotype,  $p=0.0894$ , two tailed Welch's t-test. **c** Co-staining of EdU, Foxp1, and Satb2 in the cortex. Scale bar: 50  $\mu$ m.

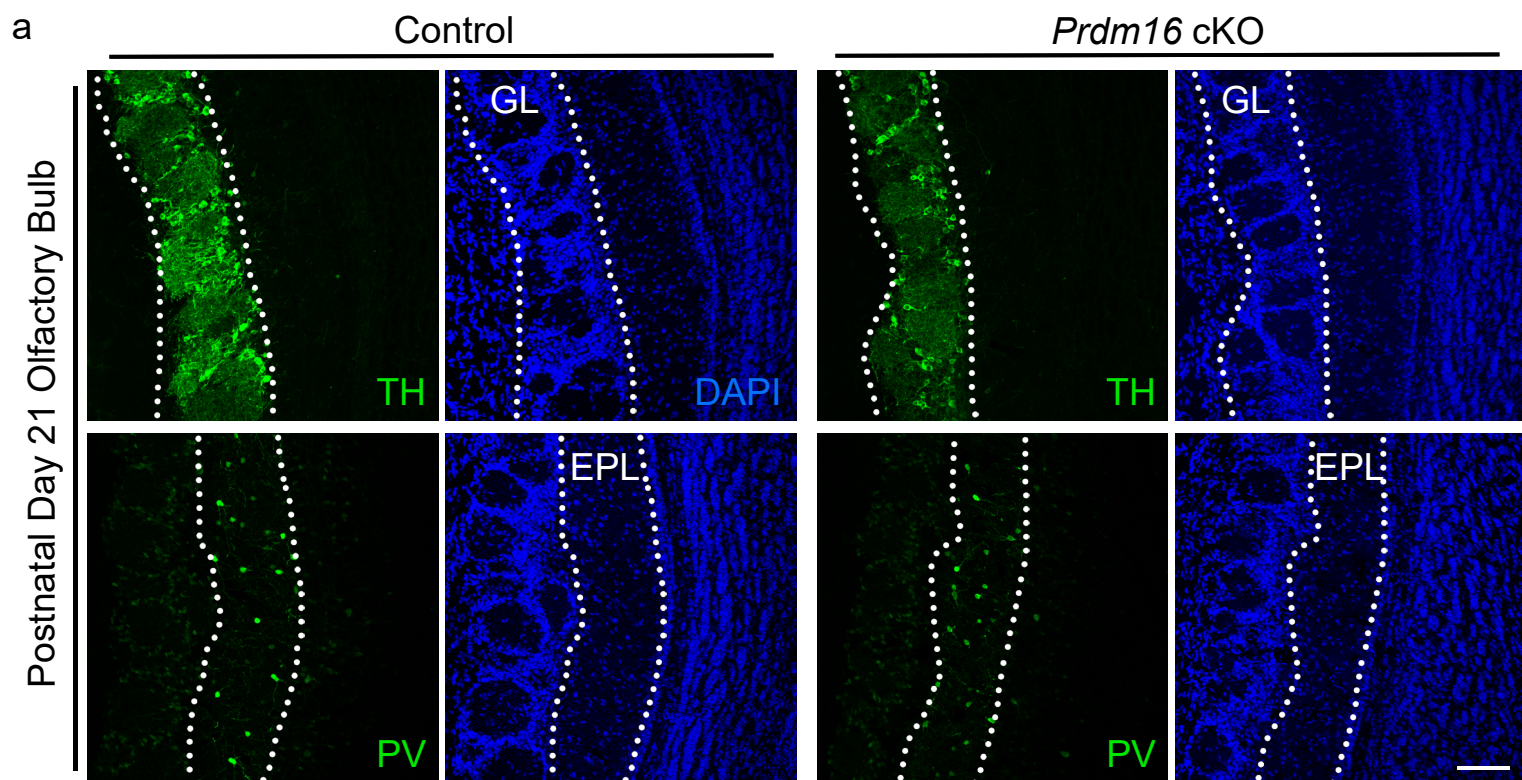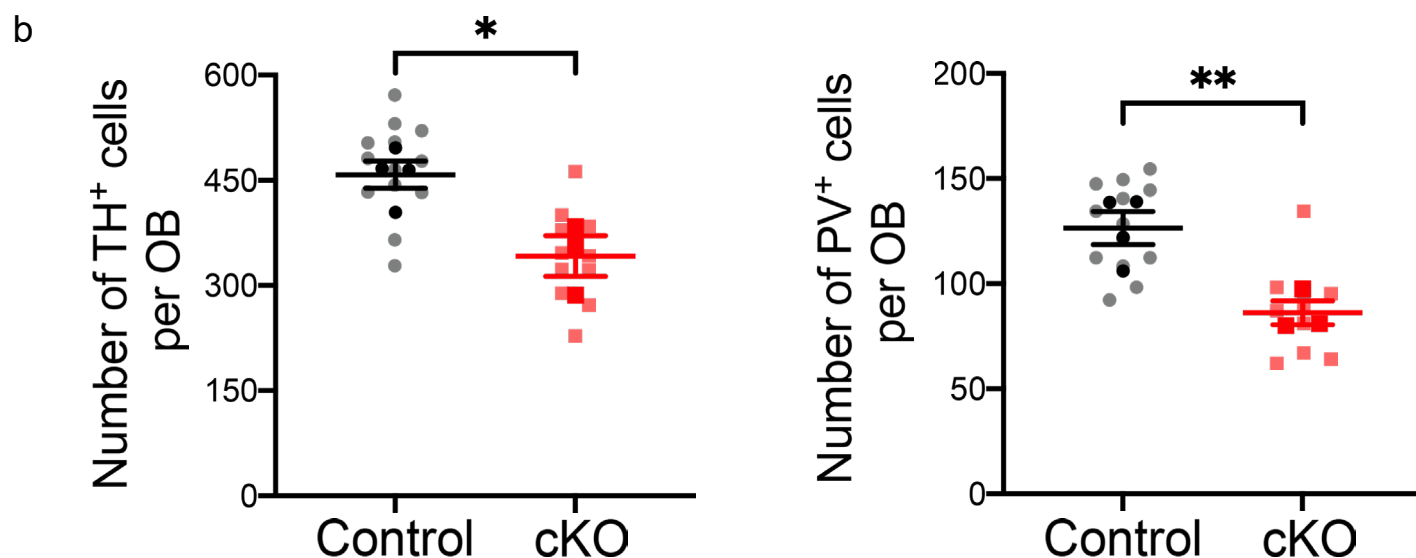

**Supplementary Figure 14. Olfactory bulb interneuron development defect in *Prdm16* cKO mice**

**a** Two subtypes of olfactory bulb interneurons. The densities of TH<sup>+</sup> and PV<sup>+</sup> interneurons were reduced in the olfactory bulbs of *Prdm16* cKO mice at P21. The dashed lines delineate the glomerular layer (GL), external plexiform layer (EPL), and granule cell layer (GCL) in the olfactory bulb. Scale bar: 100  $\mu$ m.

**b** Quantification of the two subtypes of olfactory bulb interneurons.  $n=4$  mice per genotype. The black and red dots indicate average results from each mouse and the grey and pink dots indicate the raw counts from each image. TH<sup>+</sup> cells:  $p=0.0328$ , two tailed Welch's t-test. PV<sup>+</sup> cells:  $p=0.0092$ , two tailed Welch's t-test.

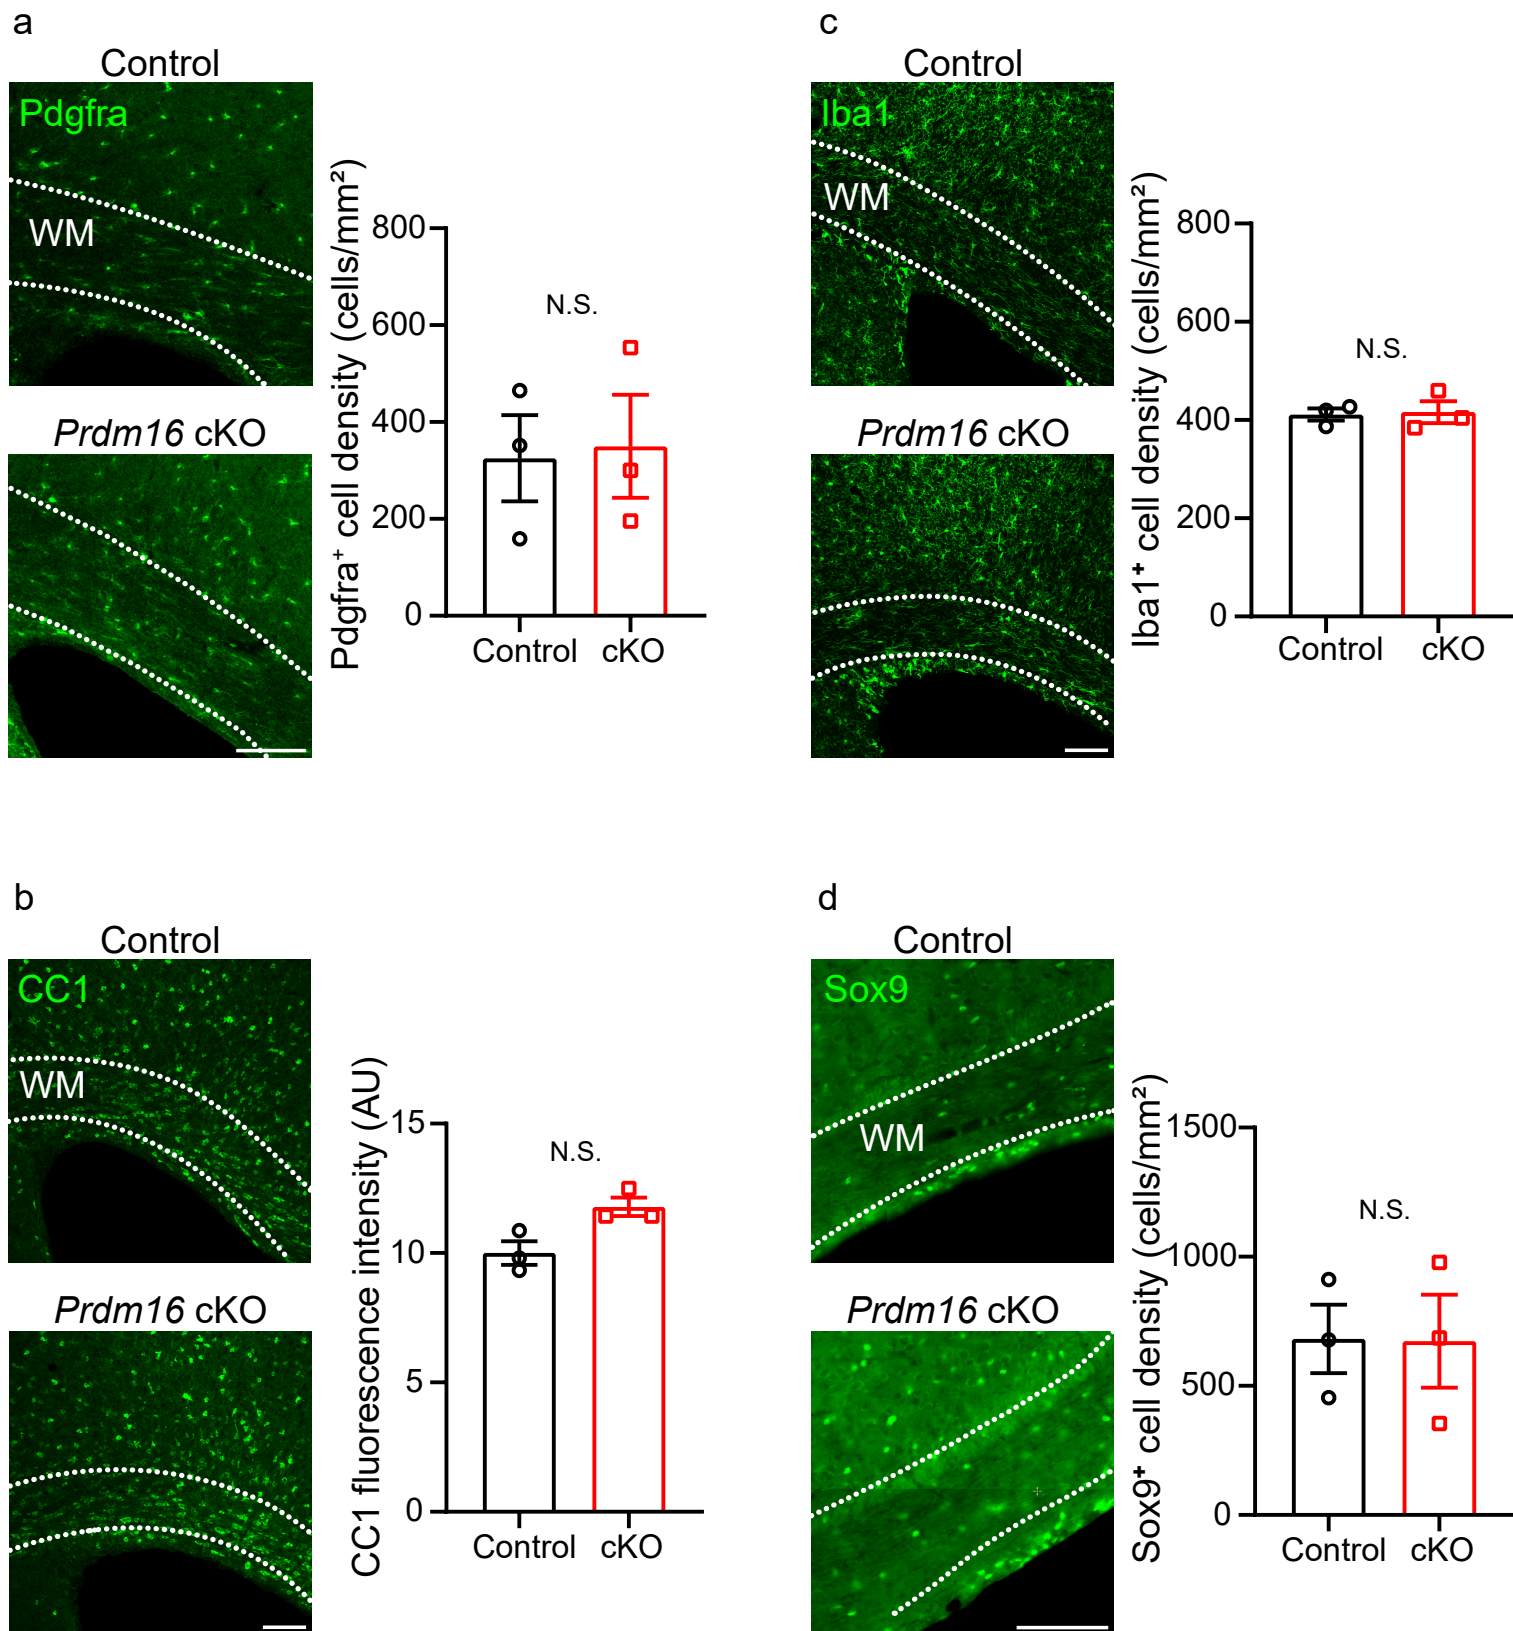

**Supplementary Figure 15. No change in the density of glial cells in *Prdm16* cKO mice.**

Representative images and quantification of the density of oligodendrocyte precursor cells (*Pdgfra*<sup>+</sup>), oligodendrocytes (*CC1*<sup>+</sup>), microglia (*Iba1*<sup>+</sup>) and Astrocytes (*Sox9*<sup>+</sup>) at P21. WM: white matter. Quantification was performed using image of the corpus callosum. All scale bars are 100  $\mu$ m. *Pdgfra*:  $p=0.8683$ , two tailed Welch's t test. *Iba1*:  $p=0.8581$ , two tailed Welch's t test. *CC1*:  $p=0.1000$ , two tailed Mann Whitney test, *Sox9*:  $p=0.9707$ , two tailed Welch's t test.  $n=3$  mice per genotype.

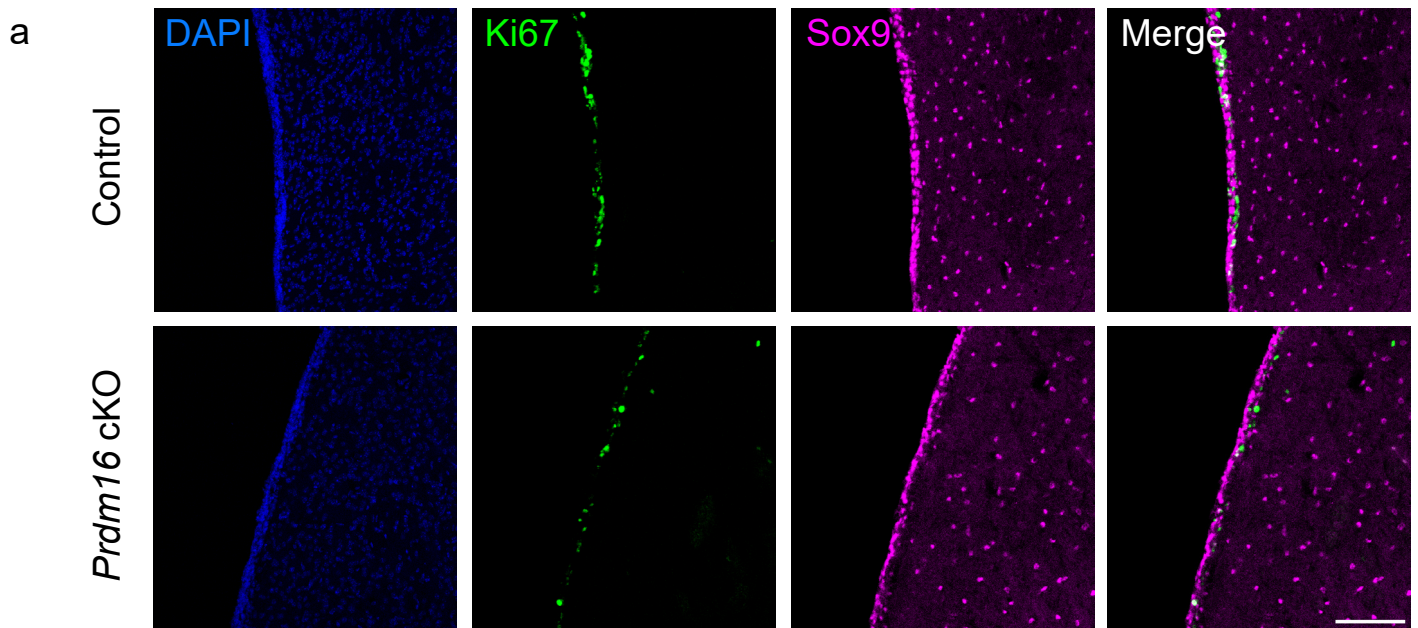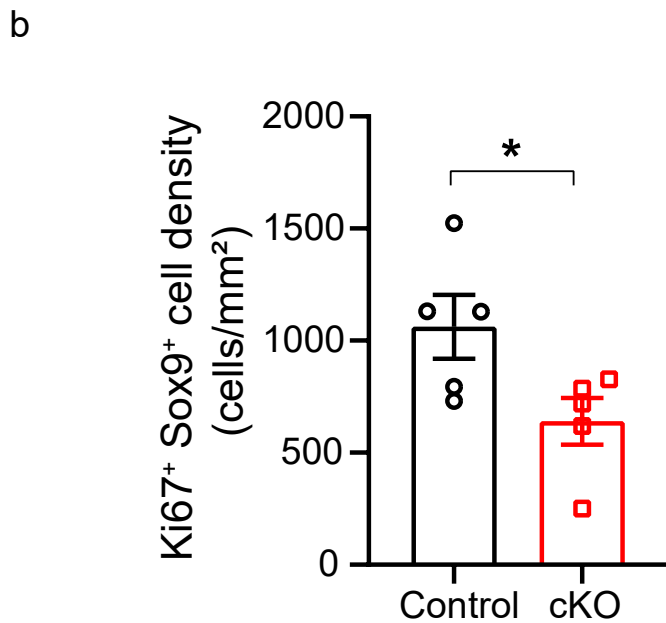

**Supplementary Figure 16. A reduction in Ki67<sup>+</sup>Sox9<sup>+</sup> cells in the V-SVZ of P21 *Prdm16* cKO mice.**

Representative images (**a**) and quantification (**b**) of the density of Ki67<sup>+</sup>Sox9<sup>+</sup> cells in the V-SVZ of *Prdm16* cKO and control mice at P21. Scale bar: 100  $\mu$ m. n=5 mice per genotype, p=0.0462, two tailed Welch's t-test.

## Direct targets-upregulated

● Cell junction

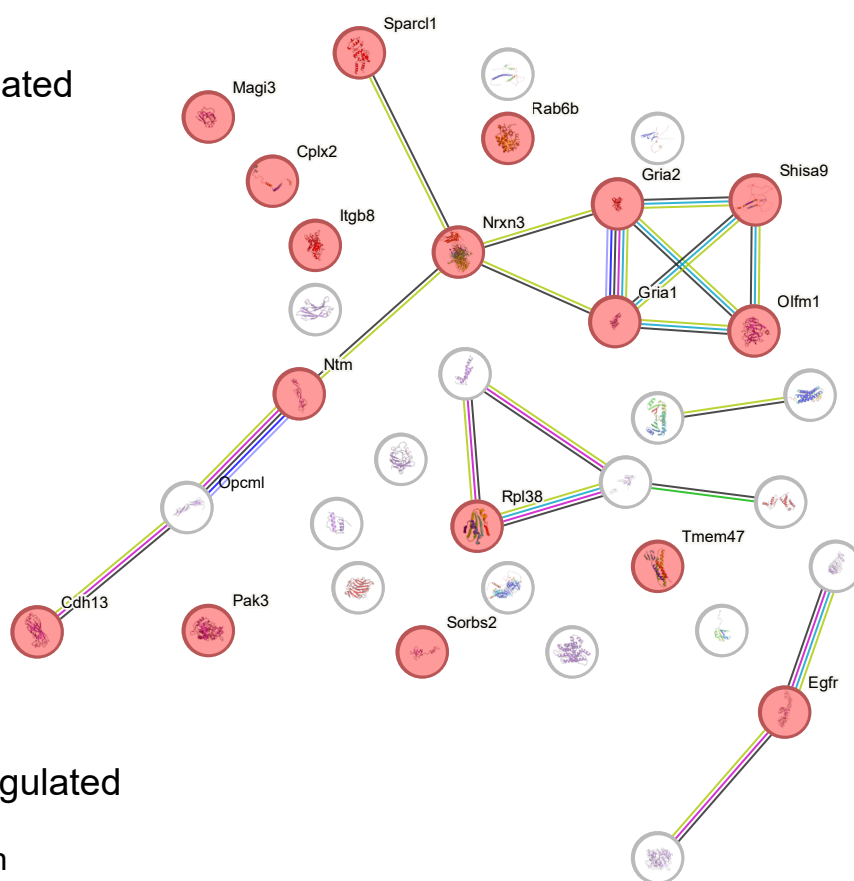

## Direct targets-downregulated

● Neuron differentiation

● Cell differentiation

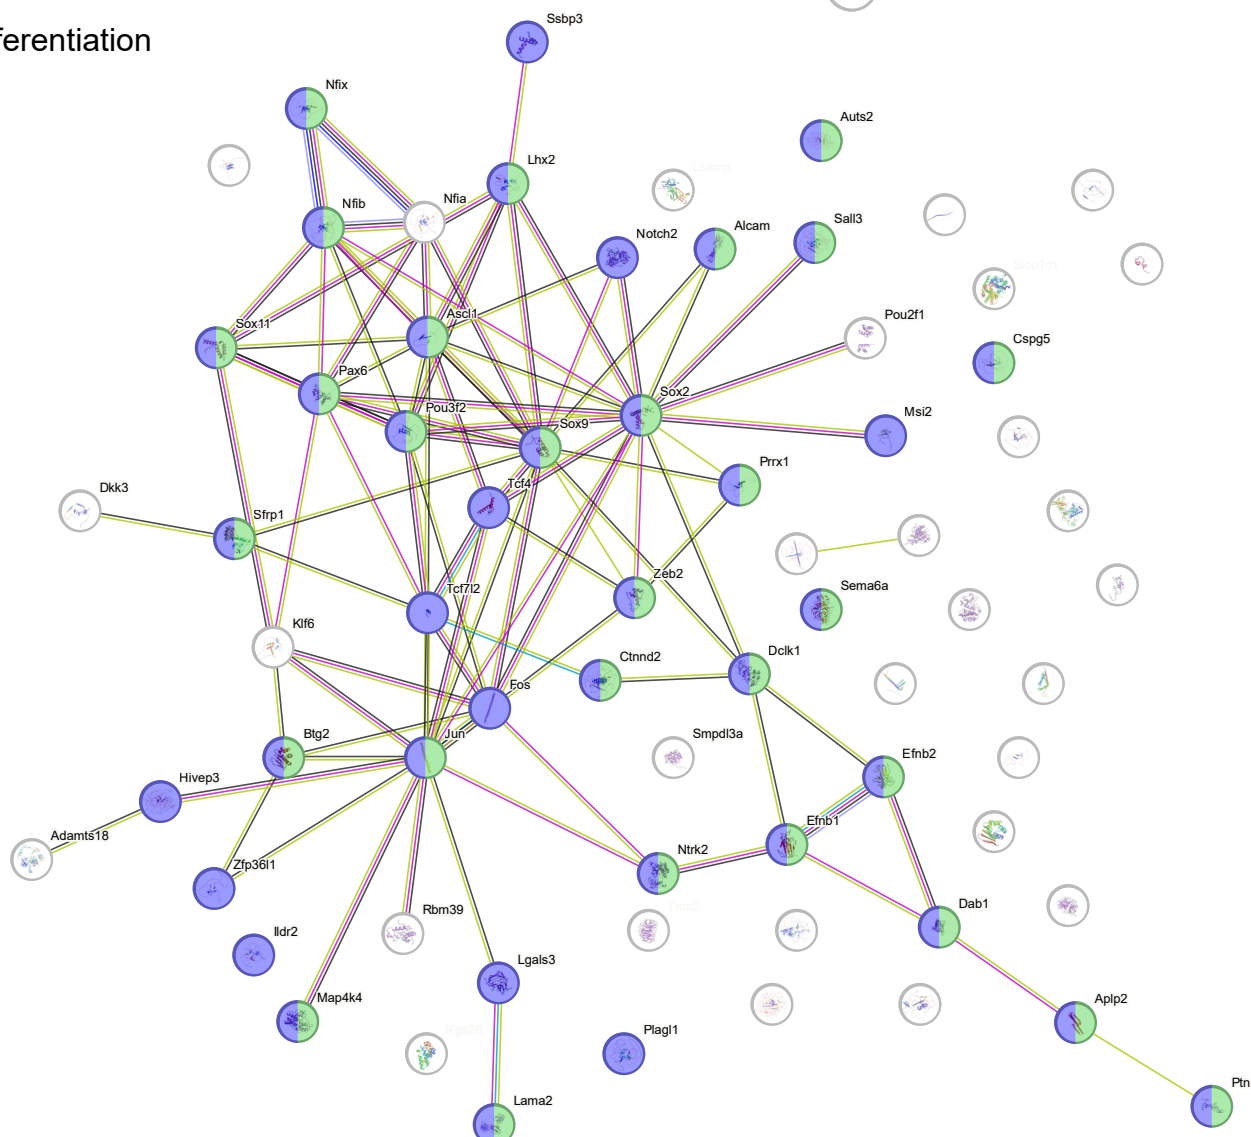

**Supplementary Figure 17. Enriched gene ontology terms among direct target genes of Prdm16.** Genes that have Prdm16 binding peaks in ChIP-seq and are differentially expressed in scRNA-seq were identified as direct target genes of Prdm16. Gene ontology analysis was performed among up- and down-regulated direct target genes. Protein-protein interaction networks are shown. The top enriched terms were color-coded and highlighted.

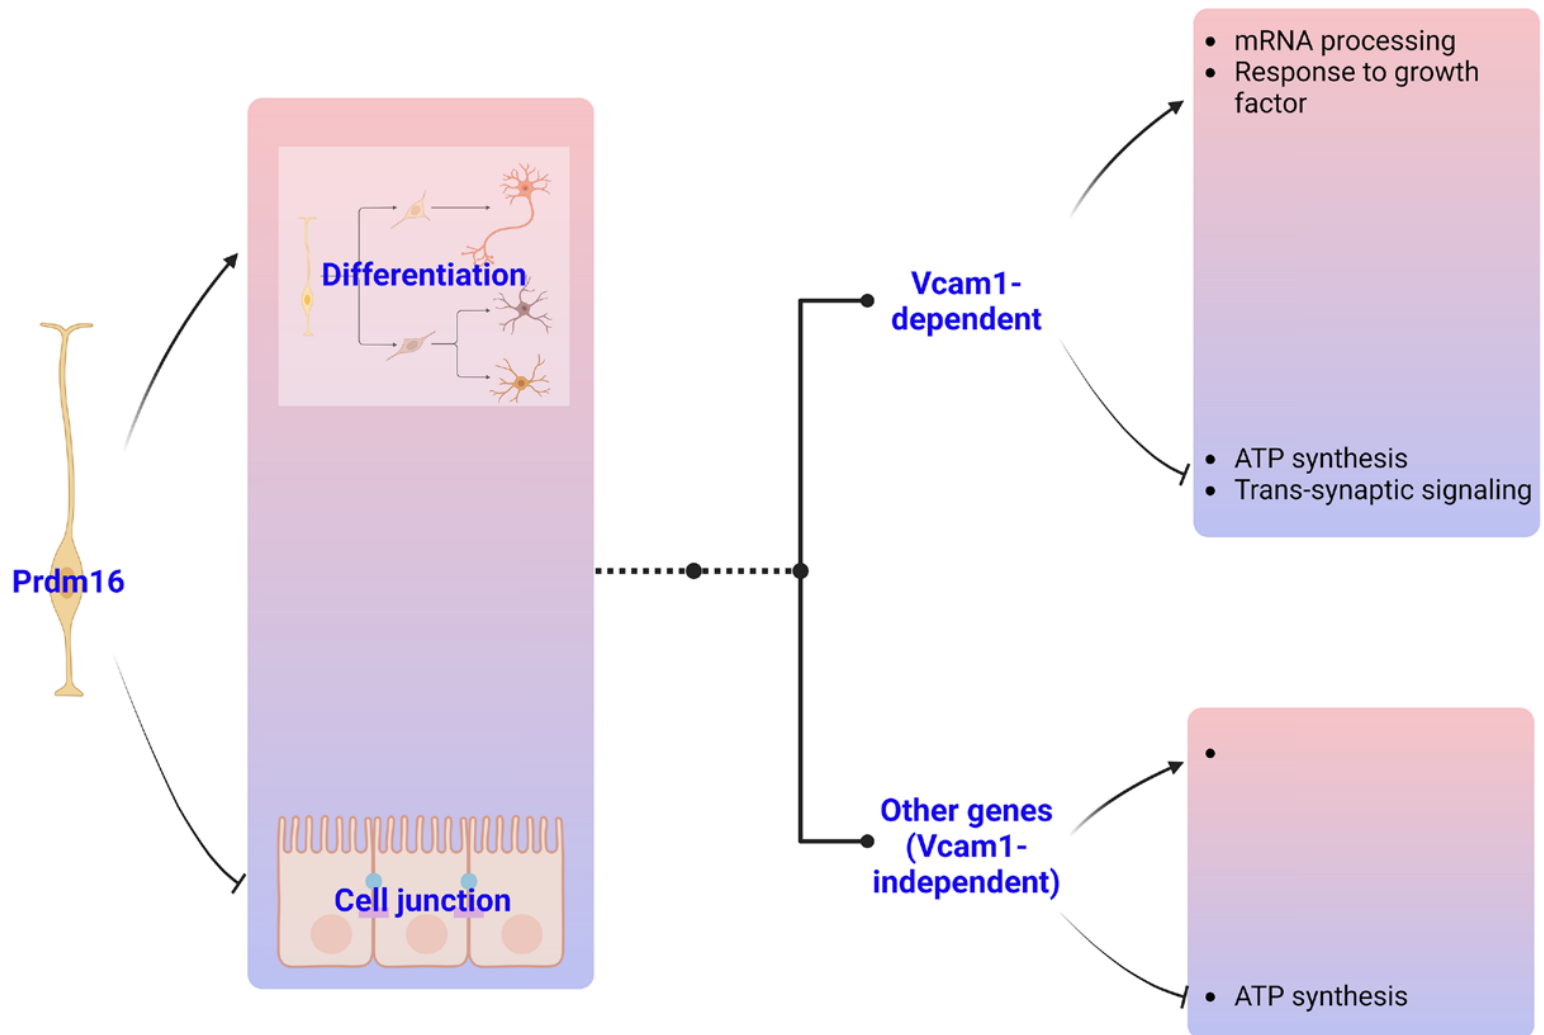

**Supplementary Figure 18. A diagram summarizing top enriched gene ontology terms among direct targets of Prdm16 and genes indirectly regulated by Prdm16 in Vcam1-dependent and independent manners.**

Created in BioRender. Zhang, Y. (2025) <https://BioRender.com/u82e306>

- ATP biosynthetic process
- Regulation of trans-synaptic signaling

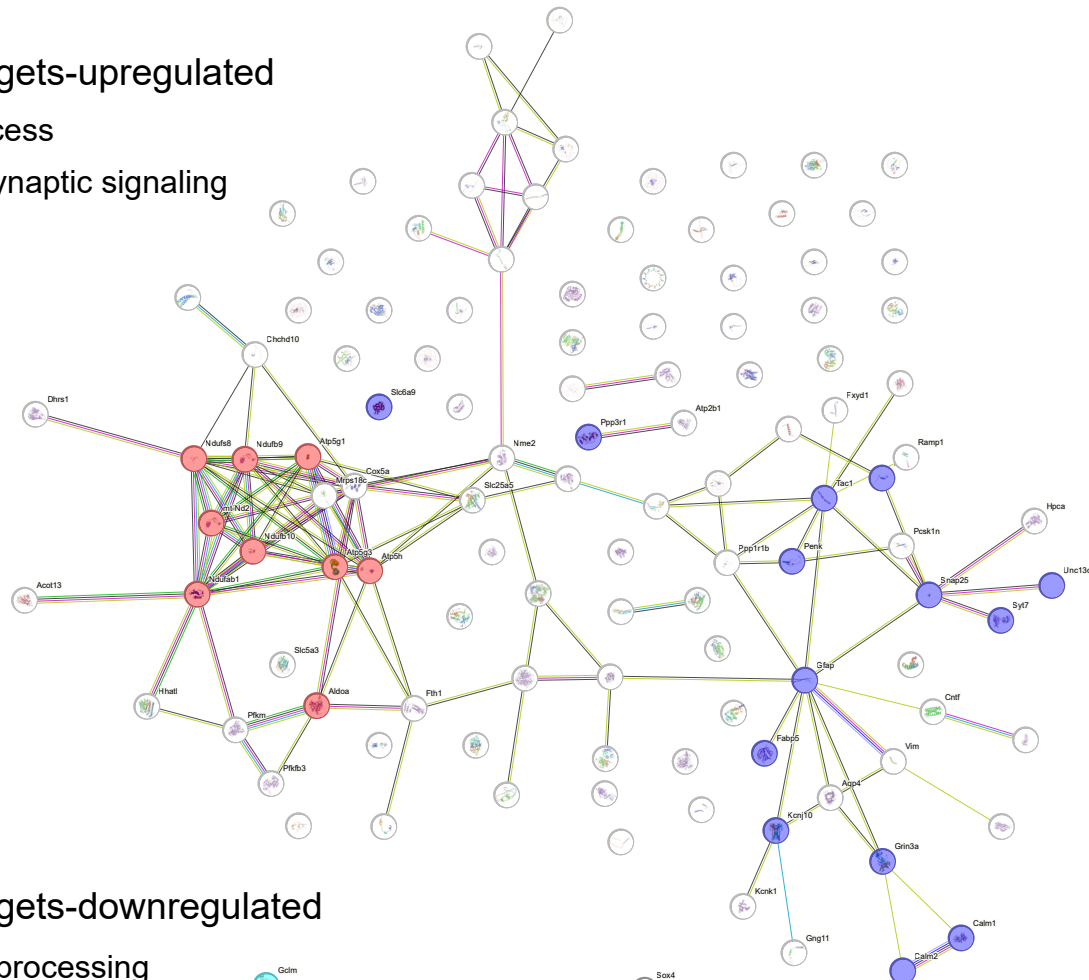

- Regulation of mRNA processing
- mRNA processing
- Response to growth factor

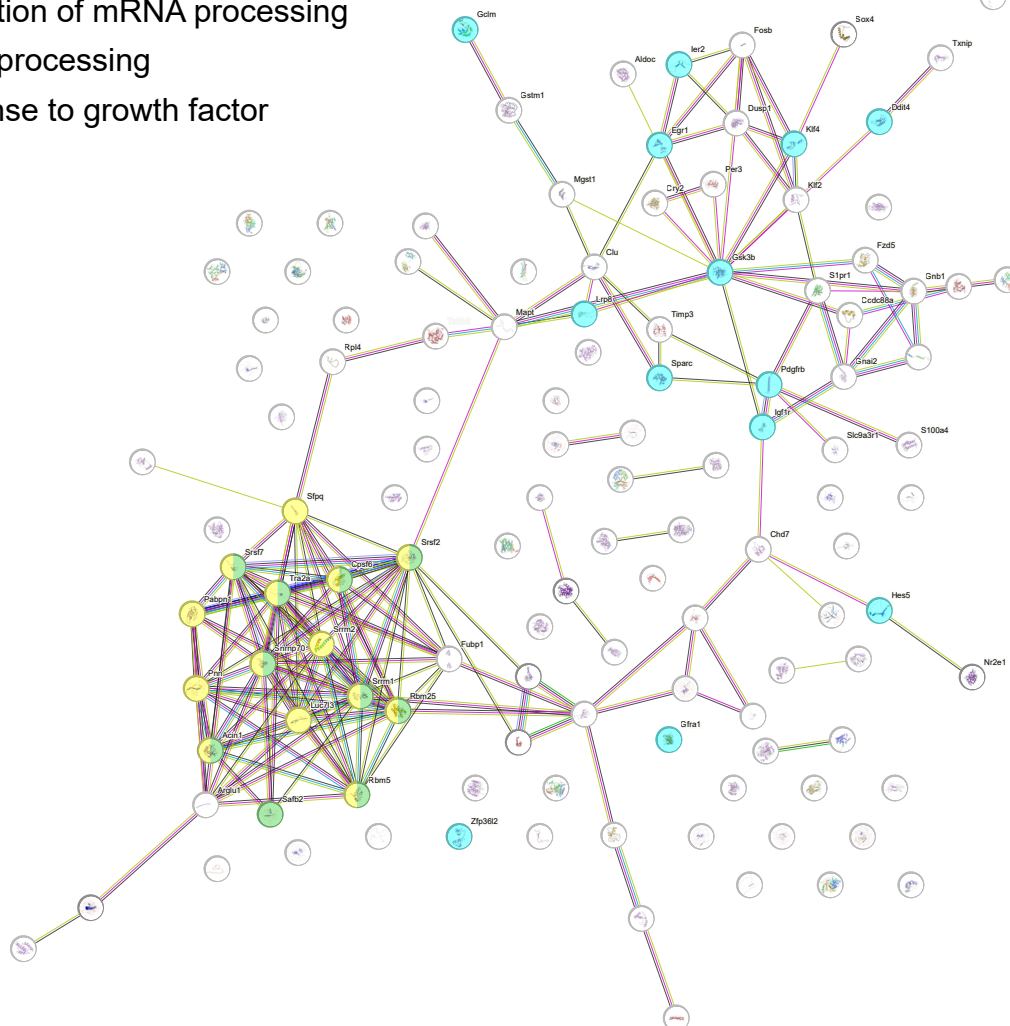

**Supplementary Figure 19. Enriched gene ontology terms among genes regulated by *Prdm16* in a *Vcam1*-dependent manner.** Genes that are differentially expressed between *Prdm16* cKO and control NSCs and rescued in *Prdm16-Vcam1* DKO NSCs (not significantly different between *Prdm16-Vcam1* DKO and control) were identified as *Vcam1*-dependent genes. Gene ontology analysis was performed among these *Vcam1*-dependent genes. Protein-protein interaction networks are shown. The top enriched terms were color-coded and highlighted.

## Vcam1-independent targets-upregulated

- Oxidative phosphorylation
- Proton motive force-driven ATP synthesis
- Proton motive force-driven mitochondrial ATP synthesis
- ATP synthesis coupled electron transport

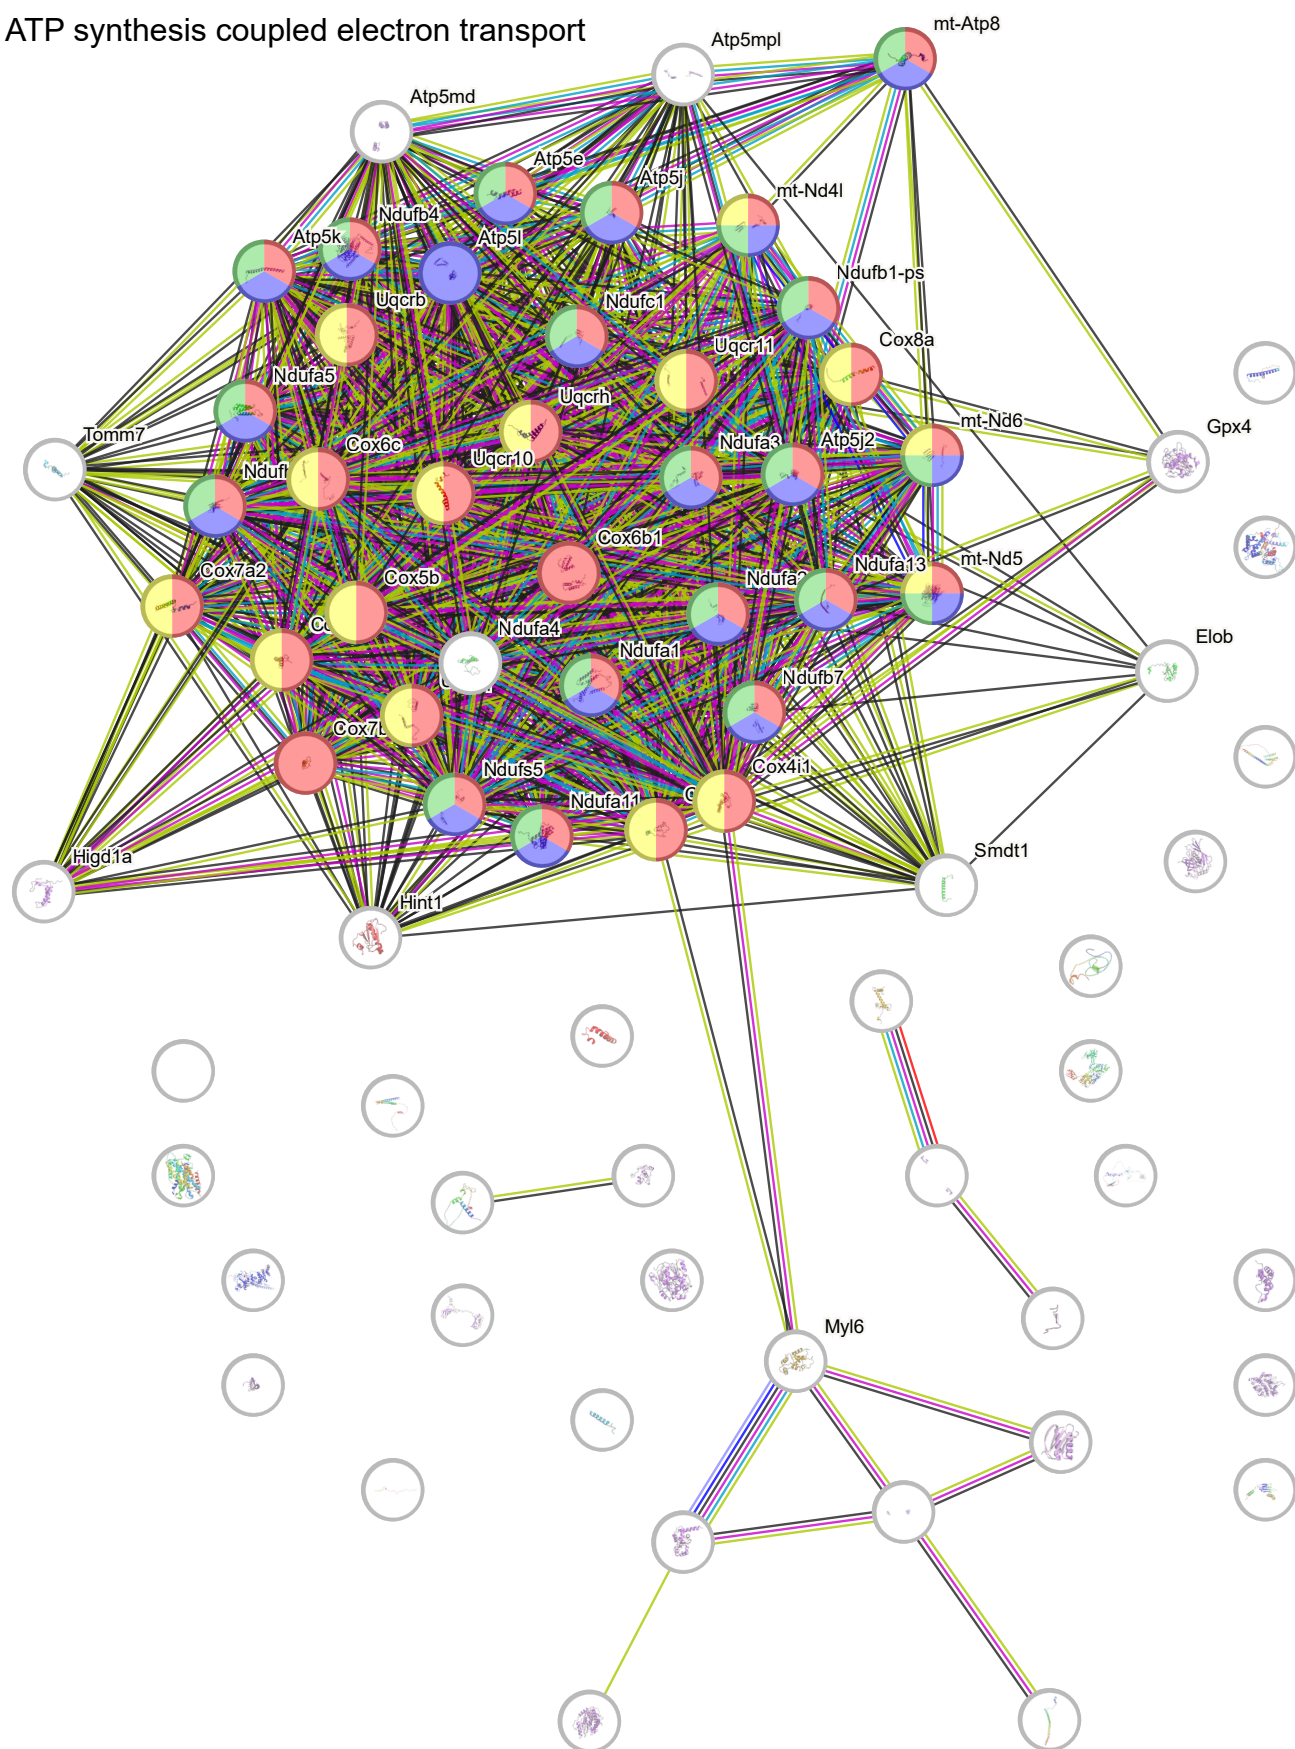

**Supplementary Figure 20. Enriched gene ontology terms among genes regulated by *Prdm16* in a *Vcam1*-independent manner.** Genes that are differentially expressed between *Prdm16* cKO and control and between *Prdm16-Vcam1* DKO and control in the same direction were identified as *Vcam1*-independent genes. Gene ontology analysis was performed among these genes. Protein-protein interaction networks are shown. The top enriched terms were color-coded and highlighted.

# Supplementary material for: Prdm16 regulates the postnatal fate of embryonic radial glia via Vcam1-dependent mechanisms
**Source:** Nat Commun. 2025 Jul 19;16:6659. doi: 10.1038/s41467-025-60895-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name: Supplementary Data 1**

**Description: Pseudobulk gene expression levels in each ventricular-subventricular zone cell type in one-month-old *PRDM16* cKO, *PRDM16-VCAM1* DKO, and control mice.**

Gene expression is shown as transcripts per million.

**File name: Supplementary Data 2**

**Description: Genes differentially expressed in each cell type in *PRDM16* cKO vs control mice.**

P\_val, nominal P-value. P\_val\_adj, P-values adjusted for multiple comparisons. Ave\_log2FC, log2 fold change. Pct. 1, percentage of cells expressing the gene in *PRDM16* cKO. Pct.2, percentage of cells expressing the gene in control. Wilcoxon test with Bonferroni correction.

**File name: Supplementary Data 3**

**Description: Enriched gene ontology terms in genes up- and down-regulated in NSCs in *PRDM16* cKO compared with control mice.**

**File name: Supplementary Data 4**

**Description: Enriched gene ontology terms in genes up- and down-regulated in other cell types in *PRDM16* cKO compared with control mice.**

# Supplementary material for: Prdm16 regulates the postnatal fate of embryonic radial glia via Vcam1-dependent mechanisms
**Source:** Nat Commun. 2025 Jul 19;16:6659. doi: 10.1038/s41467-025-60895-y
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Images were taken using Zeiss Zen (Zen 2.3 pro).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | Images were analyzed using Fiji (Version 2.0.0-rc-54/1.51h) and Photoshop CS5.<br>Single cell RNA-Seq analysis was performed in RStudio (Version 4.1.2) using the Seurat (Version 4.1.1) package.<br>Gene Set Enrichment Analysis was performed using GSEA (Version 4.2.3) software ( <a href="http://www.gsea-msigdb.org">www.gsea-msigdb.org</a> ).<br>GO analysis was performed using string-db.org ( <a href="https://string-db.org">https://string-db.org</a> ).<br>All graphical plots were made by GraphPad Prism 8.<br>All diagrams were made using Biorender ( <a href="https://biorender.com">https://biorender.com</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

We deposited all single cell RNA-seq data to the Gene Expression Omnibus. All relevant data are available from the authors without restrictions.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were according to comparable to relevant publications                                                                                                                                                                                                             |
| Data exclusions | No data were excluded from analyses                                                                                                                                                                                                                                            |
| Replication     | Data comes from a minimum of three independent experiments unless otherwise stated. All attempts at replication were successful                                                                                                                                                |
| Randomization   | Allocation of mice to experimental groups was based on the genotype results. All groups include male and female mice.                                                                                                                                                          |
| Blinding        | The experimenter was not blinded during image collection, because images of control and treated cells were always taken at the same time using the same microscope with identical settings such as exposure time and gain. The experimenter was blinded during image analysis. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies against PRDM16 (Patrick Seale lab, dilution 1:100), PRDM16 (R&D system, AF6295-SP, 1:200), GFAP (Biolegend, 829401, 1:1500 and Dako, Z0334, 1:1500), Nestin (Aveslabs, NES-0020, 1:500), Vcam1 (BD Biosciences, 550547, 1:100), Dcx (Abcam, ab18723, 1:500), BrdU (Abcam, ab6326, 1:500), Parvalbumin (Novus Biologicals, NB120-11427SS, 1:500), TH (Sigma, MAB318, 1:400), Calretinin (Sigma, ZMS1073-25UL, 1:400), $\gamma$ -Tubulin (Sigma, T5192-25UL, 1:1000), and SOX2 (R&D Systems, AF2018, 1:1000) |
| Validation      | Validation of PRDM16 (Patrick Seale lab, dilution 1:100) antibody was performed by a previous study ( <a href="https://www.sciencedirect.com/science/article/pii/S0896627318303684?via%3Dihub">https://www.sciencedirect.com/science/article/pii/S0896627318303684?via%3Dihub</a> ) Validation of other primary antibodies was performed by antibody manufacturers.                                                                                                                                                   |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The mice lines we used in this study has been described in the method. The ages of mice we used are P16, P21, P31, P32, P35, and 7 month old.                                                                      |
| Wild animals            | This study did not involve wild animals                                                                                                                                                                            |
| Reporting on sex        | Approximately equal numbers of males and females were used. No sex dimorphic results were found.                                                                                                                   |
| Field-collected samples | This study did not involve the samples collected from field.                                                                                                                                                       |
| Ethics oversight        | All animal experimental procedures were approved by the Chancellor's Animal Research Committee at the University of California, Los Angeles and conducted in compliance with national and state laws and policies. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

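Single-cell RNA sequencing of the V-SVZ was examined in 3 control libraries, 3 Prdm16 cKO libraries and 1 Prdm16-Vcam1 DKO library, each from the pooled tissue of 2 to 3 mice. The deposited values are raw counts: per the file headers and the Methods, the authors ran Cell Ranger on 10x Genomics 3′ libraries, which assigns reads to genes, counts each UMI once and keeps the barcodes called as cells, with no normalization. The gene identifiers were compared with the GENCODE vM21 annotation of GRCm38, and 32158 (99.6%) were found there. Genes were followed by identifier, since 78 entries share a gene symbol with another. Pairs of libraries of 1 condition were compared, 3 pairs of control and 3 of cKO libraries, and none held the same counts: the chi-square per degree of freedom of their gene totals was 62.4 to 229.8.

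Cells with 500 to 7000 features and at most 10% mitochondrial counts were kept, with both bounds included. They were processed in Seurat 5.3.0 (R 4.3.3) with the settings of the Methods: log normalization, 2000 variable features, anchors between libraries, 30 principal components and clusters at resolution 0.15. A cluster was named when at least 3 markers of a type, fixed beforehand from the paper and from general knowledge, were detected in at least 10% of its cells and raised by at least 1 on the log2 scale. Doublets were scored by Scrublet in scanpy 1.11.5 with an expected rate of 0.08. Its automatic threshold failed in control library 1, for which the median threshold of the other libraries was used.

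Raw counts were summed per library and cell type where a library had at least 10 cells of that type. The sums were compared with edgeR 4.0.16 (expression filter, TMM normalization, robust quasi-likelihood test) in 1 fit of all 7 libraries with 3 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. Libraries of equal replicate number in the labels share no stated origin; in oligodendrocyte-, endothelial- and mural-like cells all 3 such pairs deviated together from their group means (correlations of 0.31, 0.16 and 0.44, of 0.20, 0.12 and 0.38, and of 0.28, 0.12 and 0.38), and there the values with the replicate number as a block are given beside the results they move. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with fry and with camera at an estimated correlation, adjusted over lists and cell types. List scores and CPM were compared between libraries by exact two-sided permutation tests, whose smallest p with 3 libraries against 3 is 0.1. Lists fixed before the data were examined cover nuclear and mitochondrial oxidative phosphorylation genes, cholesterol synthesis, cytosolic ribosomal proteins, immediate early genes, heat shock, splicing factors, embryonic radial glia and adult NSCs. Those taken from the study's supplement cover oxidative phosphorylation, neurogenesis, nervous system development, mRNA processing, the response to growth factors and cholesterol synthesis.

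Genes were named by a rule set before the data were examined: every gene that the text names for the single-cell data, the study's cholesterol genes in astrocytes, and in NSCs the 5 largest increases and 5 largest decreases among called genes with a mean log2 CPM of at least 4 and no overlap between groups. Of 29 called genes, 7 reached that mean, and 5 increases and 0 decreases were named. The alternatives were DESeq2 1.42.0, no filter on low counts, the replicate number as a block, each library left out in turn, no DKO library, a limit of 5% mitochondrial counts, no doublets, resolution 0.3, no integration, no Gm42418, AY036118, Malat1 or mitochondrial genes, equal totals per library, equal numbers of cells, NSCs and astrocytes together, and the study's own Wilcoxon test across cells (detected in a fraction of at least 0.1, log2 fold change of at least 0.25, Bonferroni correction). The Cell Ranger version as a block and the libraries of version 6.0.1 alone were added after the data were seen.

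The tests were tried on simulated data made from the NSC sums of these libraries. With 200 genes changed by 1 on the log2 scale, edgeR recovered 146 (73.0%) with 16 false calls, DESeq2 recovered 153 (76.5%) with 25 false calls, and with no gene changed edgeR called 0. The 200 genes had a mean log2 CPM of at least 4, changed alike in the cKO and DKO libraries and varied independently of each other. The shares recovered thus need not hold for genes below that mean or for libraries that mix changed and unchanged cells. In 50 further simulations of unchanged groups, edgeR called at least 1 gene in 33, and at most 8. In a random split of the control NSCs with 200 genes lowered on one side, the Wilcoxon test recovered 189 (94.5%) with 0 false calls, where both sides share libraries and so carry no difference between libraries. The fewest NSCs in a library were 209, in cKO library 2. The ChIP-seq peaks, the NSC sheet of Supplementary Data 2, the embryonic data set and the imaging were not analysed here. The share of NSC-like cells was not compared between conditions, because genes that may change with the condition define that cluster. Python 3.11, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the remaining steps.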

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

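Apart from edgeR's quasi-likelihood test, the tests in this part were chosen after the result was seen. Prm1, a gene of sperm chromatin that the paper does not discuss, was detected in NSC-like cells at a mean of 316 CPM in the cKO libraries and at 161 CPM in the DKO library, against 0, 0.207 and 0 CPM in control libraries 1, 2 and 3. It was singled out as a signal in genes outside those the paper discusses, above the level of the control libraries. By edgeR's quasi-likelihood test it was called in 4 of 10 cell types in cKO and 3 in DKO. A germ cell program would raise other sperm genes as well, but no library had more than 3 UMIs of Prm2, Prm3, Tnp1 or Tnp2. Free RNA from other cells would spread over all types, but endothelial-, mural- and microglia-like cells of the libraries with Cre had at most 17.7 CPM. A candidate explanation is a transcript of the Cre transgene that carries Prm1 sequence, a construct that was not examined here. It needs Prm1 in NSCs of every library with Cre, and the lowest share of NSC-like cells with a Prm1 UMI in such a library was 26.4%, in cKO library 1, against 0%, 0.225% and 0% in the control libraries, at median depths of 5268 UMIs there and 5338, 9475 and 7274 UMIs in control. A change of the endogenous gene by the loss of Prdm16 was not tested and stays open.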

How the results depend on the processing

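The Cell Ranger version as a block and the libraries of version 6.0.1 alone (the first batch) were chosen after the data were seen, and the other alternatives before. Over 81 results and 1381 comparisons with an alternative, 1102 kept their direction and their side of the threshold or stayed within their spread, 84 became weaker, 25 became stronger, 158 moved and 12 reversed. Unless stated, the cause of a difference was not tested. With at most 5% mitochondrial counts, 24957 control and cKO cells were kept instead of 36451, since this filter removes more cells.

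The number of genes called over all types was 219 with edgeR, 1087 with DESeq2, 345 without a low-count filter, 1315 with the replicate block, 137 with equal numbers of cells, 372 with the version block, 82 in the first batch and 1411 with the Wilcoxon test across cells. With 1 library left out it ranged from 42, without control library 2, to 3249, without cKO library 1, and was 102, 75, 78 and 142 without control library 1, control library 3, cKO library 2 and cKO library 3. In NSC-like cells it was 29 with edgeR, 550 with DESeq2, 98 without the filter, 501 with the replicate block, 2 without the DKO library, 0 at 5% mitochondrial counts, 7 without integration, 84 after thinning, 47 with equal numbers of cells, 46 with the version block, 72 for NSCs and astrocytes together, 2 in the first batch and 356 with the Wilcoxon test. Leaving out 1 library gave 0 without control library 1, 2 or 3, 1642 without cKO library 1, 1 without cKO library 2 and 1 without cKO library 3. Of the 29 genes, 29 were also called by DESeq2, 29 with the replicate block, 29 without cKO library 1, 22 at resolution 0.3, 22 after thinning and 0 at 5% mitochondrial counts, where 29 of 29 kept their direction. In astrocyte-like cells the number was 156 with edgeR, 423 with the replicate block, 59 with equal numbers of cells, 28 in the first batch, 271 with the Wilcoxon test, and from 38, without control library 2, to 528, without cKO library 1. The replicate block assumes that libraries of equal number belong together, which the sample labels do not state: in NSC-like cells the correlations of the residuals of such pairs were 0.25, -0.00090 and 0.35, and at least 1 pair was under 0.1 in TAP-, neuroblast-, astrocyte-, ependymal-, OPC-, neuron- and microglia-like cells too. In oligodendrocyte-, endothelial- and mural-like cells, where all 3 were over 0.1, the block moved the number of genes from 0 to 4, 0 to 4 and 1 to 12, and the oxidative phosphorylation list kept its side of the threshold (0.20, 0.20 and 0.22). The comparison of DKO and cKO changes, in which the DKO has 1 library, was not made with the replicate block.

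Without integration, NSC-like cells of cKO libraries 2 and 3 left the cluster of the control NSCs: 192 of 209 and 638 of 666 lay in a cluster without a name, and 12 and 11 stayed. The alternative thus compares few cells of cKO libraries 2 and 3, while 695 of 901 cells of cKO library 1 stayed. This bears on each reversal it gave: the radial glia list went from -0.21 to 0.071, the adult NSC list from 0.10 to -0.14, Gfap to -0.18, Nes to -0.057 and Ucp2 to -0.080. It also bears on the oxidative phosphorylation list, whose median went from 0.41 to 0.070. The radial glia list had an adjusted p (camera) of 0.0183, and of 0.101 without doublets (-0.22), 0.0865 at resolution 0.3 (-0.21), 0.175 in the first batch (-0.10), 0.0623 without control library 3 (-0.21) and 0.0583 without cKO library 3 (-0.29), with a range of -0.42 to -0.21 over the libraries left out. For the adult NSC list this range was 0.057 to 0.14, with an adjusted p of 0.0409 without control library 2.

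The medians of the oxidative phosphorylation list were past the threshold with camera, and not with fry or an estimated correlation: 0.41 in NSC-like cells (adjusted p = 0.484 and 0.559), 0.27 in TAP-like (0.587 and 0.587), 0.28 in neuroblast-like (0.573 and 0.587), 0.26 in astrocyte-like (0.538 and 0.587) and 0.38 in OPC-like cells (0.444 and 0.475). With 1 library left out these ranged over 0.20 to 0.55, 0.053 to 0.40, 0.064 to 0.46, 0.072 to 0.40 and 0.19 to 0.54, each lowest without control library 1. The ranges were -0.041 to 0.30 in ependymal-like and -0.051 to 0.30 in oligodendrocyte-like cells, with these lowest values also without control library 1. In neuron-like cells, at -0.08, it was 0.035 with equal numbers of cells, 0.032 without control library 2, 0.085 without control library 3 and 0.13 without cKO library 2, and it ranged from -0.34 to 0.13. The mean of the medians outside the lineage, 0.216, was 0.0317 without control library 1 and 0.0763 without cKO library 3, in a range of 0.03 to 0.38. The cholesterol list in astrocyte-like cells ranged from -0.49 to -0.29, and the neurogenesis list in NSC-like cells from -0.74 to -0.42.

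Vcam1 in NSC-like cells ranged from 0.40 to 0.58, with an adjusted p of 0.204 from edgeR's quasi-likelihood test and of 0.0351 without cKO library 1. Egfr ranged from 0.61 to 0.91: the adjusted p was 0.0911 from edgeR's quasi-likelihood test, 0.00742 with DESeq2 (0.76), 0.0365 with the replicate block (0.73) and 0.00143 without cKO library 1 (0.91). Prdm16 ranged from -0.40 to -0.29 in NSC-like cells, and in astrocyte-like cells it was -0.17 with equal numbers of cells. The 1 gene called in both cKO and DKO became 25 with DESeq2, 0 at 5% mitochondrial counts, 2 without integration, 0 with equal numbers of cells, and 0 to 91 with 1 library left out, the highest without cKO library 1. The 1 cell type whose share did not overlap between groups became 0 at 5% mitochondrial counts, and 1 to 4 with 1 library left out. Lower depth did not lower the number of genes in NSC-like cells, which was 29 before and 84 after thinning to the smallest library, and with 47 cells per library, where 47 genes were called, 17 of the 29 genes could be tested and 3 were called.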

Differences from the paper's values

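The paper tested cells with a Wilcoxon test, and the values here test sums per library with edgeR's quasi-likelihood test. Within range means here that neither number is over 1.5 times the other. The paper gives 228 genes higher in cKO NSCs and 29 were called here; of the alternatives set before the data were examined, the Wilcoxon test across cells (184) comes within range, and the others, such as DESeq2 (473), the replicate block (391) and leaving out cKO library 1 (1007), do not. The paper shows about 460 differentially expressed genes in NSCs in Fig. 4c, read by eye, and 29 were called here; DESeq2 (550), the replicate block (501) and the Wilcoxon test (356) come within range, and the others do not. Of the paper's 23 oxidative phosphorylation genes among those higher in cKO NSCs, 0 were called here, with 3 at an unadjusted p under 0.05; no alternative comes within range, with 11 by the Wilcoxon test, 4 without cKO library 1, 2 with the replicate block and 0 with DESeq2.

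For the other types the paper's numbers are those of its Supplementary Data 2. In TAPs they are 138 against 0 here (1030 at an unadjusted p under 0.05), with DESeq2 (115) and the Wilcoxon test (98) within range and the others not. In neuroblasts they are 315 against 4, with the Wilcoxon test (297) and leaving out cKO library 1 (393) within range and the others not. In astrocytes they are 281 against 156, with DESeq2 (196) and the Wilcoxon test (271) within range and the others not. In ependymal cells they are 133 against 21, with DESeq2 (108) and the Wilcoxon test (149) within range and the others not. In oligodendrocytes they are 28 against 0 (266 at an unadjusted p under 0.05, 4 by DESeq2 and 4 with the replicate block), and in OPCs 40 against 0 (563, and 1 by DESeq2). The Wilcoxon test (25) is within range for oligodendrocytes, and no alternative is for OPCs, where it calls 80. In neurons they are 71 against 8, with the Wilcoxon test (62) and leaving out cKO library 3 (55) within range and the others not. In endothelial cells they are 32 against 0 (247 at an unadjusted p under 0.05, 3 by DESeq2 and 4 with the replicate block), with the Wilcoxon test (34) within range and the others not. In pericytes they are 16 against 1 in mural-like cells, with the replicate block (12) and the Wilcoxon test (20) within range and the others not. In microglia they are 13 against 0 (323 at an unadjusted p under 0.05, 1 by DESeq2), with the Wilcoxon test (19) within range and the others not.

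The paper ranks NSCs first by transcriptome change and finds changed genes in all cell types. Here astrocyte-like cells had the most genes called by edgeR, 156 against 29 in NSC-like cells, and 5 types had none, where with the replicate block 0 types had none; NSC-like cells came first with DESeq2 (550), the replicate block (501), the Wilcoxon test (356) and without cKO library 1 (1642). The paper states that Egfr is higher in cKO NSCs; its log2 fold change was 0.75 with an adjusted p of 0.0911 from edgeR's quasi-likelihood test, and it was called by DESeq2, with the replicate block, without cKO library 1 and by the Wilcoxon test. The paper names Ndufa9, Uqcr10 and Uqcrb as higher in cKO NSCs; edgeR called none of them (adjusted p = 0.279, 0.676 and 0.448), nor did the Wilcoxon test, and Uqcrb was called without cKO library 1 (adjusted p = 0.0255). The paper finds no difference in Vcam1 mRNA; every cKO library was above every control library, with a log2 fold change of 0.48 that was not called (adjusted p = 0.204 from edgeR) and was called without cKO library 1 (adjusted p = 0.0351). The paper finds radial glia genes raised and adult NSC genes lowered in cKO NSCs; with lists that are not the study's, the medians were -0.21 and 0.10, and without integration 0.07 and -0.14; the radial glia list fell outside the lineage as well, by -0.16, -0.25 and -0.51 in endothelial-, mural- and microglia-like cells. The paper names Cell Ranger 6.1.2, and the file headers name 6.0.1 and 6.1.1.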

Other observations

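Chosen after the results were seen were the tests on the excess in NSC-like cells over cells outside the lineage, on control library 1, on other groupings of the libraries except for edgeR in NSC-like cells, on cKO library 1, the DKO library, the cluster of control library 2, the genes near Vcam1 and Gdpd3. Oxidative phosphorylation genes were higher in cKO NSC-like cells, with a median of 0.41. The median was 0.41 without the few genes that take most of the counts and 0.38 at equal totals per library, which argues against these genes or depth as the whole cause. Gene length would move other short genes alike, but the list exceeded lists matched on length and expression by 0.30, and 0% of 10000 such lists reached it. A shift of whole libraries could account for part of the change: the mean of the medians in endothelial-, mural- and microglia-like cells, which are outside the lineage, was 0.216, which fell to 0.0317 without control library 1 and to 0.0763 without cKO library 3, so whether control library 1 alone set it stays open with 3 libraries against 3. The excess of NSC-like cells over these types was 0.17 with no overlap between groups, but an exact permutation test of 3 libraries against 3 cannot give a p under 0.1 and a shift need not be of equal size in every type, so a library-wide shift and an effect of Prdm16 loss cannot be told apart for it.

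Immediate early genes were lower in cKO NSC-like cells, and their score relative to the outside types differed by -0.12 with overlap between groups, so a dissociation response that differs between libraries cannot be told apart from an effect of genotype. Gm42418, which collects ribosomal RNA reads, was higher in cKO in 11 of 11 types by at least 0.77, with 0 called by edgeR, as a library-wide technical shift would give. Gfap was higher in cKO NSC-like cells, and free RNA from other cells would bring gains elsewhere too, but the largest gain in endothelial-, microglia- and neuroblast-like cells was 14.7 CPM. Since Gfap also defines the cluster, its change is not read further.

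The 6 control and cKO libraries can be grouped 3 against 3 in 10 ways, so regrouping them can never exclude chance at 0.05. As many genes as in the real grouping were called by edgeR in 1 of 10 groupings in NSC-like cells, 1 in astrocyte-like, 1 in ependymal-like, 2 in neuroblast-like, 2 in neuron-like and 4 in mural-like cells, in 10 of 10 in TAP-, oligodendrocyte-, OPC-, endothelial- and microglia-like cells, where the real grouping had 0, and in 1 of 10 over all types. In mural-like cells, where libraries of equal number deviate together, the real grouping parts all 3 such pairs, and of the 4 groupings that do so the others called 0 genes. The most genes in another grouping were 0 in NSC-like, 3 in astrocyte-like, 23 in neuroblast-like and 130 in neuron-like cells. With the Wilcoxon test across cells, 3 of 10 groupings gave as many genes in NSC-like cells: 356 in the real one and 485 and 501 in others, while pairs of control libraries differed in 397, 535 and 460 genes.

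The number of cells differs between types, so the Wilcoxon test was repeated with 47 cells per library. NSC-like cells had a median of 97.0 genes (81 to 120 over 10 draws) and astrocyte-like cells 91.5 (62 to 106), a difference of 5.5 that leaves their order open. Pools differed in sex: cells with Xist were 0.122%, 58.9% and 56.3% of the assigned cells in control libraries 1, 2 and 3, 73.1%, 0.231% and 64.9% in cKO libraries 1, 2 and 3, and 0.234% in the DKO library, although the Methods state that both sexes were pooled. The groups did not separate on this (exact two-sided permutation test, p = 0.5), and Xist changed by -0.20 in NSC-like cells, which argues against sex as the cause of the genes called.

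cKO library 1 changed less than cKO libraries 2 and 3: without integration 17.2% of its NSC-like cells lay in the cluster without a name, against 91.9% and 95.8% of those of cKO libraries 2 and 3 and at most 2.02% in a control library. Of the 1007 genes called higher by edgeR without it, the 690 raised by at least 1 on the log2 scale, other than Prm1 and sex genes, had a median log2 ratio to control of 0.41 in it, but their higher values in cKO libraries 2 and 3 follow in part from that choice of genes, so they serve here only for comparisons of cells within a library. A mislabelled control library would lack Prm1, but 26.4% of its NSC-like cells had a Prm1 UMI. A sequencing batch would hold cKO library 2 back as well, which shares its Cell Ranger version and had 91.9% of its NSC-like cells in the cluster without a name. Incomplete recombination alike in every mouse would leave male and female cells alike, but its male cells had -0.14 and its female cells 0.59, a difference of 0.73. A candidate explanation is a pool of mice with and without recombination, since male and female cells come from different mice: 2 of 222 male (0.901%) and 148 of 538 female (27.5%) NSC-like cells of cKO library 1 lay in the cluster without a name, against 190 of 200 and 340 of 350 in cKO library 3. Its male cells still had 38.6 CPM of Prm1, and Prdm16 stood at 55.4 CPM in its male and 56.1 CPM in its female NSC-like cells. Prdm16 thus did not part the sexes. It did part the clusters: NSC-like cells of cKO library 1 in the cluster without a name had 30.3 CPM (95% Poisson interval 21.3 to 41.7). Those in the cluster of the control NSCs had 62.4 CPM (55.2 to 70.3), intervals that cover counting error only. In the DKO library these values were 41.6 and 65.2 CPM. Cells of cKO libraries 2 and 3 in the cluster without a name had 51.0 and 46.4 CPM. A 3′ count does not show whether the floxed exons are lost. Whether the mice of the male cells of cKO library 1 lacked recombination stays open. Its cells with 3 or more Prm1 UMIs had 1.37 and those without one 0.00, while cells without one had 1.37 and 1.02 in cKO libraries 2 and 3, which shows changed and unchanged cells in cKO library 1 but not whether they came from separate mice. This was found and tested on the same data.

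The DKO library also changed less, with 20.8% of its NSC-like cells in the cluster without a name. If loss of Vcam1 reversed the change in every cell, its cells with 3 or more Prm1 UMIs would show none, but they had 1.25, with Vcam1 at 23.9 CPM, while cells without a Prm1 UMI had -0.04 and Vcam1 at 113 CPM, near the control libraries. These values may come from cells without recombination in the DKO library, which would lower both its changes and the number of genes it shares with the cKO. Whether whole mice or single cells lack recombination cannot be told apart, because 0.234% of its assigned cells are female and sex does not part the mice. With 1 library no biological difference was tested.

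In the cluster without markers, the cells of control library 2 may be of another origin than the pooled mice. Without integration they had 10.6 CPM of Xist and 1.012 CPM of Y genes, against 793 and 102 CPM in the other cells of that library. Damaged cells of the same mice would keep the ratio of these to other transcripts, and Lgals1 at 9225 CPM with Xist at 10.6 CPM argues against this.

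Of the 42 genes called by edgeR in DKO against control in any type, 8 lay within 30 megabases of Vcam1 (19.0%), against 3.26% of the other tested genes (Fisher's exact test, p = 5.9e-05), and of 205 genes called in cKO against control 10 did (4.88%). A candidate explanation is DNA around the Vcam1 allele that came with it from another strain, which was not examined here. Gdpd3 was lower in the DKO library than in every control library in 11 of 11 types, by -4.65 in microglia-like cells, which do not descend from radial glia, which argues against loss of both genes in the Cre lineage as the whole cause. A variant of the mice in this 1 library stays open and was not tested.

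Serpina3n was lower in the DKO library than in every other library in 9 of 9 types tested, with 1 called, and was chosen after its values were seen. Mural-like cells made up 2.96% ± 0.219 (SD, n = 3) of control and 4.05% ± 0.0409 (SD, n = 3) of cKO cells (exact two-sided permutation test, p = 0.1, the smallest possible, and 1 after Benjamini-Hochberg adjustment), and ependymal-like cells 6.46% ± 2.82 and 7.08% ± 2.15 (exact permutation p = 0.9). Neuroblast-like cells made up 16.7%, 18.8% and 26.8% of control, cKO and DKO cells. No biological explanation was tested for these.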
